# Early female germline development in *Xenopus laevis*: Stem cells, nurse cells, and germline cysts

**DOI:** 10.1073/pnas.2522343122

**Published:** 2025-11-10

**Authors:** Asya Davidian, Allan C. Spradling

**Keywords:** *Xenopus*, ovary, germ cell, germline stem cell, germline cyst

## Abstract

In Drosophila, germline cysts arise through synchronous mitotic divisions and acquire a polarized architecture organized by the fusome, which guides oocyte specification and supports meiotic progression. Similar cyst structures exist in nonmammalian vertebrate ovaries, but their polarity and function have remained uncertain. Using single-cell RNA sequencing and high-resolution imaging, we reconstructed the germ cell differentiation trajectory in *Xenopus laevis* and uncovered striking parallels with invertebrate and mouse cyst development. We identified a distinct germline stem cell (GSC) population marked by *piwil4*, low translational activity, and expression of neuronal-specific and transposon-silencing genes. Downstream from GSCs, during cyst development, an asymmetric fusome-like structure composed of stable microtubules forms a rosette-like connection between cystocytes and contains Golgi vesicles and endoplasmic reticulum, suggesting polarized trafficking. In contrast to previous claims, ~80% of cyst cells turned over rather than forming oocytes, consistent with a nurse cell fate. The striking parallels described here between cyst and fusome formation, polarization, cyst breakdown, and nurse-like cell turnover to produce relatively few oocytes argue that amphibian cysts have important functions in female gametogenesis.

## Significance

Here we describe the structure and development of *Xenopus* female germline cells and show their development begins with a germline stem cell (GSC). These distinctive cells selectively express genes like *piwil4* and neuronal genes such as *chgb*, suggesting a role of neuropeptides in GSC function. Unlike mouse germline cysts that generate mostly nurse cells and 4 to 6 oocytes, lower vertebrate cysts are reported to develop few or no nurse cells. We find that *Xenopus* cysts contain a microtubule-rich structure similar to the Drosophila fusome and that at least 80% of cyst cells develop as nurse cells that turn over prior to follicle formation, supporting a conserved role for polarized cysts in vertebrate oogenesis.

A stereotyped program of synchronous mitotic cell cycles with incomplete cytokinesis that produces germline cysts arose at the dawn of animal evolution and remains a feature of male gametes in all animal groups. Female gametogenesis also utilizes germline cysts in humans, other mammals, as well as many other vertebrate and invertebrate groups (1–5). In Drosophila, cysts arise from germline stem cells (GSCs) located at the anterior tip of the germarium. GSCs divide asymmetrically to produce a cystoblast, which then undergoes four synchronized divisions to generate a 16-cell cyst linked by a cytoskeleton-rich structure known as the fusome, that passes through the ring canals joining the cells. Cysts remain during early meiotic prophase in females, where they give rise, in addition to oocytes, to a second cell type, nurse cells, that are known or proposed to contribute to oocyte development. In Drosophila and other higher insects, cysts have been recognized for more than 100 y, and genetic studies show Drosophila cysts are essential for oocyte production and fertility.

The biology of the Drosophila fusome has been extensively studied (6–8) and compared to other insects (9). The fusome arises from mitotic spindle remnants during cyst formation and segregates asymmetrically at each division reflecting the developing polarity of the cyst. At the beginning of meiosis, the fusome reaches its maximum diameter and changes morphologically and in protein content throughout meiotic prophase (10, 11). The fusome turns over at the time of follicle formation, after ushering the movement of organelles and other materials from the nurse cells into the oocyte and its forming Balbiani body (Bb) (12, 13).

Three types of cyst functions have been identified. Nurse cells acquired their name from higher insects, where they synthesize and transfer nearly all oocyte materials. Male and female germline cysts in a wide range of species also serve a defensive function by sharing small RNAs targeting transposable elements and other nuclear parasites (14–16). Finally, germ cell rejuvenation processes needed for species perpetuation take place during meiosis in *Saccharomyces cerevisiae* (17) and probably all eukaryotes. Metazoans likely carry out major aspects of rejuvenation during meiosis in female gametogenesis. Drosophila germline cysts facilitate the rejuvenation of mitochondria, and potentially other organelles that are collected in the Bb (8, 12–13, 18–22).

Studies of *Xenopus* have contributed immensely to our understanding of oogenesis and its role in embryonic development. *Xenopus* oogenesis has been used to study rDNA amplification and many other aspects of oocyte development and lampbrush chromosome (LBC) function (23–29). Germ cell development in *Xenopus*, compared to other well-studied organisms, is slower; therefore, it provides a unique opportunity to study the different stages of development in detail. Also, *Xenopus* oocytes form a prominent Bb that initially arises at stage 1 and like the zebrafish Bb persists for much of oogenesis, unlike the transient Bbs of mice and Drosophila. The frog Bb plays a role in localizing messenger RNAs (mRNAs) initially at the vegetal pole that contribute to embryo patterning and to germ plasm formation (30–31). Studies of germline cysts in *Xenopus* ovaries were pioneered by Kloc et al. (32) who described 16-cell cysts, formed in synchronous mitotic divisions, containing typical ring canals as visualized by electron microscopy. Serial section reconstruction of developing cysts showed possible evidence of a fusome-like structure (FLS). However, *Xenopus* cysts were not observed to undergo apoptosis leading the authors to speculate that all cyst cells develop into oocytes.

The existence of GSCs in the *Xenopus* ovary remains unresolved. Although a unique cell type with a large nucleus and mitochondrial cloud, termed the “primary oogonial cell,” was described decades ago (25, 33), the prevailing view is that amphibians, like mammals, produce a finite pool of oocytes early in life (34–36). Small oogonial patches in adult Rana ovaries have been reported but are considered nonfunctional (35). In contrast, adult GSCs sustaining oogenesis have been well documented in zebrafish and medaka (37–39), and recent single-cell RNA sequencing (scRNA-seq) studies have enabled their molecular identification with markers such as *nanos2*, *dnmt3bb.1*, *chgb,* and *id4* (39).

Germline cysts have been identified in mice (40), *Xenopus* (32), fish (18), and birds (41, 42), and in mice, they produce both oocytes and nurse cells (8, 43). Nonetheless, the idea that nonmammalian vertebrates generate polarized germline cysts to specify oocytes and nurse cells, and to support oocyte development has remained controversial (8). Rather, the idea that vertebrate cysts are present but have no conserved function continues to be maintained, especially in the case of lower vertebrates such as amphibians and fish (5).

We examined female germ cell development in *Xenopus laevis* to look for GSCs and to better characterize amphibian germline cysts. Using single-cell transcriptomics and high-resolution microscopy, we identified GSCs marked by expression of *piwil4*, as well as neuronal gene signatures. Germ cells form cysts that assemble a FLS suggesting the emergence of early structural asymmetry. Furthermore, the vast majority of cyst cells do not become oocytes, but resemble nurse cells, persisting transiently and displaying low UMI (unique molecular identifiers) similar to mouse nurse cells (44). However, organelle bulk transfer was not observed. These findings support a largely conserved role for germline cysts and nurse cells in *Xenopus* and suggest that early cyst polarity, possible selective oocyte formation, and nurse-like cell turnover are ancestral features of female gametogenesis across animals.

## Results

### Germline Differentiation Trajectory Revealed by scRNA-seq and Cytological Markers.

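Single-cell libraries were made from 3 juvenile ovaries of wild-type animals between Nieuwkoop-Faber stages 62 and 66, with 10000 cells loaded for each. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger. They deposited these counts without normalization, for the barcodes called as cells and before any filter of the later steps. The counts held 5987 cells for ovary 1, 6302 for ovary 2 and 6964 for ovary 3, with 54585110, 50307231 and 34060121 UMIs. Features without a gene name held 0.364 to 0.443% of the UMIs and were left out. The homeologs of a gene, marked .L and .S, were counted as separate genes, and reads that match both could have been split between them. The filters of the SI Appendix keep cells with 100 to 8000 genes and at most 1.5% mitochondrial UMIs. They kept 5614, 5353 and 6180 cells of ovaries 1, 2 and 3, 17147 in all, with 24068477, 42580402 and 26863818 UMIs. The median UMI count per kept cell was 2630, 4939 and 1740. The mitochondrial filter removed 148, 894 and 726 cells, and without it 18907 cells were kept. The cells with more than 8000 genes numbered 225, 54 and 58, and the UMI counts of the clusters below do not include them. Cells of one ovary are not independent samples, so the 3 ovaries served as the replicates. The level of a gene was the mean over the cells of a cluster of its UMIs per 10000 UMIs of the cell, given as the mean ± SD of the 3 ovaries. To compare clusters, UMI counts were summed over the cells of a cluster in each ovary and tested, 3 sums against 3, with edgeR's quasi-likelihood test after its filter on low counts. A gene was called when its Benjamini-Hochberg adjusted p, over all genes tested, was under 0.05.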

To investigate early female germline development in *X. laevis*, we performed three replicates of scRNA-seq on postmetamorphic ovaries which are enriched for germ cells undergoing cyst formation and different stages of meiotic prophase I. Transcriptomes were generated from 18,410 cells, including 8,544 germline and 9,866 somatic cells, and processed using Seurat. 

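The kept cells were normalized, integrated by canonical correlation analysis on 2000 variable genes and clustered on 20 dimensions at resolution 1, as in the SI Appendix. Of the 26 clusters, 11 had a summed level of *ddx4.L*, *ddx4.S* and *dazl.L* of at least 13.1 per 10000 UMIs, and the others had at most 3.66. The limit of 5 lies in this gap and was set after the gap was seen. Somatic markers, set beforehand for this choice as well but not used in it, summed to at most 7.25 in the germline clusters and at least 8.60 in the others. The germline limit gave 8190 germline and 8957 somatic cells. Germline cells made up 18.6% of ovary 1 (1042 cells), 78.1% of ovary 2 (4181 cells) and 48.0% of ovary 3 (2967 cells). Their median was 4100, 5856 and 2172 UMIs per cell, and that of somatic cells was 2508, 2900 and 1581.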

Germline cells were identified based on expression of conserved markers such as *ddx4* and *dazl*, and subsequently reclustered to resolve transcriptional heterogeneity. UMAP analysis revealed 12 clusters forming a continuous developmental trajectory with two distinct arrangements (Fig. 1*A*): an outer ring (9 clusters), representing the developmental progression from a previously uncharacterized GSC cluster through cyst formation, early meiotic prophase, and early follicle stages, and an inner ring (NC1, NC2, NC3), corresponding to nurse-like cells. 

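Clustering of the germline cells on 30 dimensions of the integrated reduction at resolution 0.5 gave 11 clusters. Resolution 1.0 and no integration moved this count most, both to 17. The clusters were named from lists of marker genes that left out most genes whose levels the paper reports, and each name carries "-like". The largest, leptotene-zygotene-like (L-Z-like, cluster 0), held 1378 cells, and 6 of its 8 markers were highest there. The pachytene-like cluster (cluster 1) held 1124 cells, the early diplotene-like cluster (cluster 2) 1107 and the pre-meiotic S-like cluster (cluster 3) 1018. The stage 1 follicle-like cluster (cluster 7) held 539 cells, the G2/M-like cluster (cluster 8) 245 and the GSC-like cluster (cluster 9) 162. The pachytene markers had a mean log2 excess over the other clusters of 1.33 in cluster 1 but of 1.72 in cluster 0. The pre-meiotic S markers had 0.745 in cluster 3 and 0.750 in cluster 8, and 0 of 7 were highest in cluster 3. None of the early diplotene markers was highest in cluster 2. No cluster was named for oogonia, whose markers had an excess of 0.209 in cluster 3, 0.642 in cluster 5 and 0.361 in cluster 10. Cluster 4, with 996 cells, got no name, since its excess for early diplotene was 0.670 against 0.705 in cluster 2. Clusters 5, 6 and 10 held 793, 726 and 102 cells and are given by number, since they were picked by their UMI counts and no marker tells which is NC1, NC2 or NC3. The GSC-like cluster held 52, 74 and 36 cells of ovaries 1, 2 and 3. Cluster 5 held 147, 11 and 635 cells, and cluster 6 held 25, 403 and 298. Over 10 seeds of the clustering the GSC-like cluster kept 162 to 166 cells. When the germline cells were integrated again it had 124 cells, but with 3 of 10 seeds it merged with neighboring cells into a group of 318 to 320. The overlap of cluster 6 with its closest cluster (Jaccard index) was 0.412 after the germline was integrated again and 0.330 without integration.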

Cluster identities were annotated based on stage-specific marker expression (Fig. 1 *B* and *C* and *SI Appendix,* Table S1) and supported by morphological data from EdU labeling and telomere DNA FISH experiments (Fig. 1*D*).

**Fig. 1.**
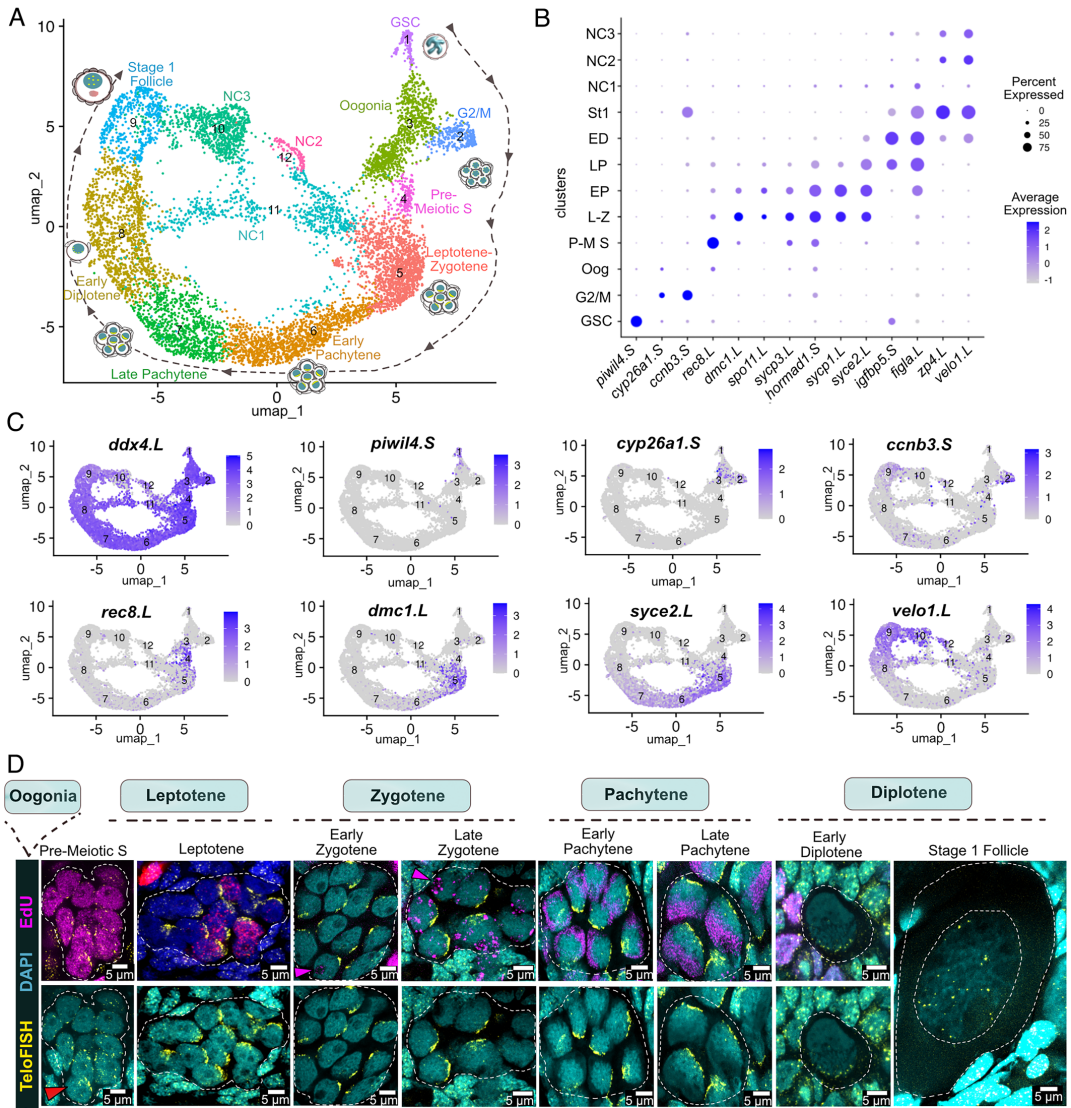
Development of cysts based on scRNAseq and telomere FISH. (*A*) UMAP visualization of germline scRNA-seq clusters from three juvenile *Xenopus* ovary replicates. Development progresses clockwise along an outer ring, from GSCs, to proliferating oogonia, premeiotic S-phase, leptotene, zygotene, pachytene, early diplotene primordial follicles, and stage I follicles. An inner ring comprises nurse-like populations (NC1) branching from meiotic cyst stages and NC2 and NC3 from follicles. (*B*) Dot plot comparing marker gene expression in indicated clusters. (*C*) Marker gene feature plots on UMAP coordinates. (*D*) Germline cyst development visualized by EdU labeling (1.5 h, magenta), telomere FISH (yellow), and DAPI (cyan). Premeiotic S-phase: telomeres cluster at the nuclear envelope, while “leading” cystocytes (red arrowhead) start bouquet formation. Leptotene–zygotene: telomere bouquet formation and rDNA amplification onset (magenta arrowheads). Pachytene: nuclear size increases, rDNA amplification forms an “rDNA cap.” Early diplotene: cysts fragment to form primordial follicles, telomere dispersal. Stage I follicles: large GV, LBC, telomere detachment.

The GSC cluster was positioned at the tip of the germline trajectory, consistent with an undifferentiated state, and specifically expressed *piwil4* and other markers (see the next section). 

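*piwil4.S* was not among the markers that named the GSC-like cluster. Its level there was 4.44 ± 0.482 per 10000 UMIs (SD, n = 3 ovaries). The next highest cluster was pre-meiotic S-like with 0.162 ± 0.0503, and somatic cells had 0.00607 ± 0.00594. The GSC-like cluster was the highest of all clusters in 3 of 3 ovaries. The stage markers were checked over 16 pairs of a gene and a cluster. No cluster was named for oogonia, and *cyp26a1.S*, which marks oogonia in the paper, was checked against the pre-meiotic S-like cluster. Some pairs that the paper uses, such as *vegt.L* for stage 1 follicles, were not among the 16. *velo1.L* was checked against both the early diplotene-like and the stage 1 follicle-like cluster. Both cannot be the highest in the same ovary, so not all of the 48 checks could be met. The cluster checked was the highest in 30 of 48 checks, each of 1 gene in 1 ovary. This share of 62.5% was lowest without integration, at 47.9%. From the place of the cluster at the tip of the trajectory, the paper proposes an undifferentiated state.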

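*cyp26a1.S* had a level of 1.05 ± 0.326 per 10000 UMIs (SD, n = 3 ovaries) in the G2/M-like cluster, the highest in 3 of 3 ovaries. The pre-meiotic S-like cluster, against which the gene was checked, had 0.549 ± 0.196, and the GSC-like cluster had 0.217 ± 0.136. At resolution 1.0 the pre-meiotic S-like cluster split, and a group of 370 of its cells had 1.24 ± 0.523, against 1.02 ± 0.319 in the G2/M-like cluster of that clustering. In the L-Z-like cluster *cyp26a1.S* fell to 0.0121 ± 0.00339. The homeolog *cyp26a1.L* was highest elsewhere, at 2.64 ± 1.13 in the stage 1 follicle-like cluster.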

Just downstream of the GSC cluster, cells expressed *cyp26a1*, a meiotic entry repressor (45), consistent with oogonia forming germline cysts. 

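Of the 4 genes checked for dividing cells, *ccnb3.S* had a level of 3.94 ± 0.285 per 10000 UMIs (SD, n = 3 ovaries) in the G2/M-like cluster, and the stage 1 follicle-like cluster had 0.937 ± 0.653. *mki67.S* reached 5.12 ± 0.286 there, followed by 2.83 ± 0.351 in the L-Z-like cluster. Both were highest in the G2/M-like cluster in 3 of 3 ovaries. *melk.L* was highest there in 2 of 3 ovaries, with 3.46 ± 0.443 against 2.33 ± 1.16 in the stage 1 follicle-like cluster, which was higher in ovary 1. *cdk1.L* had 0.720 ± 0.187 in the G2/M-like cluster and 1.20 ± 0.250 in the stage 1 follicle-like cluster, which was the highest in 3 of 3 ovaries. Among the clusters before meiosis, *cdk1.L* was at 0.125 ± 0.00878 in the pre-meiotic S-like cluster and 0.337 ± 0.192 in the GSC-like cluster.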

A neighboring G2/M cluster, characterized by high expression of *ccnb3*, *cdk1*, *melk,* and *mki67*, represented actively dividing cells (46). The premeiotic S cluster, marked by *rec8* (47), corresponded to cystocytes undergoing DNA replication, confirmed by EdU labeling and the onset of telomere clustering. 

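*rec8.L* had a level of 3.30 ± 0.433 per 10000 UMIs (SD, n = 3 ovaries) in the pre-meiotic S-like cluster and 2.39 ± 0.702 in the L-Z-like cluster. The first was the highest in ovaries 2 and 3 and the second in ovary 1, so the order of these clusters was not the same in every ovary. The GSC-like and G2/M-like clusters had 0.313 ± 0.0413 and 0.0493 ± 0.0319. At resolution 1.0, a group of 520 cells that came mostly from the L-Z-like cluster had the highest level, 5.53 ± 1.86, and the largest group from the pre-meiotic S-like cluster had 3.91 ± 0.557. EdU labeling was not analysed here.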

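In the L-Z-like cluster, *dmc1.L* had a level of 5.12 ± 0.532 per 10000 UMIs (SD, n = 3 ovaries), *sycp3.L* 4.72 ± 0.272, *hormad1.S* 9.95 ± 0.658 and *spo11.L* 1.65 ± 0.316. None of these genes was used to name the cluster. *dmc1.L*, *sycp3.L* and *hormad1.S* were highest there in 3 of 3 ovaries. *spo11.L* was highest there in ovaries 2 and 3, and in ovary 1 the pachytene-like cluster was higher, with a mean of 1.33 ± 0.521 over the ovaries. In the pre-meiotic S-like cluster the levels were 0.265 ± 0.109 for *dmc1.L*, 0.700 ± 0.268 for *sycp3.L*, 1.59 ± 0.259 for *hormad1.S* and 0.0240 ± 0.0251 for *spo11.L*.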

Cells expressing *spo11*, *dmc1*, *sycp3*, and *hormad1*—key genes involved in meiotic double-strand break formation, recombination, and synaptonemal complex assembly—were annotated as leptotene–zygotene cysts (48). These cells exhibited prominent telomere bouquets and showed early nuclear polarization, characterized by the repositioning of the nucleolus and the initiation of rDNA amplification. During early pachytene, elevated expression of the same markers and *syce2* coincided with the formation of a prominent rDNA cap opposite the telomeres. The late pachytene cluster, defined by continued expression of *syce2* and *hormad1*, aligned with increasing nuclear size and a fully developed rDNA cap. 

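At resolution 0.5 no separate clusters of early and late pachytene were found. At resolution 1.0, groups of 750 and 479 cells came mostly from the pachytene-like cluster. They had *syce2.L* at 4.53 ± 0.938 and 6.35 ± 0.238, and their stage was not determined. The levels below are those at resolution 0.5. In the pachytene-like cluster, *syce2.L* had a level of 5.14 ± 0.694 per 10000 UMIs (SD, n = 3 ovaries), against 6.67 ± 0.585 in the L-Z-like cluster, which was the highest in 3 of 3 ovaries. *hormad1.S* was at 5.33 ± 0.698 in the pachytene-like cluster, while *dmc1.L* and *sycp3.L* had fallen to 1.35 ± 0.00990 and 1.77 ± 0.280. In cluster 4 the level of *syce2.L* was 2.12 ± 0.618 and that of *hormad1.S* 1.50 ± 0.489. In the early diplotene-like cluster they were 0.284 ± 0.164 and 0.109 ± 0.0336.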

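*velo1.L* rose from 0.210 ± 0.215 per 10000 UMIs (SD, n = 3 ovaries) in the pachytene-like cluster and 0.121 ± 0.129 in cluster 4 to 3.82 ± 2.99 in the early diplotene-like cluster. In single ovaries the last of these was 6.98, 1.05 and 3.43. The early diplotene-like cluster was the highest in none of the ovaries, since the stage 1 follicle-like cluster or low-UMI cluster 5 was higher in each.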

In the early diplotene stage, rDNA amplification ceased, telomeres began to disperse, and *velo1* was expressed, a marker of the Balbiani body (49). Induction of *figla*, an oocyte-specific transcription factor (50), marked the transition to prefollicular oocytes. 

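*figla.L* was highest in the early diplotene-like cluster, at 5.28 ± 1.22 per 10000 UMIs (SD, n = 3 ovaries), in ovaries 2 and 3, and in cluster 4, at 4.82 ± 0.683, in ovary 1. The difference between these clusters was within the spread between ovaries. The level was 1.38 ± 0.0829 in the L-Z-like cluster, 2.91 ± 0.633 in the pachytene-like cluster and 2.68 ± 1.37 in the stage 1 follicle-like cluster.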

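*zp4.L* had a level of 5.75 ± 1.60 per 10000 UMIs (SD, n = 3 ovaries) in the stage 1 follicle-like cluster, the highest of all clusters in 3 of 3 ovaries, and 1.29 ± 0.827 in the early diplotene-like cluster. *velo1.L* was at 7.47 ± 0.977 in the stage 1 follicle-like cluster and was highest there in ovary 2, while low-UMI cluster 5 was higher in ovaries 1 and 3. Somatic cells of the same ovaries had 0.422 ± 0.504 for *zp4.L* and 0.553 ± 0.664 for *velo1.L*.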

Finally, cells expressing *zp4* and *velo1* were annotated as stage 1 follicles (27) with enlarged germinal vesicles (GV) and telomeres detached from the nuclear membrane.

The cells in the NC clusters of the inner ring show low UMI values (Fig. 7*E*) compared to clusters on the outer ring. 

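The low-UMI clusters were picked by a median of under 1000 UMIs per cell. A cluster with *velo1.L* and *zp4.L* above the L-Z-like levels was also picked when 3 times its median was under that of the stage 1 follicle-like cluster. Low UMI counts are thus the criterion that defined these clusters. The median, averaged over the 3 ovaries, was 909 ± 205 UMIs (SD) in cluster 6, 1328 ± 802 in cluster 5 and 2905 ± 1669 in cluster 10. In cluster 5 the medians of ovaries 1, 2 and 3 were 2254, 870 and 860 UMIs. The L-Z-like cluster had 1941 ± 340, less than cluster 10. The pre-meiotic S-like cluster had 2809 ± 1285, the G2/M-like cluster 4395 ± 1679 and the GSC-like cluster 6250 ± 2311. Mitochondrial UMIs were 0.254 ± 0.0735% of all UMIs in cluster 6 and 0.456 ± 0.113% in the L-Z-like cluster.

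**Figure D1:**
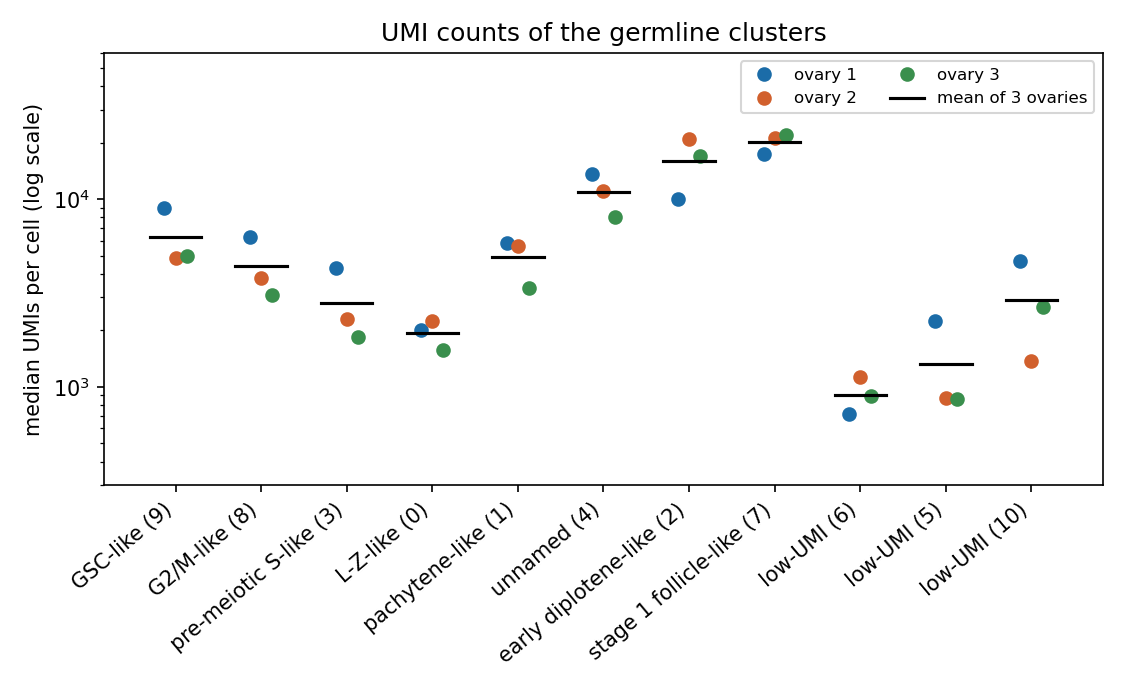
Median UMIs per cell (log scale) of each germline cluster, with 1 dot per ovary and a bar at the mean of the 3 ovaries. Low-UMI clusters 6, 5 and 10 have means of 909, 1328 and 2905 UMIs, and the stage 1 follicle-like cluster has 20169.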

An early arising group of mouse nurse cells, which also cluster in the similar mouse inner ring, also show low UMI, perhaps due to their early transfer of cytoplasm toward the cyst pro-oocyte (44). *Xenopus* nurse-like cells in cluster NC1 arise early in meiosis and showed many similarities to early mouse nurse cells, for example in reduced expression of the key RNA regulator *daxl* (*SI Appendix*, Fig. S1 and Table S2). 

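A low-UMI cluster was to count as meiotic where *velo1.L* and *zp4.L* were not both above the L-Z-like levels, and no cluster met this. Cluster 6 came closest, with 1.33 for *velo1.L* and 0.869 for *zp4.L* against 0.492 and 0.538 per 10000 UMIs. It was compared with the L-Z-like cluster in its place, a choice made after these levels were seen. The sums for cluster 6 held 29313, 952849 and 393247 UMIs in ovaries 1, 2 and 3, and those for the L-Z-like cluster 511242, 1540483 and 776962. Of 10312 genes tested, 1525 were called higher and 1880 lower, 3405 in all. The count was lowest without integration, at 261. When the germline was integrated again it was 1034, of which 936 were among the 3405. Without ovary 2 it was 1109 and without ovary 3 it was 1649. DESeq2 in place of edgeR called 652 higher and 1413 lower, with its scaling moving the median log2 fold change of all genes from -0.06 to -0.23. *dazl.L* had a level of 4.56 ± 1.27 per 10000 UMIs (SD, n = 3 ovaries) in cluster 6 and 19.6 ± 1.02 in the L-Z-like cluster. This was a log2 fold change of -2.34 (standard error 0.353, adjusted p = 2.03e-04, lower in 3 of 3 ovaries). It stayed between -2.68 and -0.91 and was called in each of the 16 other settings. *dazl.L* was also lower in clusters of later stages, with 9.22 ± 0.839 in the pachytene-like cluster, 4.79 ± 1.09 in cluster 4 and 2.35 ± 0.230 in the early diplotene-like cluster.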

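Of the genes of Table S2, *syce3* was not found by name. The other 15 were called lower in low-UMI cluster 6 than in the L-Z-like cluster, each in 3 of 3 ovaries. For *arl3*, *macroh2a2*, *faim2*, *ano1* and *fkbp10* the homeolog with the higher L-Z-like level was taken. The log2 fold changes of the genes found ran from -3.69 to -2.11, with a median of -2.68. Adjusted over the list alone, the count was also 15. The study chose this list on the same ovaries, so the count is not independent evidence. In a forced choice of the closest profile, 0, 4.72 and 14.1% of cluster 6 cells were set to the L-Z-like cluster. The values are for ovaries 1, 2 and 3. The clusters mixed in the shares of that choice gave an expected median ratio of 0.244 ± 0.0609 (SD, n = 3 ovaries). The observed ratio was 0.202 ± 0.0529, so a mixture of stages could give much of this fall. *dmc1.L* had the largest change, -3.69 (standard error 0.387, adjusted p = 2.20e-05). The log2 fold change was -3.37 for *hormad1.S*, -3.21 for *sycp1.L*, -3.18 for *sycp3.L*, -2.74 for *spata22.L*, -2.68 for *arl3.L* and -2.55 for *syce2.L*. *macroh2a2.L* had -2.53 (standard error 0.389, adjusted p = 2.32e-04), and its homeolog *macroh2a2.S* had -0.53 (standard error 0.306, adjusted p = 0.195), which is not called. Some calls were lost when the cells were grouped in another way. *macroh2a2.L* was at -1.09 after the germline was integrated again (-1.09, adjusted p = 0.0520, and -1.06, adjusted p = 0.0605 with another seed). Without integration, *sycp3.L* (-0.87, adjusted p = 0.136), *macroh2a2.L* (-1.13, adjusted p = 0.0703), *ccdc63.L* (-0.65, adjusted p = 0.210), *spata22.L* (-0.88, adjusted p = 0.0637) and *hormad1.S* (-1.21, adjusted p = 0.0533) were not called. With the named genes left out of the variable genes, *sycp1.L* (-0.95, adjusted p = 0.0569), *fkbp10.L* (-0.93, adjusted p = 0.0510), *ccdc63.L* (-0.68, adjusted p = 0.0818) and *macroh2a2.L* (-0.60, adjusted p = 0.279) were not called.

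**Figure D2:**
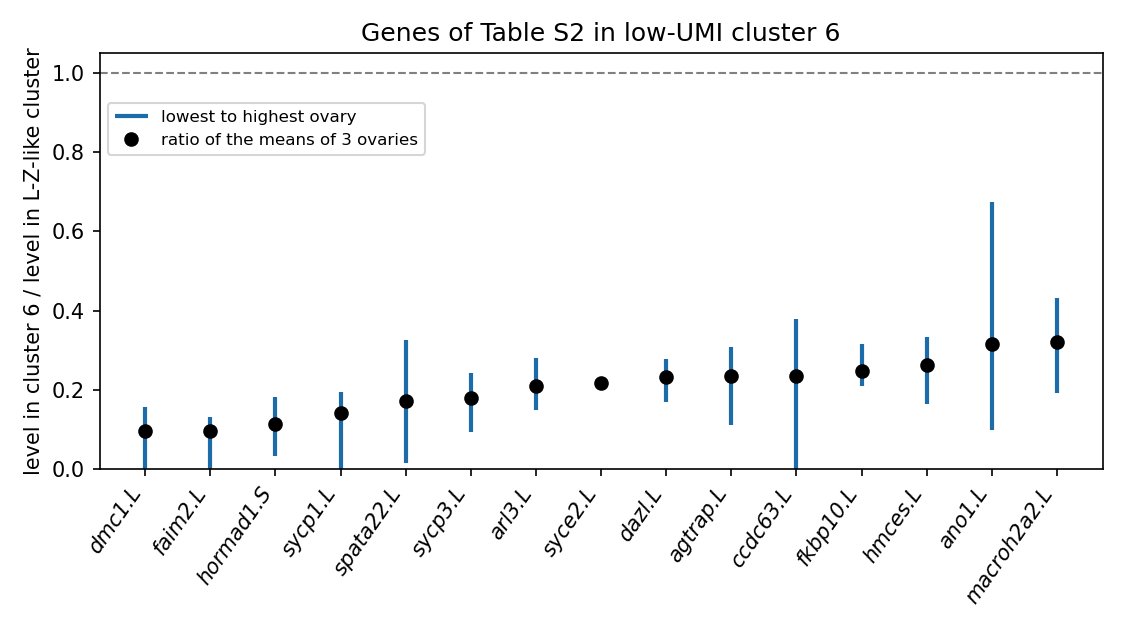
Level in low-UMI cluster 6 divided by the level in the L-Z-like cluster for the 15 genes of Table S2 found by name. Points give the ratio of the means of 3 ovaries, lines run from the lowest to the highest ovary, and the dashed line marks equal levels. Points lie between 0.0963 for *dmc1.L* and 0.321 for *macroh2a2.L*, and the highest single ovary is 0.674 for *ano1.L*.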

The NC1 cluster also downregulated a group of meiosis specific genes: *sycp1, sycp3, syce2, dmc1, spata22*, cilia regulator *arl3*, *hormad1*, and the chromatin regulator *macroh2a2* (*SI Appendix*, Table S2). These same genes are also downregulated in the early mouse NC cluster 19 (44). 

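*42sp43.L* had a level of 20.5 ± 6.33 per 10000 UMIs (SD, n = 3 ovaries) in low-UMI cluster 6 and 1.43 ± 1.64 in the L-Z-like cluster, a log2 fold change of 4.54 (standard error 0.623, adjusted p = 1.17e-04, higher in 3 of 3 ovaries). For *42sp50.L* the levels were 17.5 ± 8.60 and 1.95 ± 2.03, a log2 fold change of 3.81 (standard error 0.628, adjusted p = 3.80e-04, higher in 3 of 3 ovaries). The ratio of the mean levels was 14.4 for *42sp43.L*, from 8.30 to 51.9 in single ovaries. For *42sp50.L* it was 8.93, from 6.21 to 17.3. Both genes were higher still in the early diplotene-like cluster, at 56.7 ± 10.8 and 58.8 ± 20.3. Somatic cells had 2.23 ± 2.05 of *42sp43.L* and 2.71 ± 2.86 of *42sp50.L*. *42sp50.L* was not called after the germline was integrated again, either with the main seed (2.26, adjusted p = 0.0861) or with another (2.28, adjusted p = 0.0849). With the named genes also left out of the variable genes, neither *42sp50.L* (2.12, adjusted p = 0.127) nor *42sp43.L* (2.42, adjusted p = 0.0788) was called. *tmsb4x.L* had 18.5 ± 2.51 against 4.34 ± 0.797, a log2 fold change of 2.41 (standard error 0.322, adjusted p = 9.74e-05, higher in 3 of 3 ovaries), and was called in every other setting. It was also high in somatic cells, at 30.4 ± 6.85, and in the early diplotene-like cluster, at 36.0 ± 9.50. *tmsb15* was not found by name. The largest rises were 5.58 for *igfbp5.L* and 5.01 for *igfbp5.S* on the log2 scale. *hbg1.L* had 4.84, but without ovary 3 it was not called (0.31, adjusted p = 0.821), and its sign changed when the germline was integrated again (-2.60, adjusted p = 0.223, and -2.92, adjusted p = 0.218 with the named genes also left out). The largest fitted fall was in LOC108699114, with 1 UMI in cluster 6 and 173 in the L-Z-like cluster. The ratio of their shares of all UMIs was 0.0119 (95% counting interval 2.99e-04 to 0.0671). From the genes lower and higher in NC1, the paper concludes that gene expression in nurse-like cells is regulated.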

Overexpressed genes in NC1 include *42sp43* and *42sp50*, a *Xenopus* oocyte specific translational regulatory complex (8-12×), *tmsb15* and *tmsb4x* both thymosin beta proteins implicated in sequestering g-actin, and other genes with potential effects on nurse cell function. In contrast to NC1 downregulated genes, NC1 overexpressed genes were mostly not detected in mouse oogenesis. These findings show that the expression of genes in nurse-like cells is highly regulated, and in some cases changes are conserved from mouse to *Xenopus*.

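Each low-UMI cluster was compared with the stage 1 follicle-like cluster, whose sums held 2650197, 1917779 and 8497739 UMIs in ovaries 1, 2 and 3. For cluster 5, 59 of 11158 genes were called, all of them higher. At an unadjusted p under 0.05, 646 genes were lower. Its sums held 609309, 14025 and 874828 UMIs, and single ovaries moved the count, to 278 without ovary 1, 0 without ovary 2 (1765 at an unadjusted p under 0.05) and 19 without ovary 3. With the ovary as a replicate block it was 851. When the germline was integrated again it was 0, with 1583 at an unadjusted p under 0.05. For cluster 10, 2540 of 11984 genes were called higher and 1866 lower, from sums of 93675, 47537 and 267431 UMIs. Without ovary 3, 799 were called higher and 146 lower, 945 in all. Without ovaries 1 and 2 in turn, 2190 and 944 were called lower. When the deeper sum of each ovary was thinned to the depth of the shallower one, 513 of 1761 were called. Of these, 453 were higher and 60 lower, so most of the lower calls were lost in both settings. For cluster 6, 1043 of 11615 genes were called higher and 1358 lower. With the ovary as a replicate block 5450 were called, and 4007, 1040 and 808 without ovaries 1, 2 and 3 in turn. The largest rise in cluster 5 was in *lama4.L*, with a log2 fold change of 3.37 (standard error 0.477, adjusted p = 0.0232, higher in 3 of 3 ovaries), but it was not called without ovary 2 (3.52, adjusted p = 0.174) or ovary 3 (2.70, adjusted p = 1.00), after the germline was integrated again (2.57, adjusted p = 0.348, and 2.41, adjusted p = 0.372 with another seed) or without the cells with the highest doublet scores (3.13, adjusted p = 0.0605). In cluster 10 it was in LOC121397009, with 8.89 (standard error 0.714, adjusted p = 4.77e-06, higher in 3 of 3 ovaries). In cluster 6 it was in *hbg1.L*, with 5.84 (standard error 1.28, adjusted p = 0.00907, higher in 3 of 3 ovaries), and without ovary 3 this gene was not called (1.69, adjusted p = 0.373). It was not called after the germline was integrated again either (1.89, adjusted p = 0.0565, 1.85, adjusted p = 0.0628 with another seed, and 1.51, adjusted p = 0.101 with the named genes also left out). The largest fitted falls were in genes without a count in the low-UMI cluster. For these only a lower bound can be given, so which fall is the largest is not known. LOC108714438 was at least 25.5-fold lower in cluster 6. LOC121397068 was at least 2.47-fold lower in cluster 10 and was not called without ovary 3 (adjusted p = 0.0972) or with the named genes left out of the variable genes (adjusted p = 0.0599).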

Multiple genes down and up-regulated in NC2 and NC3 were also examined relative to expression in stage 1 follicles. 

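Relative to the stage 1 follicle-like cluster, *ddx25.L* had a log2 fold change of 1.90 (standard error 0.573, adjusted p = 0.0195, higher in 2 of 3 ovaries) in low-UMI cluster 10 and was not called without ovary 3 (1.44, adjusted p = 0.224). In cluster 5 it had 1.53 (standard error 0.499, adjusted p = 0.201, higher in 3 of 3 ovaries), which is not called. *larp6.L* was at 1.65 (standard error 0.461, adjusted p = 0.0141, higher in 3 of 3 ovaries) in cluster 10, and without ovary 2 it was not called (1.03, adjusted p = 0.104). It was not called with the named genes left out of the variable genes either (1.21, adjusted p = 0.104). *kif20b.S* was at 1.28 (standard error 0.447, adjusted p = 0.0370, higher in 3 of 3 ovaries) in cluster 10 and lost its call without ovary 2 (1.05, adjusted p = 0.0991) and without ovary 3 (1.14, adjusted p = 0.311). After the germline was integrated again it was not called with the main seed (0.98, adjusted p = 0.115), with another (0.98, adjusted p = 0.116) or with the named genes also left out (0.87, adjusted p = 0.207). Without the filter on low counts, neither *larp6.L* (0.99, adjusted p = 0.115) nor *kif20b.S* (0.67, adjusted p = 0.308) was called in cluster 10. In cluster 5, *larp6.L* had 1.17 (adjusted p = 0.325) and *kif20b.S* had 1.53 (adjusted p = 0.215). The latter was called without ovary 1 (1.88, adjusted p = 0.0178). *rab11fip1.L* had 1.69 (standard error 0.538, adjusted p = 0.192, higher in 3 of 3 ovaries) in cluster 5 and 0.80 (standard error 0.495, adjusted p = 0.220, higher in 3 of 3 ovaries) in cluster 10. It was called in cluster 5 without ovary 1 (2.14, adjusted p = 0.00226) and with the ovary as a replicate block (1.47, adjusted p = 0.0408), and in cluster 10 with the deeper sums thinned (1.72, adjusted p = 0.0130). Of the 6 homeologs of these genes, 3 were called in cluster 10 and 3 adjusted over the list alone. In cluster 5 none was called, but 3 were adjusted over the list alone. The study chose the list on these ovaries, so this is not independent evidence. In cluster 6, *larp6.S* was lower, at -2.20 (standard error 0.660, adjusted p = 0.0327), but not called without ovary 2 (-1.59, adjusted p = 0.144) or ovary 3 (-2.77, adjusted p = 0.0686), with the deeper sums thinned (-1.40, adjusted p = 0.145) or after the germline was integrated again (-1.78, adjusted p = 0.0599, and -1.74, adjusted p = 0.0725 with another seed).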

A sample of upregulated genes included *ddx25* (NC2, NC3), DEAD box helicase, involved in RNA based transcript regulation in the testis, whose function in the ovary is little studied, *rab11fip1* a rab11endosome trafficking modulator, *larp6* a translational regulator, *kif20b* a microtubule motor and meiotic spindle regulator. 

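*not.L* had a log2 fold change of -2.76 (standard error 1.41, adjusted p = 0.139, lower in 3 of 3 ovaries) in low-UMI cluster 10 relative to the stage 1 follicle-like cluster. It was called there with the ovary as a replicate block (-2.55, adjusted p = 6.38e-04) and without the filter on low counts (-3.26, adjusted p = 1.94e-05). In cluster 5 it had -0.24 (standard error 0.977, adjusted p = 0.929). In cluster 6 *not.L* had 3 UMIs, against 768 in the stage 1 follicle-like cluster. The ratio of their shares of all UMIs was 0.0371 (95% counting interval 0.00764 to 0.109). This fall was called (adjusted p = 0.0428, lower in 3 of 3 ovaries), but not by DESeq2 in place of edgeR (adjusted p = 0.153) or after the germline was integrated again (adjusted p = 0.0752, 0.0797 with another seed, and 0.0627 with the named genes also left out). *acp5.L* was at -0.84 (standard error 1.07, adjusted p = 0.711, lower in 3 of 3 ovaries) in cluster 5 and at -3.69 (standard error 1.33, adjusted p = 0.0661, lower in 2 of 3 ovaries) in cluster 6. In cluster 6 it was called without ovary 2 (-4.93, adjusted p = 4.73e-05) and without ovary 3 (-4.02, adjusted p = 6.26e-04), with the ovary as a replicate block (-1.44, adjusted p = 0.0158), without the filter on low counts (-3.90, adjusted p = 1.74e-09) and without the cells with the highest doublet scores (-3.97, adjusted p = 0.0468). In cluster 10 neither *acp5* homeolog passed the filter on low counts. Adjusted over the list alone, 3 of the 3 tested homeologs of *acp5* and *not* were called in cluster 6 and none in cluster 5. The study chose these genes on the same ovaries, so this is not independent evidence. The level of *acp5.L* in the stage 1 follicle-like cluster was 2.45, 0.0643 and 0.144 per 10000 UMIs in ovaries 1, 2 and 3, and that of *not.L* was 2.47, 0.0305 and 0.171, so ovary 1 held most of the signal.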

Downregulated genes include *acp5* (acid phosphatase) whose ovarian function is unknown, *not* (notochord homeobox) and others. In contrast, NC2 and NC3 germ cells express genes characteristic of follicular germ cells. These cells may derive from oocytes of a “wave 1” subpopulation of *Xenopus* follicles that are programmed to turn over, while their somatic cells carry out a specialized function (51).

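*velo1.L* had a level of 7.93 ± 3.69 per 10000 UMIs (SD, n = 3 ovaries) in low-UMI cluster 5 and 4.67 ± 3.96 in cluster 10, and *zp4.L* had 3.64 ± 1.93 and 2.23 ± 1.56. Both genes set these clusters on the follicle side, so their levels there are the criterion and not a separate result.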

### Identification and Properties of a *Xenopus* Female GSC Population.

At the origin of the germline trajectory, we identified a transcriptionally distinct cluster defined by high and specific expression of *piwil4*. 

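The GSC-like cluster was compared with all other germline cells outside the low-UMI clusters. Its sums held 423177, 370897 and 181590 UMIs in ovaries 1, 2 and 3, and those of the other cells 6209765, 36069982 and 17930097. Of 18667 genes tested, 7242 were called, 3413 higher and 3829 lower in the GSC-like cluster. Thinning the deeper sum of each ovary to the depth of the shallower one moved this count most and left 3365 of 7960. Without ovaries 1, 2 and 3 in turn, 4654, 5186 and 3768 were called. Against the pre-meiotic S-like and G2/M-like clusters alone, 4843 of 11448 genes were called, 2385 higher and 2458 lower, and 3028 without ovary 2. *piwil4.S* had a log2 fold change of 6.48 (standard error 0.651, adjusted p = 1.00e-04, higher in 3 of 3 ovaries) against all other cells and 4.09 (standard error 0.234, adjusted p = 2.43e-09, higher in 3 of 3 ovaries) against these early clusters. LOC108711739 had 120 UMIs in the GSC-like cluster and 3 in the other cells, a ratio of their shares of all UMIs of 2468 (95% counting interval 825 to 12140). The genes with the largest fitted fall had no count in the GSC-like cluster, so only a lower bound can be given and their order is not known. LOC100037197 was at least 21.1-fold lower, LOC398398 at least 14.8-fold and *pnmt.L* at least 12.6-fold. LOC108711268 was at least 10.4-fold lower and was not called without ovary 1 (adjusted p = 0.0779).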

Using hybridization chain reaction fluorescence in situ hybridization (HCR-FISH) with *piwil4.S* RNA probe (Fig. 2 *A*–*A’’*), we validated these cells as large, *ddx4*-positive (Fig. 2 *C* and *C’*), individual germ cells with distinctive multilobed nuclei preferentially localized near the ovarian surface. This cell type closely resembles the “primary oogonial cells” previously described morphologically in *Xenopus* (25). We also detected similar *piwil4*-expressing cells in the adult ovary, specifically within the ovarian epithelium (*SI Appendix,* Fig. S2). In both juvenile and adult ovaries, these cells exhibit characteristic features of undifferentiated germ cells: Their nuclei are large and polymorphic, with dispersed chromatin as shown by DAPI staining (Fig. 2*A”* and *SI Appendix,* Fig. S2), they display a prominent mitochondrial cloud (Fig. 2 *B* and *E*) localized around the centrosome and an enriched endoplasmic reticulum (ER) cluster (Fig. 2 *B* and *D*), reminiscent of the spectrosome found in Drosophila GSC.

**Fig. 2.**
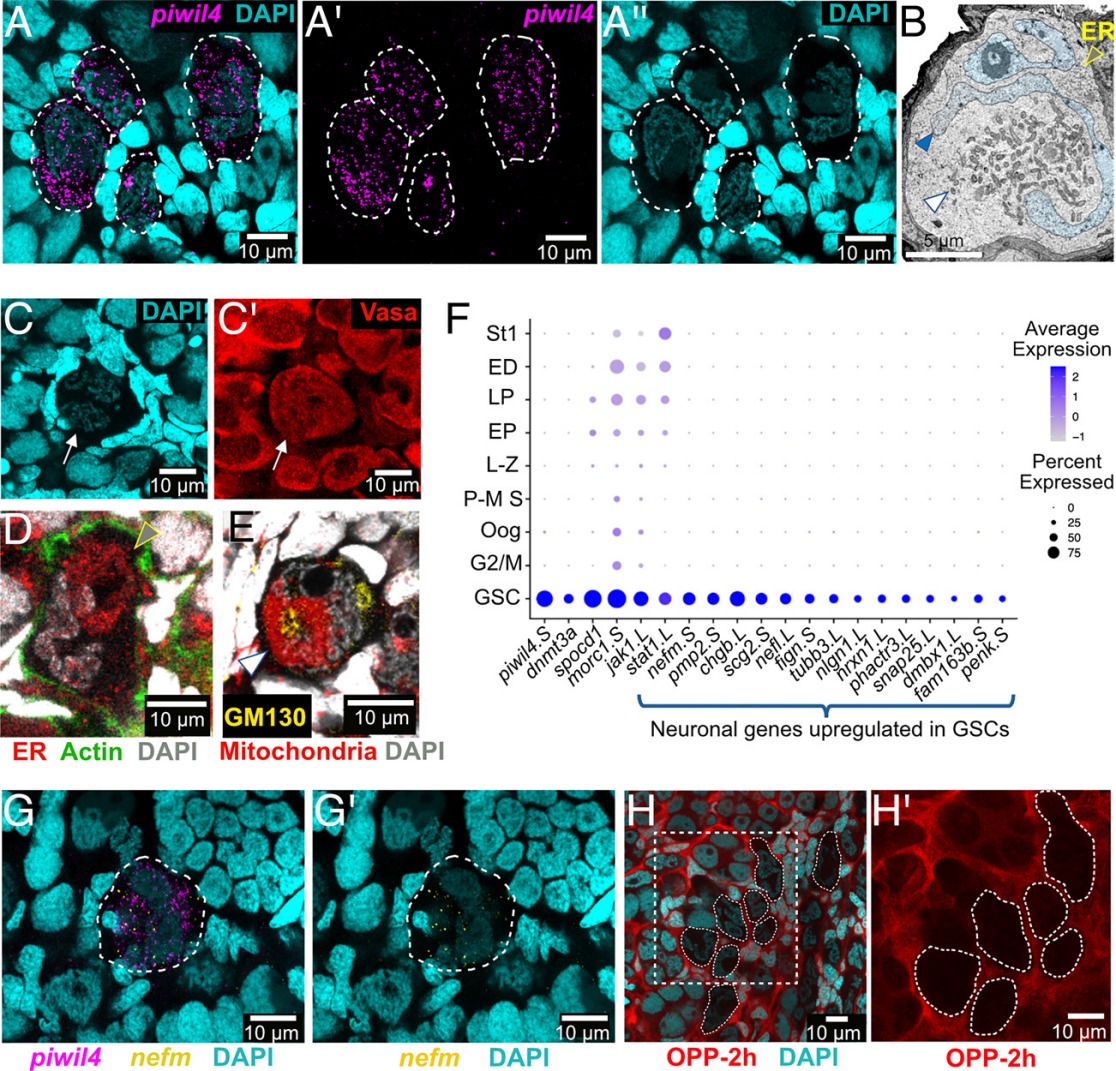
GSC identification. (*A–A”*) Whole-mount juvenile *Xenopus* ovary. HCR RNA-FISH for *piwil4.S* (magenta), DAPI (cyan). (*B*) GSC electron microscopy reveals polymorphic nucleus (blue), mitochondrial cloud (white arrowhead), ER-like structures (yellow arrowhead). (*C* and *C’*) GSC: Vasa (red), DAPI (cyan). (*D*) GSC stained with PDI (red), phalloidin (green), and DAPI (gray). (*E*) GSC stained for mitochondria (citrate synthase, red), Golgi (GM130, yellow), and DAPI (gray). (*F*) Dot plot comparing expression patterns of selected marker genes for GSCs across different germ cell clusters. (*G* and *G’*) Whole-mount juvenile *Xenopus* ovary: two-color HCR RNA FISH for *piwil4.S* (magenta) and *nefm.S* (yellow), DAPI (cyan). (*H* and *H’*) Whole-mount juvenile *Xenopus* ovary: OPP (2 h, red), DAPI (cyan). (*H’*) Magnified rectangle in H: quiescent GSCs: white dashed outlines.

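*morc1.S* had a level of 9.01 ± 1.66 per 10000 UMIs (SD, n = 3 ovaries) in the GSC-like cluster, and the next highest was 1.61 ± 0.259 in the pre-meiotic S-like cluster. LOC108707506 had 6.21 ± 1.36, followed by 0.851 ± 0.332 in the pachytene-like cluster. Against all other germline cells outside the low-UMI clusters, *morc1.S* had a log2 fold change of 3.06 (standard error 0.272, adjusted p = 7.55e-05, higher in 3 of 3 ovaries) and LOC108707506 had 4.46 (standard error 0.277, adjusted p = 1.46e-05, higher in 3 of 3 ovaries). Over the other settings *morc1.S* stayed between 2.74 and 3.33 and LOC108707506 between 3.87 and 4.94. Together with *piwil4.S*, 3 of 3 genes were called over all genes, and 3 adjusted over the list alone. The study chose the list on these ovaries, so this is not independent evidence.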

Molecularly, this cluster also expressed *spocd1* (LOC108707506) and *morc1* (Fig. 2*F*), two core effectors of the PIWI-piRNA pathway involved in transposon silencing, previously shown to be critical in mouse gonocytes (52). Their coexpression with *piwil4* suggests that *Xenopus* GSCs initiate transposon repression early in germline development. 

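*chgb* and LOC108701970 were among the markers that named the GSC-like cluster, so their levels there are not a separate result. *chgb.L* had a log2 fold change of 7.70 (standard error 0.364, adjusted p = 1.55e-06, higher in 3 of 3 ovaries) against all other germline cells outside the low-UMI clusters.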

Additional markers, including *dnmt3a* (LOC108701970, DNA methyltransferase 3a) and *chgb* (chromogranin B), also reported in zebrafish GSCs (39), were enriched in this cluster (Fig. 2*F*). In this cluster, we also observed upregulation of the JAK1-STAT1 signaling pathway known for its conserved role in stem cell regulation across different species (53) (Fig. 2*F*).

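Against all other germline cells outside the low-UMI clusters, *jak1.L* had a log2 fold change of 2.45 (standard error 0.307, adjusted p = 2.48e-04, higher in 3 of 3 ovaries) in the GSC-like cluster. *jak1.S* had 0.70 (standard error 0.261, adjusted p = 0.0519, higher in 3 of 3 ovaries), which is not called, and was called with the deeper sums thinned (0.99, adjusted p = 0.0341), at resolution 0.3 (0.72, adjusted p = 0.0481), with called doublets left out (0.73, adjusted p = 0.0489) and, in an alternative added after the data were seen, for the repeated integration with another seed (0.79, adjusted p = 0.0226). Against the pre-meiotic S-like and G2/M-like clusters alone, *jak1.L* had 1.82 (standard error 0.227, adjusted p = 6.86e-06, higher in 3 of 3 ovaries). *jak1.S* had 0.08 in that comparison (adjusted p = 0.781).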

Unexpectedly, the cluster showed strong enrichment for genes typically associated with neuronal function (Fig. 2*F* and *SI Appendix,* Fig. S3). These included cytoskeletal and synaptic components (*neurofilament medium and light chains, βIII-tubulin, neuroligin 1,* and *neurexin 1*), neuropeptide precursors and secretory factors (*VGF, secretogranin II, proenkephalin, chromogranin, synuclein beta, neuropeptide y*, and *synaptosome-associated protein*), and regulators of neuronal identity (*fam163* and *diencephalon/mesencephalon homeobox)* (Fig. 2*F* and *SI Appendix,* Fig. S3). 

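These gene names give 26 features when both homeologs are counted and *chgb*, which named the cluster, is left out. VGF was not found by name. Of the 26, 21 passed the filter on low counts. All 21 were called higher in the GSC-like cluster than in all other germline cells outside the low-UMI clusters, each in 3 of 3 ovaries. Their log2 fold changes ran from 3.04 for *chga.S* to 8.98 for *nefm.S* among the genes with more than 3 UMIs in the other cells. *nefl.S*, *penk.L* and *dmbx1.S* had 1, 1 and 2 UMIs there. For *nefl.S* the ratio of the shares of all UMIs was 4628 (95% counting interval 806 to 185200). The median log2 fold change of the 21 genes was 6.52, and it was the same with these genes at the lower end of their intervals. Each was called in every setting in which it was tested. The count was 21 adjusted over the list alone as well. The study chose the list on these ovaries, so this is not independent evidence. *nefm.S* had a log2 fold change of 8.98 (standard error 0.370, adjusted p = 1.05e-06), *nefl.L* 7.66 (standard error 0.535, adjusted p = 2.21e-05) and *scg2.S* 6.97 (standard error 0.410, adjusted p = 1.01e-05). The levels were low, with 2.25, 3.23 and 2.56 per 10000 UMIs for *nefm.S* in ovaries 1, 2 and 3. The 5 genes not tested were *tubb3.S*, *scg2.L*, *sncb.L*, *npy.L* and *npy.S*. *npy.S* had no UMI in the GSC-like cluster, and *npy.L* was seen there in ovary 3 alone, at 0.0480. All 21 tested genes were lower in somatic cells than in the GSC-like cluster of the same ovary, in 3 of 3 ovaries. The closest was *chga.S* in ovary 2, with 1.18 in the GSC-like cluster and 1.06 in somatic cells.

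**Figure D3:**
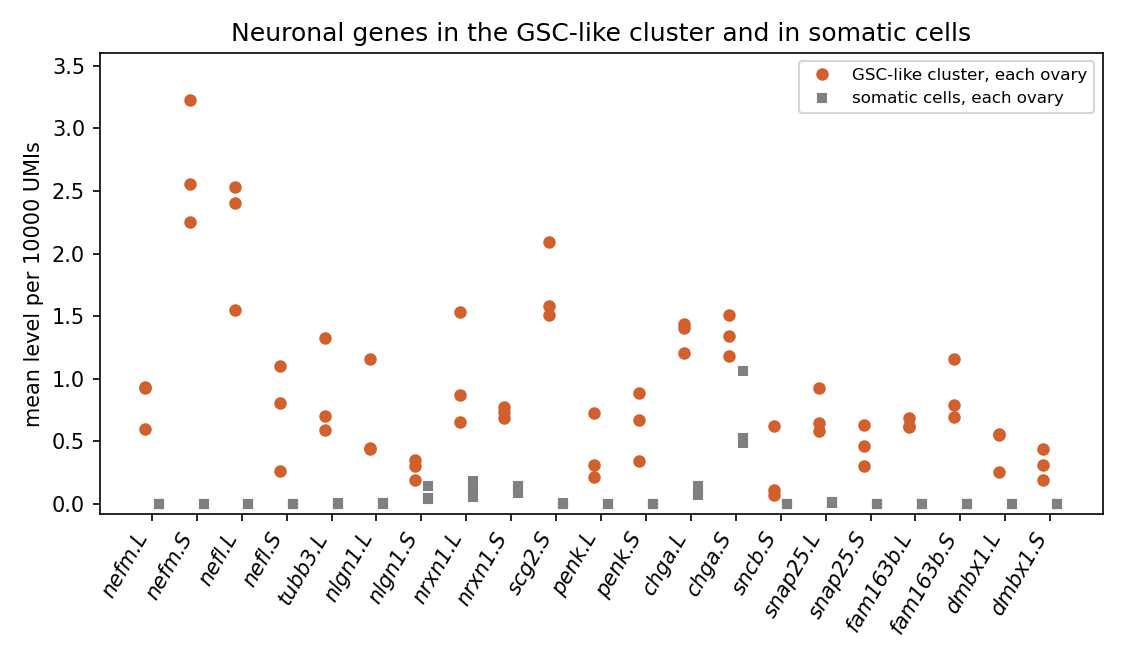
Mean level per 10000 UMIs of the 21 neuronal genes tested, with 1 orange dot per ovary for the GSC-like cluster and 1 grey square per ovary for somatic cells. *nefm.S* reaches 3.23 in ovary 2, and the highest somatic level is 1.06 for *chga.S*.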

Coexpression of *piwil4* and *nefm* was confirmed by two-color HCR-FISH (Fig. 2 *G* and *G’*).

In line with their stem status, GSCs also appeared to be translationally quiescent compared to downstream germ cells. This was evident from low O-propargyl-puromycin (OPP) incorporation (Fig. 2 *H* and *H’*), indicating reduced global protein synthesis, and was supported by scRNA-seq data, where different ribosomal protein genes were significantly downregulated in the GSC cluster (*SI Appendix*, Fig. S3*A*). Such translational repression is a hallmark of many stem cell populations and has been implicated in preserving genome integrity and stemness (54).

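Of 142 ribosomal protein genes tested in the comparison of the GSC-like cluster with all other germline cells outside the low-UMI clusters, 118 were called lower and 0 higher. At an unadjusted p under 0.05, 0 were higher. The median of their log2 fold changes was -1.14, against -0.06 for all genes. A rotation test of the set (fry), which estimates the correlation between genes and is not an exact test, gave p = 0.00287. The camera test with its preset correlation of 0.01, also not exact, gave p = 1.06e-24. An exact permutation test cannot go below p = 0.100 with 3 sums against 3, or below 0.333 with 2 against 2. Without ovary 2 the median was -1.12, 61 genes were called lower, and fry, not an exact test, gave p = 0.0568, so the call of the set does not hold without that ovary. Without ovary 1 the same test, not exact, gave p = 0.0251, and without ovary 3 p = 0.0102. The result also depended on the grouping after the germline was integrated again. The median was -1.46, with 131 called lower, but -0.75, with 77 called lower, with another seed, the only one fitted of the 3 that merged the cluster with neighboring cells. With the deeper sums thinned the median was -0.70, with 79 called lower. Against the pre-meiotic S-like and G2/M-like clusters alone, the median was -0.73, with 117 called lower and 2 higher. In the merged grouping it was -0.31, with 57 called lower and 6 higher, and without ovary 2 it was -0.69, with 76 lower and 1 higher. From low OPP incorporation the paper infers reduced protein synthesis in GSCs, which it says appeared quiescent in translation. It gives the lower ribosomal protein genes as support. OPP incorporation was not analysed here.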

To test whether adult *Xenopus* can utilize GSCs to replenish the oocyte pool, we examined adult females several years after partial ovariectomy. We observed small, regenerated ovarian lobes (*SI Appendix*, Fig. S2 *C*–*C”*) that contained germline cysts at various stages, including dividing oogonia, meiotic cysts, and stage I–II follicles, as well as cells with features consistent with GSCs. In contrast, such structures were not found in frogs that had not undergone ovariectomy. These findings suggest that the adult *Xenopus* ovary retains regenerative capacity and harbors a GSC population capable of reinitiating oogenesis following tissue loss.

### Developing Cysts Are Stably Interconnected by a Microtubule-Rich FLS.

Downstream of the GSC population, germline cysts begin to form through mitotic divisions of oogonia and early meiotic entry, primarily along the ovarian periphery (26, 32). To identify and study developing cysts, ovaries from 50- to 60-d-old froglets were labeled with EdU and analyzed as whole mounts. Using 3D reconstruction in Imaris, we identified clusters of 2-, 4-, 8-, 16-, and 32 EdU-positive cells as cysts (*SI Appendix*, Fig. S4 *A* and *B*). However, as many as ~17% of cysts did not contain 2^n^ cells, such as 6-, 19-, or 25 cells (*SI Appendix,* Fig. S4 *A* and *B*), suggesting that cyst fragmentation might occur, similar to observations in mice (55, 56). An example of such a cyst fortuitously labeled with EdU and ring canals (via Kif23, a kinesin family member and component of the centralspindlin complex) as an 8-cell cyst (Fig. 3*A*) now shows two closely associated but separate 6-cell and 2-cell groups with no ring canal between them. Live imaging of dissected ovaries stained with Hoechst revealed that cystocytes exhibit active crawling-like movement which may contribute to cyst breakage due to stretching (Fig. 3*B*, *SI Appendix,* Fig. S4*C*, and Movie S1). This type of germline cell behavior was observed especially during oogonial stages before meiotic prophase. In addition, unlike the perfect synchrony observed in Drosophila germ cell cysts, *Xenopus* cysts showed limited but detectable asymmetry in cell cycle progression with distinguishable “leader” and follower cells as observed in both fixed and live samples (*SI Appendix*, Fig. S4 *D* and *E* and Movie S2). It is possible that the same leader cell also advances first through the meiotic stages within the cyst, as suggested by telomere FISH results in which only one cell in the cyst displayed clustered telomeres while the others had not yet (Fig. 1*D*, the red arrowhead points at leader cell).

**Fig. 3.**
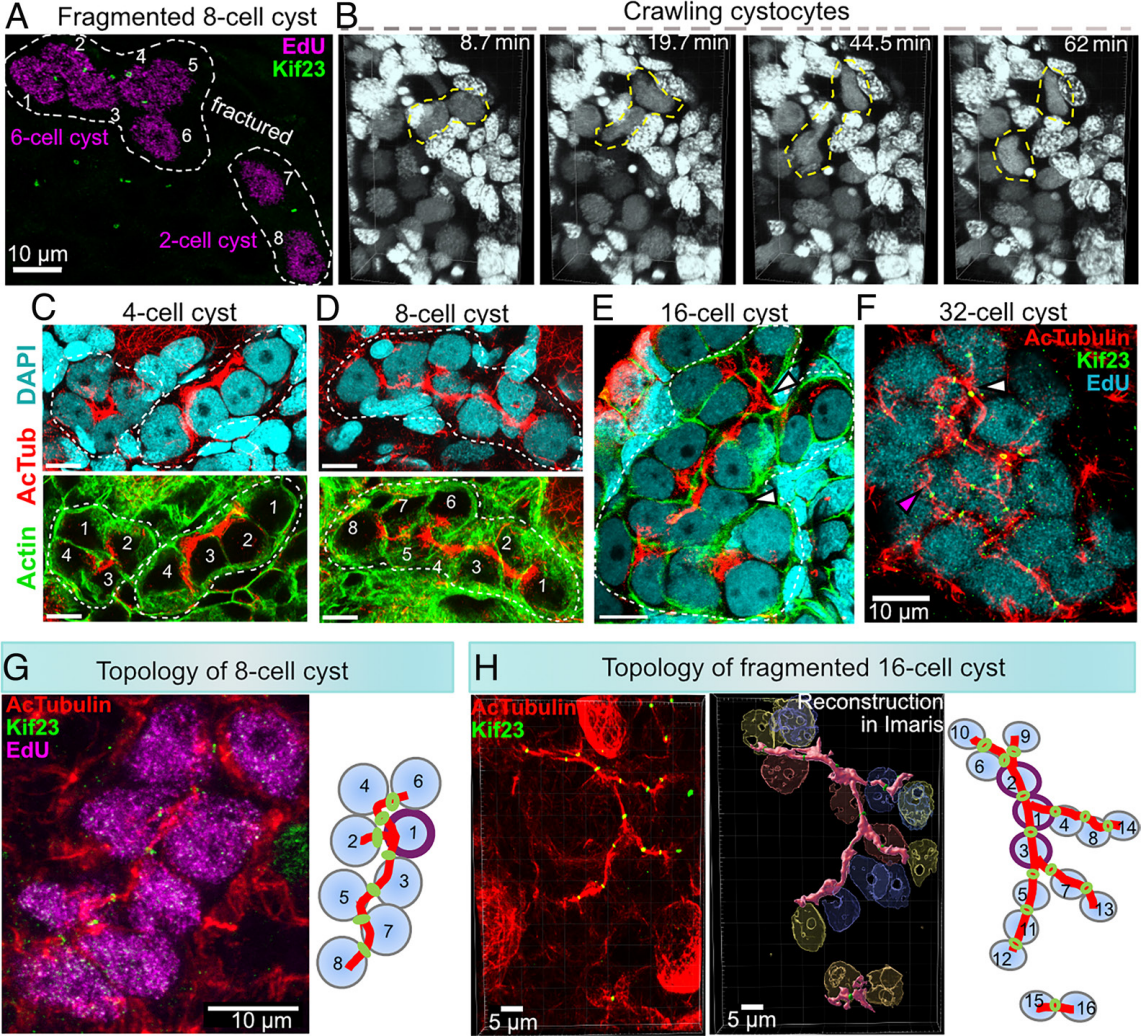
FLS within germline cysts. (*A*) Germline cyst: EdU (~2 h, magenta), Kif23 (ring canals, green) showing fragmentation into a 6-cell group and 2-cell group. (*B*) Juvenile ovary imaged live (~2 h) showing motile cystocytes (yellow dashes), Hoechst (gray). (*C–E*) 4-,8-16-cell cysts: acetylated microtubules (red), phalloidin (green), DAPI (cyan). (Scale bar, 10 µm.) (*F*) 32-cell cyst: EdU (cyan), acetylated microtubules (red), Kif23 (green). (*G*) 8-cell cyst topology: EdU (magenta), Kif23 (green), acetylated microtubules (red); cartoon: deduced connectivity. (*H*) Fragmented 16-cell cyst (14-cells, 2-cells): Kif23 (green), acetylated microtubules (red); Imaris 3D-reconstruction showing cyst nuclei, FLS (pink); cartoon: deduced interconnections.

A major feature of Drosophila cysts is the fusome, an asymmetric, microtubule-rich organelle containing smooth ER cisternae and more than 20 identified proteins (8). Immunostaining of ovaries for acetylated tubulin, actin, and DAPI revealed that bundles of stable microtubules (MT) traverse the sister cells in a branched path within 4-, 8-, and 16-cell cysts (Fig. 3 *C*–*E*). These MT bundles pass through intercellular bridges (IBs) (ring canals) as shown in a 32-cell cyst labeled for Kif23, a kinesin-like protein 23 (Fig. 3*F*). Interestingly, microtubules are unevenly distributed within the cyst: Cells with multiple intercellular connections often exhibit thicker microtubule bundles, suggesting some sort of polarized organization of the cyst (Fig. 3 *E* and *F*; white arrowheads indicate cells with 3 or 4 ring canals and prominent microtubule bundles; the pink arrowhead marks a cell with thinner bundles). Due to their resemblance to the Drosophila fusome, we refer to these structures as the “FLS.” Like the fusome, FLS exhibits branching, although *Xenopus* cysts show less branching than maximum branching feature of Drosophila cysts. Due to the compact architecture of *Xenopus* cysts, full topological reconstruction is rarely possible. Nonetheless, in well-preserved examples, we were able to analyze cyst organization and identify key differences from Drosophila. In 8-cell cysts, only one cell usually had three ring canals, compared to two such cells in fly cysts (Fig. 3*G*). In a fragmented 16-cell cyst, we observed a split into 14- and 2-cell groups, and within the 14-cell portion, three cells each had three ring canals, unlike the Drosophila pattern of two cells with four connections (Fig. 3*H*). These findings suggest that while *Xenopus* cysts share overall architecture with insect cysts, their topology and fragmentation dynamics are distinct. Notably, the FLS did not stain with spectrin, actin, or the Drosophila hts antibody (1B1), indicating possible molecular divergence despite morphological similarity.

### Germline Cysts and Their FLS during Mitotic and Early Meiotic Stages.

The fusome in well-studied systems arises from the metaphase spindles following cystocyte mitotic division, whose turnover is arrested by the failure to complete cytokinesis (57–59). In forming *Xenopus* cysts, spindles appeared normal at metaphase (Fig. 4*A*). In late telophase, spindle microtubules contract and bundle within the intercellular bridge between two sister cells, forming the midbody (Fig. 4*B*). Subsequently, these midbodies within the cyst become stabilized, giving rise to stable IBs with no microtubule gap within bridges (Fig. 4*C*). Exactly how this stabilized midbody leads to a permanent intercellular bridge and altered microtubule polarity is not well understood. As the cyst enters interphase, microtubule bundles interconnect all cystocytes, forming a network in which stable microtubules contribute to cystocyte connectivity (Fig. 4*D*). We used EdU labeling (1 to 6 h) to identify cysts and determine the cell cycle stage of the cells within them. While all EdU-positive cysts (S-phase) show strong microtubule interconnections (*SI Appendix*, Fig. S5 and Movies S3–S6), many EdU-negative cysts with the same morphology (interphase) also maintain robust microtubule interconnections.

**Fig. 4.**
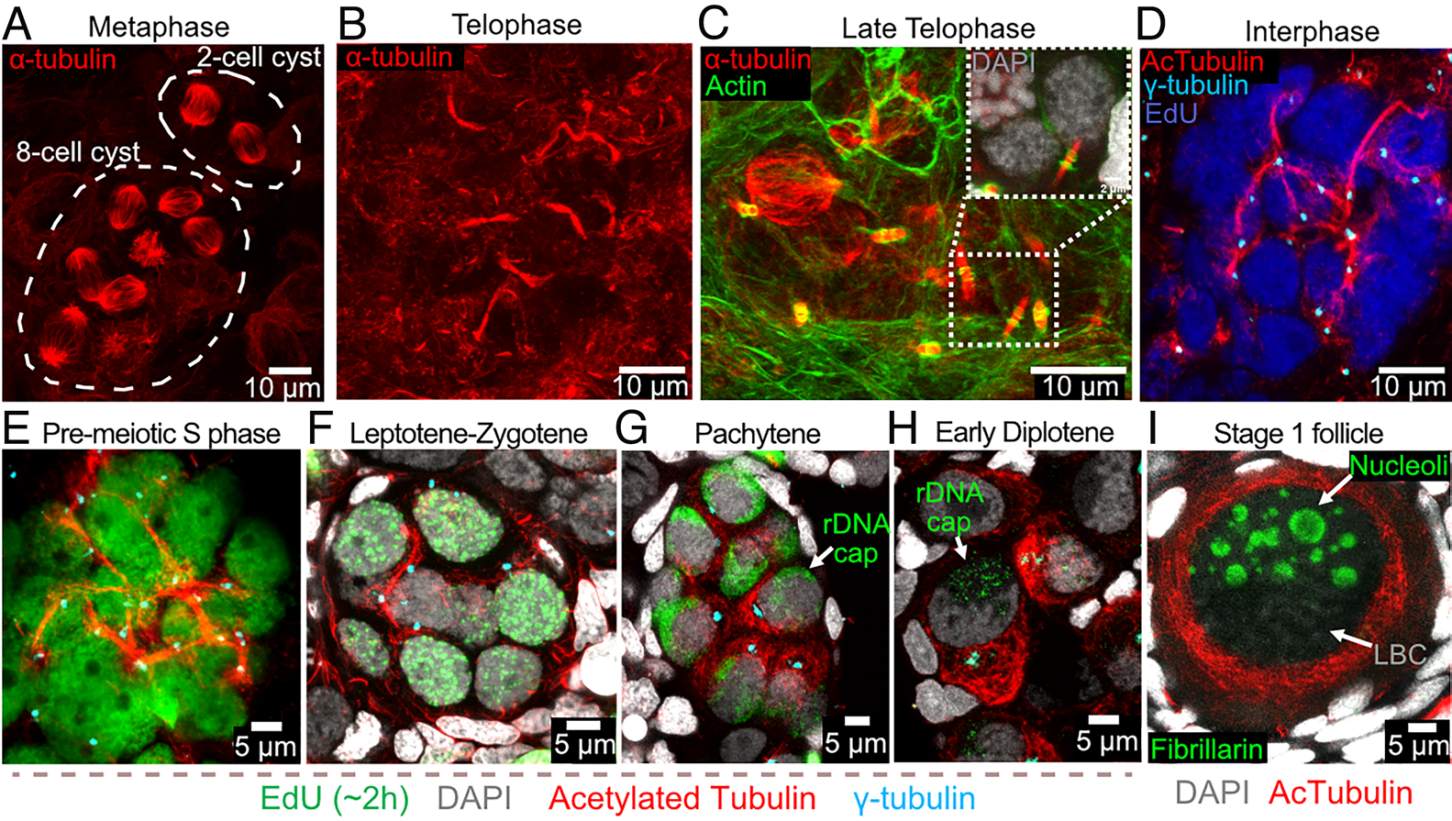
FLS during germline cyst development. (*A*) Metaphase germline cysts (8-cell, 2-cell): α-tubulin (red). (*B*) 16-cell cyst during late telophase: α-tubulin (red) reveals 8 midbodies. (*C*) 8-cell cyst: midbodies elongating to span IBs without gaps. The dashed box is magnified in the upper right corner to show 2 cells (DAPI, gray) interconnecting by IB (green) and MT (red). (*D*) During interphase, oogonial cysts form FLS interconnecting all sister cells via microtubules: EdU (blue), acetylated microtubules (red), γ-tubulin (centrioles, cyan). (*E–H*) Juvenile ovaries: acetylated microtubules (red), γ-tubulin (cyan), EdU (green), DAPI (gray). Maximum projections of selected optical slices. (*E*) Premeiotic S-phase cyst: EdU (green), acetylated MT (red), shows FLS microtubules extending from MTOCs (γ-tubulin, cyan). (*F*) Reduced FLS structure in leptotene–zygotene cyst. (*G*) Pachytene-stage cyst with further reduced FLS. (*H*) Diplotene primordial follicle: MTs accumulating (vegetal pole) near forming Bb. (*I*) Stage I follicle with multiple nucleoli (fibrillarin, green) and forming LBC: acetylated MTs are enriched around GV.

Early meiotic prophase occurs within vertebrate and invertebrate germline cysts suggesting that cyst formation evolved as an animal prelude to meiotic entry. In Drosophila, stage-specific changes in the fusome have long been noted during meiosis (10). Consequently, we next studied the dynamics of *Xenopus* FLS during early meiotic prophase (Fig. 4 *E*–*I* and *SI Appendix*, Fig. S6). Fig. 4 *E*–*I* summarizes changes in the morphology of the FLS during an approximately 30-d developmental period between premeiotic S phase and diplotene follicles where the cyst has broken down. As in premeiotic cysts (Fig. 4*E*) the FLS in leptotene–zygotene (Fig. 4*F*) continue to span cyst cells, and associate with centrioles (γ-tubulin). However, the bundles connecting cells become less compact and spread more widely in the cell during pachytene (Fig. 4*G*). During early diplotene (Fig. 4 *H* and *I*), cysts split into individual follicles, where MTs have spread through much of the cytoplasm.

### Transport of Vesicles and Materials between Cyst Cells via Ring Canals.

We carried out electron microscopy on *Xenopus* ovaries and analyzed serial ultrathin sections to identify intercellular transport by visualizing organelles within the lumen of ring canals (Fig. 5 *A* and *B* and *SI Appendix,* Fig. S7). Electron microscopy revealed that IBs between cyst cells were invariably filled with cytoplasmic material, including Golgi vesicle-like (Fig. 5*A*) and ER-like structures (Fig. 5*B*). Similar vesicle-like contents were recently reported in zebrafish cysts (60). Immunostaining for GM130 (Golgi matrix protein) in whole ovaries detected vesicle-like structures colocalized with microtubules crossing the bridge (Fig. 5 *A’* and *A”*). Similarly, immunostaining for PDI (protein disulfide isomerase) revealed ER structures associated with acetylated microtubules in bridges between oogonia cystocytes (Fig. 5 *B’* and *B”*).

**Fig. 5.**
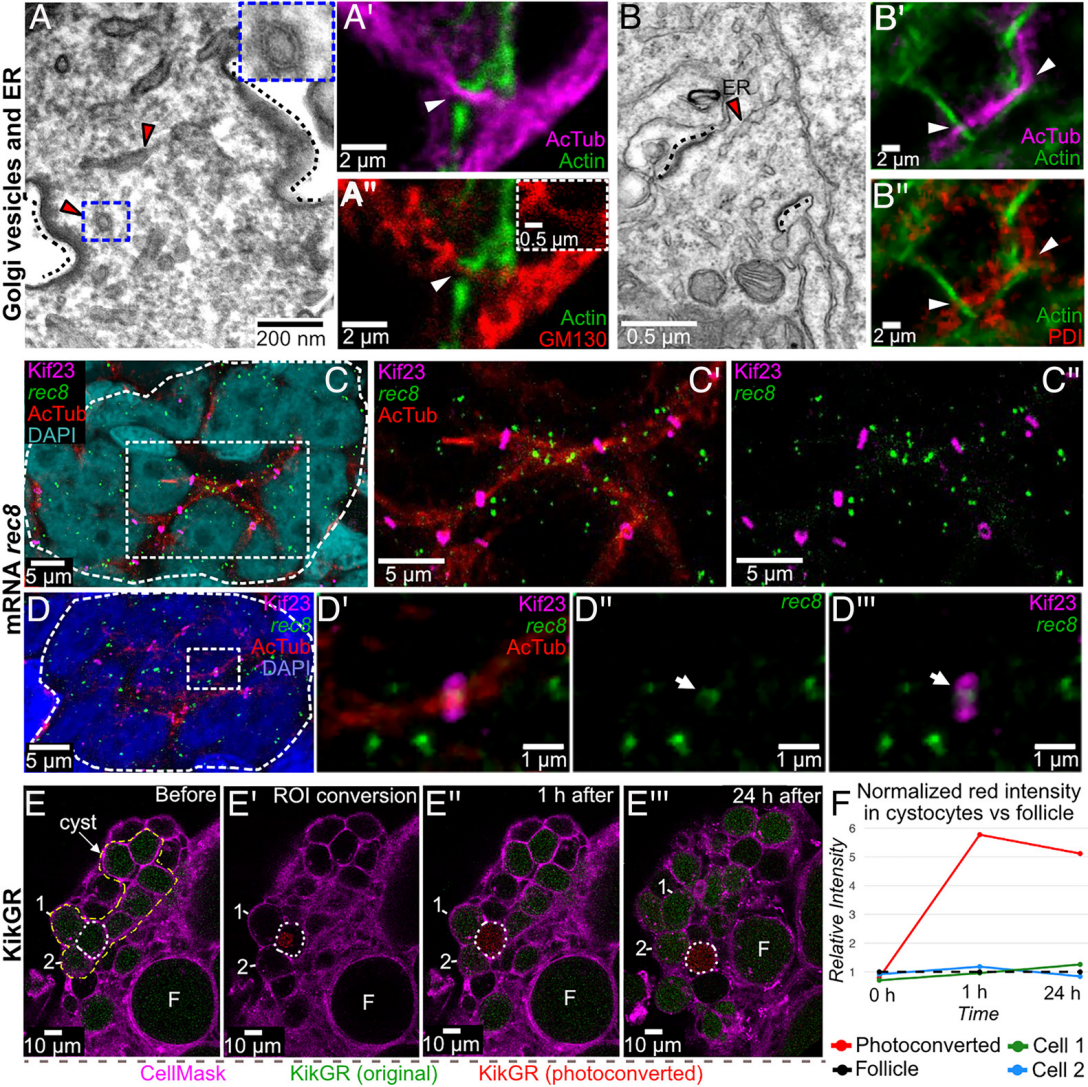
Vesicles, ER, and mRNA, but not photoconvertible KikGR, move through ring canals. (*A–A’’*) Golgi-derived vesicles within IBs. (*A*) EM of IB (black dashed line) shows multiple vesicles (red arrowheads) within its lumen. The blue dashed box shows a high-magnification image of the vesicle in the upper-right corner. (*A’* and *A’’*) Whole-mount ovary: acetylated tubulin (magenta), phalloidin (green), GM130 (red) reveals Golgi-derived vesicles localized along microtubules (arrowheads). (*A’*) The dashed box highlights the region at the arrow tip showing Golgi-derived vesicles in the IB. (*B–B’’*) ER-like structures within IBs. (*B*) EM shows ER-like structures (red arrowhead) within IB lumen (black dashed line). (*B’* and *B’’*) Whole mount ovary: acetylated tubulin (magenta), phalloidin (green), PDI (red) shows ER colocalization with microtubules crossing IBs (arrowheads). (*C–C’’*) HCR RNA-FISH with a *rec8* probe (green), acetylated tubulin (red), ring canals (Kif23, magenta), and DAPI (cyan). (*C’* and *C’’*) Boxed region in *C*: showing *rec8* mRNA enriched on microtubules in a cystocyte with four ring canals. (*D–D’’’*) HCR RNA-FISH with *rec8* probe (green), acetylated tubulin (red), ring canals (Kif23, magenta), DAPI (cyan). (*D’–D’’’*) Boxed region in *D* showing *rec8* RNA molecule located within ring canal lumen. (*E–E’’’*) Photoconversion of KikGR (green to red) within a single cyst cell. CellMask (cell membranes, magenta). Converted cell (white dashes). (*E*) Before conversion. (*E’*) ROI showing single cell conversion. (*E’’*) 1 h postconversion. (*E’’’*) 24 h postconversion. (*F*) Red signal intensity in neighboring cystocytes vs. an unconnected follicle (F). Y-axis: relative red intensity; X-axis: time. Sister cells 1 and 2 correspond to those in (*E–E’’’*); F (follicle) used for normalization.

We also examined how various organelles change in a cyst during meiotic stages (*SI Appendix*, Fig. S8). During oogonial stages, ER can be found colocalized with microtubule bundles. ER appears enriched in a subregion of pachytene cyst cells that contains the centrosome and Golgi. In the early diplotene stage shown, the cyst has broken down entirely and has formed a new primordial follicle with ER enrichment in the forming Bb. Golgi and γ-tubulin staining shows that centrosomes and Golgi are also located asymmetrically in the cell (*SI Appendix*, Fig. S8*B*). In Drosophila, centrioles migrate through IBs along the fusome toward the pro-oocyte in late pachytene. In mouse nurse cells, centrosomes, mitochondria, Golgi, and cytoplasm pass through membrane gaps into the pro-oocyte (43). To investigate whether directional organelle transfer occurs in *Xenopus*, we stained centrioles using γ-tubulin and centrin-2 (*SI Appendix,* Fig. S8 *C* and *D*). γ-Tubulin foci expanded at the pachytene stage and declined at the stage 1 follicle. In contrast, centrin-2 consistently marked two distinct dots per cystocyte, indicating that each cystocyte retains its own centrioles. No evidence of centriole transfer was observed based on constancy in the number of centrin-2 foci within individual cells. Both electron microscopy and immunofluorescence failed to detect mitochondrial passage through *Xenopus* IBs. In contrast to *Drosophila*, but similar to mice, ring canal diameters in *Xenopus* remained relatively constant across all stages examined (*SI Appendix,* Fig. S9 and Movie S7).

To test whether RNA passes through ring canals, we performed HCR-FISH for *rec8*, a marker of premeiotic S phase, combined with immunostaining for Kif23 and acetylated tubulin. *Rec8* mRNA localized along microtubule bundles, particularly in cystocytes with multiple ring canals (Fig. 5 *C*–*C’’*), and was occasionally detected within the center of ring canal lumens (Fig. 5 *D*–*D’’’*), suggesting mRNA transport between cyst cells. Whether this transport is directional or selective for specific transcripts, such as oskar mRNA in Drosophila, remains an open question. In support of selective sharing, recent work in mouse testes showed that certain mRNAs are always shared between sister cells in cyst (e.g., *Sycp3*), others are only partially shared (e.g., *Ccdc28a*), and some are never shared (e.g., *Smok2b*) (61).

To test whether cystocytes exchange cytoplasmic proteins, we performed live imaging of ovaries from transgenic frogs (*Xla.Tg(CAG:KikGR*). The KikGR (green) protein undergoes irreversible conversion to red fluorescent protein following photoconversion using UV light. Isolated ovaries were stained with CellMask™ plasma membrane dye, and KikGR protein was photoconverted from green to red in a single cystocyte using UV light. Imaging before and after photoconversion (1 h and 24 h postconversion) showed no detectable transfer of labeled proteins between cystocytes (Fig. 5 *E*–*E’’’* and *F*). Neither green KikGR protein entered the photoconverted cell, nor did red KikGR protein diffuse to neighboring cystocytes. As a positive control for protein mobility, we photoconverted a small region of cytoplasm in a stage 1 follicle; in this case, red KikGR rapidly spread throughout the entire follicle within milliseconds, confirming that the lack of exchange in cysts was not due to limitations of the imaging or photoconversion system. These findings suggest that IBs in *Xenopus* do not facilitate significant KikGR protein sharing over a 24-h period.

### Microtubule Connections between Cystocytes Can Reform Following Disruption.

To assess the role of microtubule connections in cyst development and intercellular exchange, we examined their recovery following complete depolymerization. While spindle remnants likely initiate intercellular microtubule formation, we tested whether microtubules could reform independently of midbody-derived structures. To test this, we treated ovaries with Nocodazole, which completely depolymerized acetylated microtubules in germline cysts within 15 to 20 h (Fig. 6 *A* and *B*). Notably, in the whole ovary only cells with features of GSCs retained acetylated microtubules even after 20 h of nocodazole treatment (*SI Appendix,* Fig. S10*A*). Importantly, ring canals remained unaffected (Fig. 6*B*), and the vast majority of cysts appeared healthy, although some showed signs of degradation. Following drug washout, cytoplasmic microtubules fully recovered within 10 to 24 h. Notably, we also observed microtubule recovery within IBs at all germline cyst stages (Fig. 6*C*), suggesting that microtubules can regrow within bridges independently of spindle remnants. To avoid the confounding effect of new spindle formation in dividing oogonial cysts during recovery, we focused our analysis on meiotic-stage cysts, which progress more slowly and are unlikely to divide within the recovery time frame. Quantification revealed that in control samples, approximately 85 to 92% of analyzed IBs in meiotic cysts at leptotene–zygotene and pachytene stages contained microtubules. Following nocodazole washout, a similar percentage of bridges showed microtubule recovery and reconnection (Fig. 6*D*). Interestingly, after microtubule recovery, particularly in pachytene-stage cysts, we frequently observed long MT bundles, up to 20 to 30 μm in length, spanning between sister cells that had moved apart but remained connected by intercellular bridge (*SI Appendix,* Fig. S10*B*). Such configuration was never seen in untreated controls, suggesting that in the absence of MTs, cyst cells may drift apart without fully disconnecting.

**Fig. 6.**
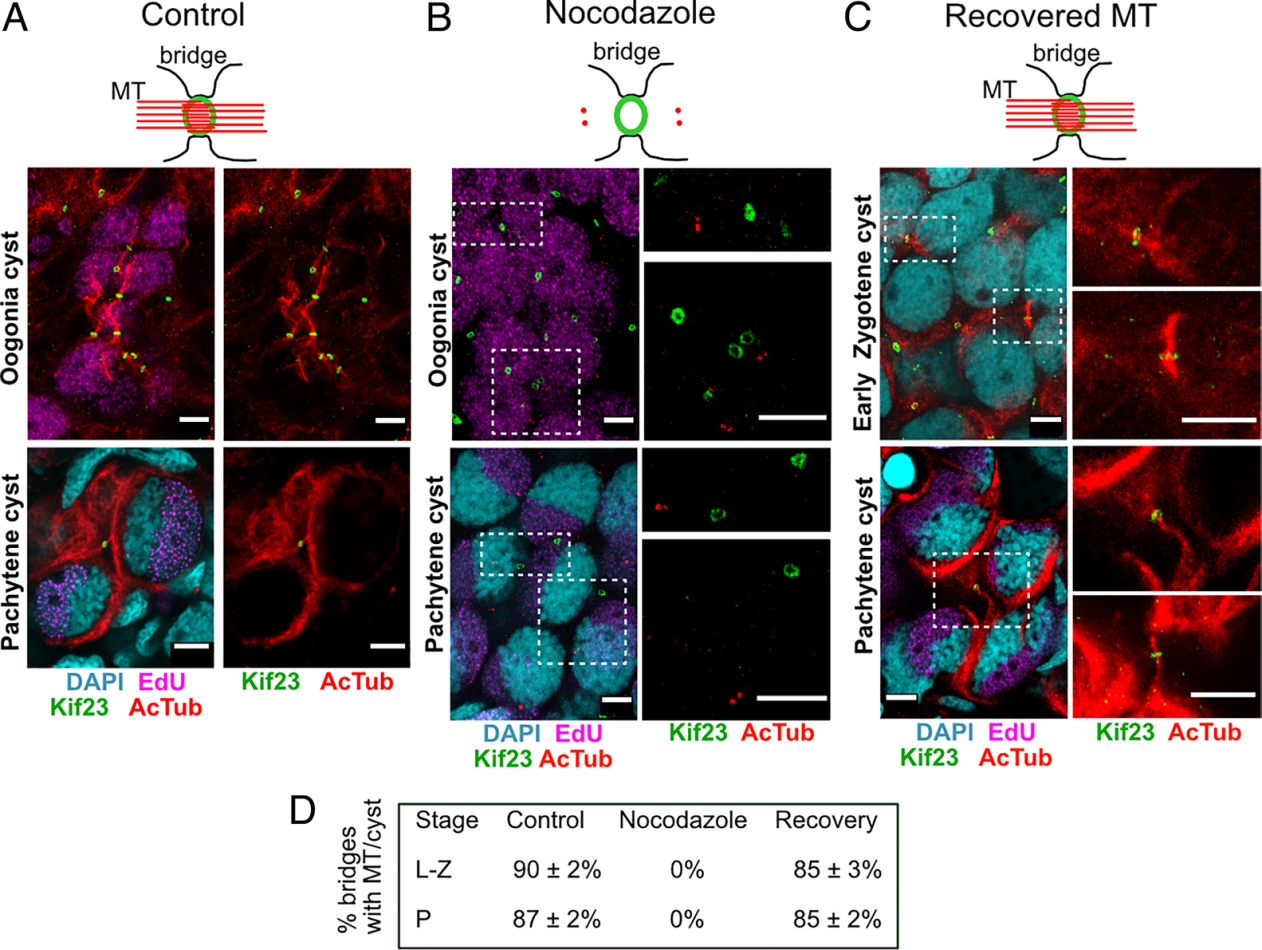
Microtubule interconnections between cystocytes are actively maintained. Juvenile ovaries showing microtubule networks in oogonial and early meiotic cysts. (*A*) Control, DMSO-treated. (*B*) 0 h after nocodazole treatment—microtubules are reduced to centrioles, ring canals remain intact. Two boxed regions on the left are magnified in the panels on the right. (*C*) MT regrowth after nocodazole washout. The bottom-right panel in (*C*) shows another example of MT recovery in the IB. (*D*) Quantitation: bridges with microtubules (%) in control and recovery. Acetylated tubulin (red), Kif23 (green), EdU (1 h before recovery, magenta), DAPI (cyan). (Scale bar, 5 µm.)

### *Xenopus* Cysts Contain Nurse Cells That Turn Over and Do Not Form Oocytes.

Previously, all individual cystocytes were proposed to survive and differentiate into oocytes, based on a dearth of TUNEL-positive nuclei observed in the postmetamorphic ovary (32). Subsequently, studies in Drosophila (62), and later in the mouse (44) showed that apoptosis is not used routinely for nurse cell turnover by these species. Instead, a process of programmed cell death involving acidification by somatic cells and degradation near other cyst cells takes place (62, 63). We developed a lineage-tracing method using EdU pulse–chase labeling, since a Cre-loxP genetic system is not available for *Xenopus* to revisit this issue.

We injected EdU into 125 metamorphic *Xenopus* tadpoles and dissected their gonads every 2 d to track cystocyte fate. This approach enabled us to establish the timeline of cyst development, tracing the progression from oogonial stages through early meiotic prophase (leptotene, zygotene, and pachytene) to the formation of individual follicles. Oogonial cysts appeared up to 4 d after the EdU pulse, leptotene–zygotene cysts up to 9 d, pachytene cysts up to 15 d, early diplotene cysts up to 27 d, and stage I follicles after 27 d (*SI Appendix,* Fig. S11). These findings suggest that, on average, cystocytes require approximately 1 mo to progress from oogonial divisions and early meiotic prophase to the formation of individualized stage 1 follicles which coincides with a conclusion from Coggins and Gall (26).

Because our labeling method only marks cysts undergoing S-phase at the time of EdU exposure, it allows a straightforward situation where cell turnover can be followed over subsequent days with comparative quantification of developmental stages (Fig. 7 *A*–*A’*, *B*–*B’*, and *D* and *SI Appendix,* Fig. S12). It is clear that over this 30 d period, the great majority of cell labeling is lost. We estimated from sampling that there were at least 1,296 germ cells labeled 4d after the EdU pulse. At 33 d, the remaining signal originates from compact somatic nuclei dispersed throughout the ovary, whereas germ cells at this stage are organized into early follicles with developing LBCs, which are only visible upon zooming in (Fig. 7*B*, rectangle box). Moreover, it was easy to count the 217 EdU-labeled cells remaining at 33 d, which microscopic examination verified were all no longer cysts, but young ovarian follicles (Fig. 7*B*, rectangle box; Fig. 7*D*). Thus, it is clear that the great majority of cyst cells (~80%) do not survive to become oocytes (Fig. 7*D*).

**Fig. 7.**
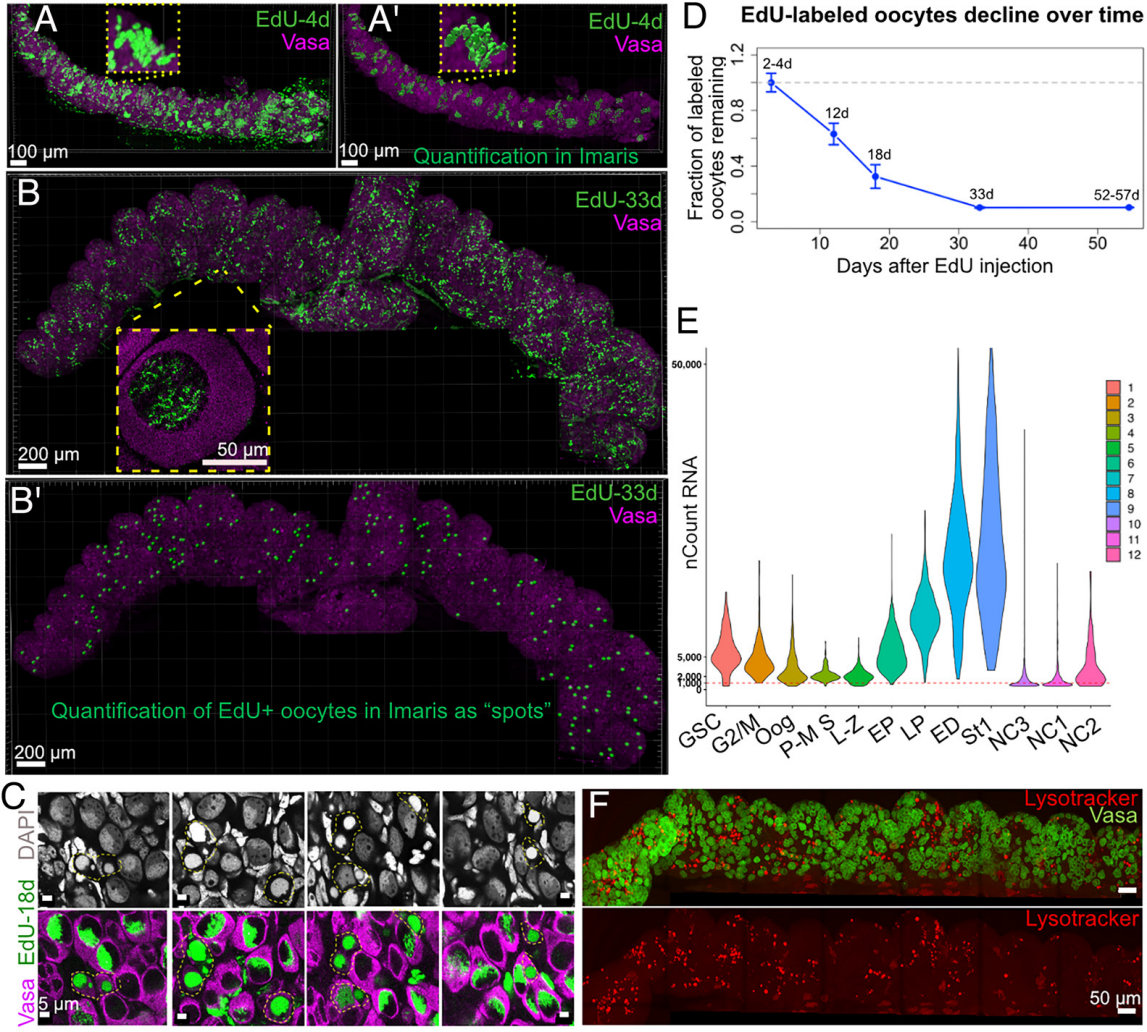
Cysts contain mostly nurse cells that turn over. (*A* and *A’*) Juvenile ovary 4 d after EdU injection. Germline cells (Vasa, magenta), EdU (green). (*A’*) Manual quantification (Imaris: “Spot,” “Cell” functions). Boxes indicate germline cyst from (*A*) reconstructed (*A’*). (*B* and *B’*) Analysis as in (*A*), 33 d after EdU injection. (*C*) 18 d post–EdU injection. Dying EdU-positive (green) germline cells (dashed regions) in late pachytene/early diplotene cysts, (Vasa, magenta), (DAPI, gray). (*D*) Declining EdU-labeled oocyte numbers 2 to 57 d after EdU pulse. (*E*) Distribution: nCount_RNA (UMI counts) per cell in indicated germline clusters. (*F*) Extensive programmed cell death of germ cells visualized by acidified nuclear remnants (Lysotracker, red), (Vasa, green).

Since we examined samples at several intermediate time points, we observed that relatively little turnover took place early, but significant amounts of EdU-positive germ cell death began around 18 d. At this time, most EdU-labeled cystocytes were in late pachytene-early diplotene stages, and many EdU-positive germ cells nearby exhibited morphological features consistent with cell death (Fig. 7*C*). These included a smooth nucleus lacking the characteristic chromosomal bouquet and rDNA cap, as well as a shrunken, Vasa-positive cytoplasm. Such a phenotype of germ cell death was also observed in ovaries without EdU pulse–chase which proves that it is not an artifact of cell death due to EdU incorporation.

Moreover, scRNAseq data revealed clusters in the inner ring with relatively low RNA counts per cell (UMI) (Figs. 1*A* and 7*E*). Cluster NC1 is positioned near leptotene/zygotene cells and near early diplotene cells when the cyst tends to break down. Cluster NC3 is close to the stage 1 follicles and might represent dying germ cells from wave 1 follicles (44, 51). 

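Low-UMI cluster 6 held 7.36 ± 4.30% of the germline cells (SD, n = 3 ovaries), with 2.40% in ovary 1, 9.64% in ovary 2 and 10.0% in ovary 3. With the cells of all ovaries pooled the share was 8.86%. The low-UMI clusters together held 20.7 ± 11.9%, with 18.1%, 10.3% and 33.7% in ovaries 1, 2 and 3, and 19.8% with the cells pooled. Germline cells with under 1000 UMIs, whatever their cluster, made up 13.7 ± 7.95%.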

NC1 accounts for 10% of total germ cells, while all 3 NC clusters make up about 20%.

To investigate whether these cells turnover through programmed cell death via acidification, as shown for NC in flies (62, 63) and mice (44), we performed Lysotracker staining on *Xenopus* ovaries. Our results showed that the majority of germ cell nuclear remnants were Lysotracker positive (Fig. 7*F*), consistent with *Xenopus* nurse cell turnover by programmed cell death and with previous observations of low apoptotic cell death in the *Xenopus* ovary (32).

## Discussion

### Transcriptional Identity of GSCs in *Xenopus*.

Our single-cell RNA sequencing atlas of *Xenopus* early germline development provides a comprehensive transcriptional roadmap spanning quiescent GSCs, mitotically dividing cysts, early meiotic cells, and primordial follicles. We were able to capture transcriptomes of rare GSCs and validate their identity by *piwil4* expression using RNA FISH. These GSCs exhibit a distinct transcriptional profile characterized by hallmark features of germline stemness: globally low translation (54), activation of JAK1/STAT1 signaling (53), expression of transposon-silencing effectors (*piwil4, spocd1, morc1,* and *dnmt3a*) (52, 64), and expression of neural genes (*chgb, scg2,* and *npy*).

The selective expression in *Xenopus* female GSCs of genes more commonly associated with neural cells suggests mechanisms worth investigating further. Germ and neural cells are known to share related mechanisms of compartmentalized translational regulation (65, 66) and regulated mRNA and organelle movement on their well-developed microtubule cytoskeletons. Some of these mechanisms might be exclusively used in GSCs, consistent with the unusual GSC cellular structure we observed. Additionally, all animals must dynamically adjust ovarian activity to external circumstances by modulating hormone production via the hypothalamus–pituitary–gonadal axis (HPG), and by enervating particular ovarian tissue, for example to control ovulation. Some of the neural genes expressed in *Xenopus* GSCs such as granin-family proteins encoded by *chgb*, *scg2*, etc. facilitate secretion from neural and other cells. They are highly expressed in the pituitary and adrenal cortex (67), but knockouts of these genes are not essential for fertility. GSCs may secrete signals downstream from systemic inputs, to locally communicate with other ovarian cells and to provide feedback to the HPG axis. All GSC-expressed genes, and especially those encoding proteins currently associated only with neural function require functional validation in GSCs.

Notably, *Xenopus* GSCs express *tubb3* (class III β-tubulin), an isoform previously reported only in terminally differentiated neurons (68) and Sertoli cells (69). 

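*tubb3.L* had a level of 0.874 ± 0.395 per 10000 UMIs (SD, n = 3 ovaries) in the GSC-like cluster, and the next highest germline cluster was pre-meiotic S-like with 0.0722 ± 0.0349. Its log2 fold change against all other germline cells outside the low-UMI clusters was 4.53 (standard error 0.411, adjusted p = 7.55e-05, higher in 3 of 3 ovaries). Somatic cells had 0.00301 ± 0.00203. The homeolog *tubb3.S* did not pass the filter on low counts and had no UMI in the GSC-like cluster of ovary 3.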

In those contexts, *tubb3* is regulated by androgens, which influence cytoskeletal gene expression and promote resistance to cellular stress (69, 70). Strikingly, *Xenopus* GSCs were the only ovarian cell type that maintained highly stable, acetylated microtubules under nocodazole treatment, suggesting enhanced microtubule resilience. These findings raise the possibility that hormonal signals—perhaps androgen-like—may contribute to cytoskeletal stability and GSC maintenance in amphibians.

The fact that adult *Xenopus* females can be induced to ovulate multiple times per year (71) and are capable of regenerating new ovarian lobes after partial ovariectomy, supports the conclusion that *Xenopus* GSCs are not merely rudimentary remnants but are functionally competent stem cells with the capacity to generate new cysts and follicles throughout adult life.

### *Xenopus* Oocytes Arise in Germline Cysts with a Prominent FLS.

*Xenopus* ovarian cysts arise with many of the features that have been described previously in male gametogenesis and most of the characteristics of female premeiotic cells from a wide diversity of animal groups. These include mitotic synchrony, incomplete cytokinesis, formation of a stabilized intercellular bridge, assembly of a microtubule-rich fusome from spindle remnants, readjustment of bridges toward each other in a rosette pattern, and asymmetric accumulation of fusome microtubules and associated materials preferentially in cyst cells containing multiple branches. Two kinds of cells derive from *Xenopus* cysts, a relatively small number of oocytes, and a large number, 80% of more, of nurse cells defined as cyst cells that are programmed to serve functions other than that of oocytes. No longer can lower vertebrates be considered an exception to the evolutionary conservation represented by the cyst program.

A key feature of the *Xenopus* FLS is the exceptional strength and stability of its microtubule-rich connections. These MTs span cystocytes throughout interphase, peak during premeiotic S-phase, and gradually disperse as meiosis progresses—mirroring the developmental pattern of Drosophila fusomes (10). Our observations suggest that this structural stability may be essential for maintaining cyst architecture and coordinated development. Importantly, the FLS demonstrated remarkable plasticity: When microtubules were experimentally depolymerized, cystocytes could drift apart from each other yet remained tethered by ring canals. Upon recovery, long microtubule bundles regrew, spanning even distant cells. Our experiments support the idea that microtubule connections within a cyst are essential not only for maintaining mechanical cohesion and cyst conformation but also for enabling molecular sharing among cystocytes.

Although rare, we observed cyst fragmentation during oogonial stages. Live imaging and fixed material revealed that oogonia exhibit increased motility compared to meiotic cysts, as also recently demonstrated in the mouse (56). This motility likely imposes mechanical stress on IBs. As far as we can tell, fragmentation tends to occur at the cyst periphery, where fusome microtubules are weaker due to their asymmetric distribution. This suggests that the FLS may play a role in mechanically stabilizing cysts and protecting IBs from rupture during periods of increased cell motility.

### Future Nurse Cells Downregulate Key Meiosis Genes Early.

Nurse cells have very different tasks than oocytes, and it has long been known in Drosophila that only the future oocyte and one nurse cell form a synaptonemal complex and prepare for recombination (72). Analyzing gene changes in NC1 nurse cells shows that a similar process takes place in *Xenopus* cysts. Once specified, nurse cells have nothing to gain by continuing with synapsis and recombination, since their genome will never be used in a gamete. Instead, the true oocyte stands to benefit by ensuring that supportive nurse cell transcription will not be adversely affected by ongoing recombination, replication, DNA repair, and meiotic checkpoint activation that could reduce transcriptional output and inactivate chromatin in some chromosome regions.

We examined the earliest *Xenopus* nurse-like cells, NC1, which appear in our scRNA-seq profile at early leptotene. NC1 nurse-like cells express a suite of genes that can be understood as a program for cells switching to a nurse cell state from an earlier cyst cell that retained oocyte potential. They downregulated genes controlling some chromosomal aspects of meiosis, including *sycp1*, *hormad1*, and *dmc1* all of which are required for homologous chromosome synapsis in oocytes and mutate to sterility. Synapsis in turn is essential for recombination and chiasma formation. *Hormad1* promotes synapsis by binding to unpaired sites, and initiates silencing of genes in unpaired zones. Downregulating these genes will result in what has been observed in Drosophila nurse cells, little or no initial synaptonemal complex formation and an apparent withdrawal from subsequent aspects of the meiotic cycle, while maintaining high levels of gene expression. Our observation that largely the same genes are downregulated at the onset of *Xenopus* and mouse nurse cell formation marks this as a nurse cell developmental program that may be ancient and conserved in many animal groups. A list of the genes down-regulated more than threefold in cluster NC1 is given in *SI Appendix*, Table S2 and also includes genes that modulate the cytoskeleton, translation, chromatin, and endocytic trafficking.

The nature and value of such a program can explain a longstanding observation in the study of cysts that has not been well understood. It has been widely observed for >100 y that cysts formed by synchronous divisions produce only one oocyte and 2n-1 nurse cells, a fact known as the “2n rule”(9, 73). The realization that nurse cells abort meiotic chromosome behavior for likely benefit can explain the 2^n^ rule, and explains why early cyst breakage prior to nurse cell commitment can lead to smaller cysts that each generate one oocyte, as seen in mouse oogenesis (43).

### *Xenopus* Cysts Produce Oocytes and Cells with Some but Not All Nurse Cell Features.

The vast majority of insect species, like Drosophila, produce cysts with a majority of nurse cells that transfer materials to the oocyte before turning over. In mammals such as the mouse, about 80% of cyst cells turn over within cysts during prefollicular oogenesis after transferring organelles and cytoplasm to oocytes (43, 44). Here we succeeded in showing by EdU-marking that ~80% of *Xenopus* cyst cells also turn over prior to follicle formation. This dichotomy of cell fates was also clearly revealed by scRNA-seq. The *Xenopus* profile showed a similar picture as in the mouse, in which about 10% of low UMI nurse-like cells from cluster NC1 were found on the UMAP plot inside of the main sequence meiotic cells. These cells are probably transferring some materials through FLS since the growth of UMI in *Xenopus* meiotic cells with stage was very similar to mouse, and shrunken acidified germ cells typical of dying nurse cells in Drosophila and mouse were observed. 

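The median UMI count per cell rose from the L-Z-like cluster to the stage 1 follicle-like cluster by a factor of 8.66, 9.47 and 13.9 in ovaries 1, 2 and 3. The mean over ovaries was 4928 ± 1375 UMIs (SD, n = 3) in the pachytene-like cluster, 10896 ± 2779 in cluster 4, 15985 ± 5509 in the early diplotene-like cluster and 20169 ± 2491 in the stage 1 follicle-like cluster. In ovaries 2 and 3 each of these steps was a rise. In ovary 1, cluster 4 had 13596 UMIs and the early diplotene-like cluster had 10039. Before the L-Z-like stage the medians were higher again. Mouse cells were not analysed here. From this growth and from acidified germ cells, the paper proposes a transfer of some materials.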

Clearly, lower vertebrates are not a general exception to the germline cyst paradigm by producing only oocytes (5, 32).

*Xenopus* nurse-like cells almost certainly carry out valuable functions prior to their turnover. Our findings suggest that nurse-like cells may participate in the selective transfer of cytoplasmic materials, including Golgi-derived vesicles, ER, and mRNA, rather than bulk cytoplasm including organelles, possibly via fusome-associated transport mechanisms. They may transfer key protective molecules such as small RNAs and lncRNAs, as suggested by the experiments looking at transfer of *rec8* mRNA. Additionally, our experiments with the photoconvertible protein KikGR, which lacks cellular function, suggest that nonessential proteins are not shared through IBs. Furthermore, we did not detect transfer of organelles in bulk like in mouse or Drosophila cysts: Ring canal diameters did not increase with development, organelles did not accumulate disproportionately in any one cystocyte, and centrioles (marked by centrin-2), remained equally distributed. These results suggest that the oocyte in *Xenopus* may not rely on early bulk organelle transfer within the cyst but instead amplifies organelles during the later LBC stage, when transcription is extremely active (74).

This strategy contrasts with models from Drosophila and mouse, where nurse cells dump large quantities of rejuvenated cytoplasm and organelles into the oocyte during meiotic prophase while still part of a cyst. During meiosis in yeast and Drosophila proteostasis enhancement and organelle competitive selection and repair are thought to help generate and identify highly functional organelles (8, 12, 17, 20, 22, 75). The rejuvenated organelles are then deposited into the oocyte, where they support early embryogenesis. Accordingly, Balbiani bodies in the mouse and Drosophila are transient, dispersing rapidly after organelle transfer. In contrast, *Xenopus* and other lower vertebrates may take a delayed approach: Organelles are not rejuvenated during the cyst stage, and bulk transfer is absent. Instead, the oocyte may gradually improve organelle quality during its long diplotene stage, during which the Bb persists (76). This may explain why the Bb is longer-lasting in *Xenopus*, possibly allowing time for internal organelle selection and maturation.

A related but distinct strategy is observed in some marsupial frogs, where hundreds to thousands of transcriptionally active nuclei coexist within a single oocyte (77, 78). These nuclei contribute biosynthetically, producing RNAs and proteins to support a shared cytoplasm. Eventually, only one nucleus is retained for meiosis, and the others degrade. Although structurally different, this mirrors the *Xenopus* system in which ~80% of cystocytes are eliminated but may transiently serve a nurse-like role. Together, these examples suggest that the key evolutionary function of nurse cells may not always be bulk organelle transfer. Rather, nurse cells—or nurse-like cells—may broadly serve to biosynthetically support the oocyte, either by contributing organelles, transcripts, or cytoplasmic components, depending on the species. The balance between these strategies likely reflects developmental constraints and evolutionary adaptations specific to each lineage.

## Materials and Methods

Detailed descriptions of *X. laevis* husbandry and ovary dissection, scRNA-seq, whole-mount immunofluorescence and FISH, live imaging and photoconversion assays, pharmacological treatments, electron microscopy, and image analysis are provided in *SI Appendix*, *Supplemental Materials and Methods*.

## Supplementary Material

Appendix 01

Movie S1. Crawling-like movements within a germline cyst visualized by Hoechst staining.

Movie S2. **Asynchronous mitotic prophases within a germline cyst**. The arrow indicates two cyst cells that enter mitotic prophase with a delay compared to the others. Hoechst staining.

Movie S3. Fusome-like structure in 8-cell cyst.

Movie S4. Fusome-like structure in 16-cell cyst.

Movie S5. Fusome-like structure in 32-cell cyst.

Movie S6. Fusome-like structure in 32-cell cyst.

Movie S7. Ring canals in different cyst stages.

## Data Availability

The raw and processed scRNAseq data archived at the NIH GEO database under accession number GSE304926 (79).

# Supplementary material for: Early female germline development in Xenopus laevis: Stem cells, nurse cells, and germline cysts
**Source:** Proc Natl Acad Sci U S A. 2025 Nov 10;122(46):e2522343122. doi: 10.1073/pnas.2522343122
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for**

Early female germline development in *Xenopus laevis*: Stem cells, nurse cells and germline cysts

Asya Davidian and Allan C. Spradling

**This PDF file includes:**

[Supplemental Materials and Methods](#)

[Supplemental Tables S1 to S2](#)

[Supplemental Figures S1 to S12](#)

[Legends for Movies S1 to S7](#)

[SI References](#)

**Other supporting materials for this manuscript include the following:**

Movies S1 to S7

## **Supplemental Materials and Methods**

### **Experimental model and ethical approval**

The experimental model in this study is *Xenopus laevis*. *Xenopus* tadpoles with 4 limbs (NF59-62), late metamorphic froglets (NF63-65) or sexually mature females were purchased from Xenopus1 company (<https://xenopus1.com/>). All experiments in this study were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the Carnegie Institution of Washington.

### **Whole-mount staining of *Xenopus* ovaries**

Whole gonads were dissected under a stereomicroscope, briefly washed in L-15 medium, and immediately fixed in freshly prepared 4% paraformaldehyde (PFA) in PBS for 1.5 hr or overnight at room temperature (RT) based on the experimental requirements. Post fixation, tissues were washed in PBS and permeabilized in PBST (PBS with 0.5% Triton X-100 and 0.1% Tween-20) for 1 h then blocked in 10% BSA in PBST for 1 h at RT. Tissues were incubated with primary antibodies for 2 days at RT with mixing, followed by thorough washing in PBST for 1.5 h. Secondary antibodies, DAPI (1 µg/ml), and, if required, Alexa 488-Phalloidin (Thermo Fisher, 1 µg/ml) to visualize cell membranes were applied overnight at RT. After a final 1.5 h wash in PBST, samples were mounted in Vectashield® vibrance antifade mounting medium and imaged using a Leica DIVE confocal microscope.

### List of primary antibodies

| Antibody                               | Source         | Identifier |
|----------------------------------------|----------------|------------|
| Rabbit-anti-ddx4 antibody              | Abcam          | ab13840    |
| Rabbit-anti- $\alpha$ -Tubulin         | Abcam          | ab18251    |
| Rabbit-anti-Acetyl- $\alpha$ -Tubulin  | Cell Signaling | 5335       |
| Mouse-anti-Acetylated-Tubulin          | Sigma          | T7451      |
| Mouse-Anti- $\gamma$ -Tubulin (GTU-88) | Sigma          | T6557      |
| Mouse-anti-GM130                       | BD Biosciences | 610823     |
| Rabbit-anti-KIF23                      | Thermo Fisher  | PA5-67017  |
| Rabbit-anti-Citrate Synthase           | Abcam          | ab96600    |
| Rabbit-anti-PDI                        | Thermo Fisher  | PA5-77821  |
| Mouse-anti-Spectrin                    | Sigma          | S3396      |
| Rabbit-anti-alpha-II-Spectrin          | Thermo Fisher  | PA-35383   |
| Rat-anti-Centrin 2                     | BioLegend      | W16110A    |
| Mouse-anti-Fibrillarin (G-8)           | Santa-Cruz     | Sc-374022  |
| Mouse-anti-hts (adducin)               | DSHB           | 1B1        |

### **LysoTracker staining**

Dissected ovaries were cultured in vitro in 1 mL of 50 nM LysoTracker Red (L7528, Thermo Fisher) diluted in L-15 medium supplemented with 5% FBS and 1× Penicillin-Streptomycin, at room temperature for 6 or 15 h. Ovaries were then fixed in 4% PFA/PBS for further analysis.

### **Live Imaging**

For live imaging, to stain nuclei, juvenile ovaries were incubated in L-15 medium with Hoechst 33342 (1:200; ThermoFisher) overnight at RT. The following day, ovaries were rinsed in fresh L-15 medium and mounted in 0.5–1% low-melting agarose in a 35 mm glass-bottom dish (Cat#: D35-20-1.5H) for imaging. After solidification of the agarose, L-15 medium supplemented with 5% FBS and 1× Penicillin-Streptomycin was added to maintain tissue viability during imaging. Z-stack images were acquired using a Leica DIVE confocal microscope with 405 nm excitation, typically using a 40× or 63× oil objective. Ovaries were imaged live within 6 h of staining.

### **Photoconversion Assay and Live Imaging**

To assess cytoplasmic protein exchange between cystocytes, we used juvenile *Xenopus laevis* ovaries from transgenic frogs expressing the photoconvertible protein KikGR [*Xla.Tg(CAG:KikGR)*] (1). Transgenic froglets (stages NF55–66) were obtained from the National *Xenopus* Resource (NXR). KikGR fluoresces green under standard excitation and irreversibly converts to red fluorescence upon exposure to UV light. Freshly dissected ovaries were stained overnight at RT with CellMask™ Deep Red plasma membrane dye (#C10046, Thermo Fisher) at 1× concentration in L-15 medium to

visualize cell boundaries. Ovaries were then transferred to a 35 mm glass-bottom dish with a 20 mm microwell and embedded in 0.5–1% low-melting agarose to allow orientation. Once the agarose solidified, L-15 medium supplemented with 5% FBS and 1× Penicillin-Streptomycin was added to cover the tissue. Germline cysts were identified based on CellMask membrane staining. An ROI (region of interest) within a single cystocyte was selected in a cyst and photoconverted using 405 nm UV laser and Z-stack images were acquired for 1 h and 24 h post-conversion using 488 nm, 561 nm, and 647 nm lasers to visualize unconverted and converted KikGR fluorescence and cell membranes, respectively. Z-stacks were captured using a 63× oil immersion objective. At least six photoconversion events were analyzed across multiple ovaries, with consistent results.

Using Fiji, selected z-stacks were processed with Average Intensity Projection to generate a 2D image of each cyst. We then measured the Integrated Density (total intensity) within the region of interest (ROI), adjacent connected cystocytes, and nearby non-cyst cells (follicle). The Integrated Densities of the ROI and neighboring cystocytes were normalized to that of the non-cyst cell/follicle (Figure 5E; white dashed circle marks the ROI, 1–2 indicate neighboring cystocytes, F marks a nearby follicle).

#### **EdU and OPP labeling of ovaries *in vitro***

EdU (5-ethynyl-2'-deoxyuridine; Thermo Fisher) was added to freshly dissected ovaries at 1:500 dilution from stock into L-15 medium supplemented with 5% FBS and 1× Penicillin-Streptomycin. To detect ongoing protein synthesis, O-propargyl-puromycin (OPP; Vector Laboratories) was added at a final concentration of 20 μM. Ovaries were incubated with EdU for at least 1 h at RT or overnight when needed, and with OPP for 2

h at RT. Following incubation, gonads were fixed in 4% PFA in PBS and permeabilized in PBST before proceeding with Click-iT detection as per the manufacturer's protocol.

### **Lineage tracing with EdU labeling**

To determine the developmental timeline and fate of germline cysts, we performed an EdU pulse-chase experiment in *Xenopus*. A total of 125 metamorphic froglets (NF62–65, including males and females) were injected with EdU (10 µg per froglet) and sacrificed at two-day intervals for gonad dissection up to day 57. Gonads were fixed in 4% PFA in PBS overnight, permeabilized, and processed for EdU detection (ThermoFisher, Cat# C10337) and whole-mount immunofluorescence. The number of EdU-positive germ cell nuclei was manually counted using the Imaris “Spots” function. Because the number of ovarian lobes varied between samples, counts were normalized to the number of lobes in each gonad. The mean number of labeled oocytes per lobe was calculated for each time point (2–4 d, 12 d, 18 d, 33 d, 52–57 d) and then normalized to the mean value at the earliest time point (2–4 days) to determine the relative fraction of EdU-labeled oocytes remaining over time (Fig. 7D).

### **Nocodazole treatment**

Dissected ovaries together with kidney were incubated individually in 24-well plate with Nocodazole (1 µg/mL, SML1665, Sigma) in L-15 supplemented with 5% FBS and 1x Penicillin-Streptomycin for 20 h. Control samples were treated with an equivalent volume of DMSO. Half of each ovary was fixed immediately after drug exposure, considered as 0 h. The remaining halves were washed every 30 minutes for ~6 h in L-15 medium (5% FBS, 1× Pen/Strep) to remove residual drug and then incubated overnight for complete microtubule recovery. The following day, all samples were fixed in 4% PFA

in PBS for 1.5 h at RT. To visualize both microtubules (acetylated tubulin antibody) and ring canals (Kif23 antibody), a 30-minute incubation in detergent solution (1% SDS, 0.5% Tween-20, 50 mM Tris pH 7.4, 1 mM EDTA, 150 mM NaCl) was used following fixation. This treatment enhances ring canal detection, which is otherwise challenging due to their sensitivity to fixation and requirement for antigen retrieval.

### **Single-molecule whole mount HCR RNA FISH**

Customized HCR RNA-FISH probes for *piwil4.S*, *nefm.S* and *rec8.L* were obtained from Molecular Instruments. Hybridization was performed according to the manufacturer's protocol, with the following modifications. Ovaries were fixed in 4% PFA in PBS for 1.5 h at RT, dehydrated through a series of methanol treatment and stored at -20 °C until used. Rehydrated ovaries were permeabilized for 30 minutes in detergent solution (1% SDS, 0.5% Tween-20, 50 mM Tris pH 7.4, 1 mM EDTA, 150 mM NaCl). Tissues were pre-hybridized and then incubated with probes at a final concentration of 10 nM overnight at 37 °C. After washes and the amplification step, samples were washed in 5× SSCT (5× SSC with 0.1% Tween-20) containing DAPI (1 µg/ml), mounted in Vectashield antifade, and imaged.

### **Combined HCR RNA FISH and immunofluorescence**

To combine HCR RNA-FISH with immunofluorescence, we implemented the following modifications to the standard protocol. Ovaries were fixed in 4% PFA for 1.5 h at RT, washed thoroughly in PBST, and incubated in detergent solution for 30 minutes to permeabilize the tissue. Immunostaining was performed using primary antibodies against Kif23 and acetylated tubulin. After secondary antibody incubation and washes, the tissue was fixed in 2% PFA in PBS for 10 min, followed by several PBST washes. Gonads were

then either dehydrated through a methanol series or directly processed for HCR RNA-FISH, following the protocol described above.

### **Whole-mount telomere DNA FISH**

A Cy3-labeled telomere-specific DNA probe (/5Cy3/TTAGGG repeated 7×) was used to label telomeres. After 1.5 h fixation, samples were permeabilized in PBST for 1 h, followed by proteinase K treatment (10 µg/ml, 10 min). Tissues were washed, fixed in 2% PFA in PBS for 10 min and rinsed in PBST. Pre-hybridization was performed in buffer containing 50% formamide, 5× SSC, 0.1% Tween-20, and 0.5 mg/ml tRNA for 1 h or overnight. Probes were diluted to 2–5 ng/µl in hybridization buffer and co-denatured with the sample at 75 °C for 5 min, followed by overnight incubation at 37 °C. Post-hybridization washes were performed stepwise using decreasing concentrations of pre-HB in 2× SSC, then 0.2× SSC and 2× SSC (with 0.1% Tween-20). Samples were stained with DAPI, mounted in Vectashield antifade, and imaged under a confocal microscope.

### **Single-Cell ovary dissociation and sequencing**

Ovaries from juvenile *Xenopus* were dissected at developmental stages between NF62–66. Dissections were performed in L-15 medium at RT. A fresh collagenase solution was prepared in L-15 containing 3 mg/ml Collagenase I (Gibco 17018029), 2 mg/ml Collagenase IV (Gibco 17104019), 3 mg/ml Collagenase II (Sigma C6885), and 1 mM CaCl<sub>2</sub>. Ovaries were chopped into small pieces in collagenase solution and transferred into low-adhesion 1 ml tubes. Tissues were digested for ~40 min at RT with rotation. Cells were pelleted at 300 × g for 3 min, washed in PBS, and digested with 1 ml TrypLE Express (Gibco) for 10 min at RT. The reaction was quenched by adding 10% FBS. Cells were washed twice with cold PBS containing 1% BSA, resuspended in 1 ml

PBS with 1% BSA, and filtered through 70  $\mu\text{m}$  and then 40  $\mu\text{m}$  cell strainers to remove clumps. Cells were pelleted at  $400 \times g$  for 5 min, resuspended in  $\sim 50 \mu\text{l}$  PBS, and viability was assessed using automated cell counter (Countess™ 3 FL, ThermoFisher). Cell viability was  $>95\%$  with minimal clumping. Approximately 10,000 live cells per sample were loaded onto the 10X Genomics Chromium system following the manufacturer's protocol. Libraries were sequenced on an Illumina NextSeq 500 and processed using Cell Ranger v8.0.1 with default settings.

### **Single-cell RNA-seq analysis**

Single-cell RNA-seq data from three independent *Xenopus laevis* juvenile ovaries were processed using Seurat v5.1.0. Each sample was converted into a Seurat object and merged using CCA-based integration. Low-quality cells were excluded based on gene count ( $<100$  or  $>8000$  genes) and mitochondrial gene content ( $>1.5\%$ ). Gene expression was normalized (LogNormalize method), and variable features were identified (2000 genes, VST method). Data were scaled, principal component analysis (PCA) was performed, and the top 20 PCs were used for clustering (resolution = 2) and UMAP visualization. After integration using IntegrateLayers() with CCA, the dataset was reclustered using the first 20 dimensions of the integrated reduction (resolution = 1) and visualized with UMAP. Germline clusters were selected based on expression of germ cell markers and UMAP position, then subsetted for reanalysis. The germline subset was normalized, scaled, and reanalyzed using PCA, clustering (resolution = 0.5), and UMAP using 30 dimensions of the integrated reduction.

### **Electron microscopy**

Ovarian tissue was fixed in 2% PFA/2.5% glutaraldehyde and in 0.1 M cacodylate buffer (pH 7.4) at RT for 1–2 h, then stored at 4°C. Samples were post-fixed in 1% osmium tetroxide, dehydrated through a graded ethanol series, and embedded in epoxy resin. Ultrathin sections (70–90 nm) were cut using an ultramicrotome, collected on copper grids, stained with uranyl acetate and lead citrate, and imaged with a transmission electron microscope (Hitachi TEM HT7800).

### **Partial Ovariectomy**

Partial ovariectomy was performed as described in *Xenopus* oocyte isolation protocols (2).

### **Image analysis and 3D reconstruction using Imaris**

Imaris software (Bitplane) was used for quantitative and three-dimensional analyses of confocal image stacks. To determine the exact number of cells within germline cysts, the “Cell” module was used to segment nuclei and measure EdU-labeled cells in 3D. The “Spots” function was applied to count EdU-positive nuclei across different time points following EdU injection. For structural visualization of the fusome, the “Surface” module was used to reconstruct acetylated tubulin-labeled fusomes in three dimensions, allowing assessment of their architecture and connectivity within germline cysts.

## Supplemental Tables

**Table S1. Marker genes for scRNAseq cluster identification.**

| # of cluster | Name of cluster                 | Marker genes                                                          | Function of marker genes                                                                                                               | References | Morphology                                                                                         |
|--------------|---------------------------------|-----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------|------------|----------------------------------------------------------------------------------------------------|
| 1            | <b>GSC</b>                      | <i>piwil4.S</i><br><i>chgb.L</i><br><i>dnmt3a</i>                     | <i>piwil4</i> - transposon silencing;<br><i>chgb</i> - secretory granules of neuroendocrine cells;<br><i>dnmt3a</i> - DNA methylation  | (3, 4)     | Large cells with polymorphic nucleus, dispersed chromatin, and prominent mitochondrial cloud.      |
| 2            | <b>G2/M</b>                     | <i>ccnb3.S</i><br><i>cdk1.L</i><br><i>melk.L</i><br><i>mki67.S</i>    | Proliferation markers                                                                                                                  | (5, 6)     | Dividing cysts                                                                                     |
| 3            | <b>Oogonia (Oog)</b>            | <i>cyp26a1.S</i>                                                      | Meiotic entry repressor                                                                                                                | (7)        | Cysts with 2-, 4-, 8-, 16-, 32-cells before meiosis.                                               |
| 4            | <b>Pre-Meiotic S (P-M S)</b>    | <i>rec8.L</i>                                                         | Meiotic recombination protein                                                                                                          | (8)        | Often EdU-positive, undergoing pre-meiotic S phase; morphologically similar to oogonia cysts.      |
| 5            | <b>Leptotene-Zygotene (L-Z)</b> | <i>dmc1.L</i><br><i>spo11.L</i><br><i>sycp3.L</i><br><i>hormad1.S</i> | Genes involved in meiotic double-strand break formation, recombination, and synaptonemal complex assembly                              | (9)        | Cysts with telomere bouquets, nucleolus repositioning (1–2), and initiation of rDNA amplification. |
| 6            | <b>Early Pachytene (EP)</b>     | <i>syce2.L</i><br><i>hormad1.S</i>                                    | Synaptonemal Complex Central Element Protein 2 - an essential structural component of the central element of the synaptonemal complex. | -          | Prominent rDNA cap opposite the telomeres.                                                         |
| 7            | <b>Late Pachytene (LP)</b>      | <i>syce2.L</i><br><i>figla.L</i>                                      | <i>syce2</i> - the central element of the synaptonemal complex;<br><i>figla</i> - oocyte-specific transcription factor                 | (10)       | Increased cell/nuclear size; fully developed rDNA cap.                                             |
| 8            | <b>Early Diplotene (ED)</b>     | <i>figla.L</i><br><i>velo1.L</i><br><i>vegt.L</i>                     | <i>figla</i> - oocyte-specific transcription factor;<br><i>velo1</i> - marker of Balbiani body;                                        | (10–13)    | Oocytes separated from cyst, forming primordial follicles; rDNA amplification                      |

|    |                               |                                                 |                                                                                                                                                                                                                              |      |                                                                                                                                  |
|----|-------------------------------|-------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------|----------------------------------------------------------------------------------------------------------------------------------|
|    |                               |                                                 | <i>vegt</i> - transcription factor required for both mesoderm and endoderm formation in the embryo                                                                                                                           |      | ceased, telomeres dispersing.                                                                                                    |
| 9  | <b>Stage 1 Follicle (St1)</b> | <i>zp4.L</i><br><i>velo1.L</i><br><i>vegt.L</i> | <i>zp4</i> - zona pellucida - the extracellular matrix surrounding oocytes;<br><i>velo1</i> - marker of Balbiani body;<br><i>vegt</i> - transcription factor required for both mesoderm and endoderm formation in the embryo | (13) | Enlarged follicles with large germinal vesicles and telomeres detached from the nuclear membrane; forming lampbrush chromosomes. |
| 10 | <b>NC3</b>                    | -                                               | -                                                                                                                                                                                                                            | -    | -                                                                                                                                |
| 11 | <b>NC1</b>                    | -                                               | -                                                                                                                                                                                                                            | -    | -                                                                                                                                |
| 12 | <b>NC2</b>                    | -                                               | -                                                                                                                                                                                                                            | -    | -                                                                                                                                |

Information regarding marker genes in each scRNAseq cluster (cluster number) is given.

Names are based on the meiotic or other developmental stage deduced from its gene expression. The name and function of indicated marker genes that validate stage assignments are given, along with reference(s). The last column includes a brief description of the stage to assist in identification.

**Table S2. Genes downregulated in early nurse cells (NC1).**

| <b>Xenopus</b> | <b>Mouse</b> | <b>LZ avg exp</b> | <b>NC1 avg exp</b> | <b>NC1 / LZ</b> |
|----------------|--------------|-------------------|--------------------|-----------------|
| faim2          | Faim2        | 7.02              | 0.78               | 0.11            |
| sycp3          | Sycp3        | 4.65              | 0.57               | 0.12            |
| dmc1           | Dmc1         | 5.18              | 0.66               | 0.13            |
| hormad1        | Hormad1      | 10.11             | 1.50               | 0.15            |
| sycp1          | Sycp1        | 9.68              | 1.61               | 0.17            |
| macroh2a2      | Macroh2a2    | 3.05              | 0.65               | 0.21            |
| syce2          | Syce2        | 6.71              | 1.47               | 0.22            |
| arl3           | Arl3         | 2.51              | 0.55               | 0.22            |
| spata22        | Spata22      | 8.50              | 1.93               | 0.23            |
| ano1           | Ano1         | 2.62              | 0.61               | 0.23            |
| fkbp10         | Fkbp10       | 3.73              | 0.88               | 0.24            |
| agtrap         | Agtrap       | 5.75              | 1.44               | 0.25            |
| dazl           | Dazl         | 19.69             | 5.01               | 0.25            |
| ccdc63         | Ccdc63       | 1.86              | 0.51               | 0.27            |
| syce3          | Syce3        | 6.10              | 1.71               | 0.28            |
| ccdc63         | Ccdc63       | 1.88              | 0.54               | 0.29            |
| hmces          | Hmces        | 5.32              | 1.50               | 0.29            |

A list of genes (Xenopus) and their mouse orthologs (Mouse) regulated in early nurse cells (NC1) relative to the leptotene-zygotene (L-Z, cluster 5) from which they derive as they leave the main circle of germ cell development. 

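The average expression in Table S2 is the mean over cells of UMIs per 10000 UMIs of a cell. The same average was taken over the cells of a cluster within each ovary and then over the 3 ovaries with equal weight. The median ratio of the listed genes was 0.218. With the UMIs of all cells summed before dividing it was 0.144, and with the named genes left out of the variable genes, the setting that moved it most, it was 0.477. For *faim2.L* the level was 0.609 in low-UMI cluster 6 and 6.28 in the L-Z-like cluster, a ratio of 0.0969. For *hmces.L* it was 1.37 and 5.22, a ratio of 0.263. The ratio of *ccdc63.L*, whose level in cluster 6 was 0.429, ranged from 0 to 0.378 between ovaries.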

Average gene expression is given as well as the ratio of NC1/L-Z. Genes are listed from smallest to largest NC1/L-Z ratio (all genes from among 12,154 are shown in which NC1/L-Z <0.3 and L-Z >1 and NC1>0.5).

## Supplemental Figures

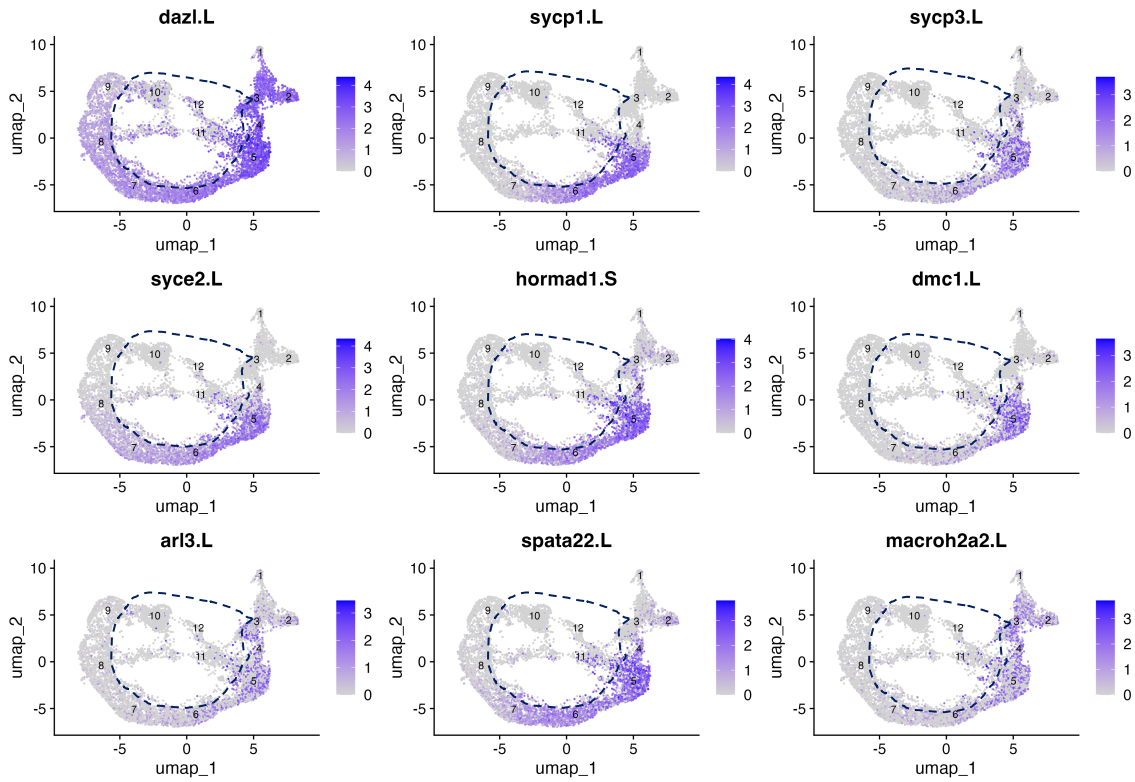

**Fig. S1. Genes preferentially downregulated in nurse-like cells compare to meiotic cells in outer ring.** Feature plots showing the expression of some representative meiotic genes that are downregulated in nurse-like cell clusters compared to germ cells of the same developmental stage. Each dot represents a single cell, with darker colors indicating higher expression levels. Cells along the main developmental trajectory (outlined with a red dashed line) generally exhibit stronger expression of these genes than cells in the nurse cell clusters (outlined in blue). Refer to Figures 1A and 7E for spatial orientation of these cell groups within the UMAP. **Cluster identity:** 1 - "GSC", 2 - "G2/M cyst", 3 - "Oogonia cyst", 4 - "Pre-Meiotic S cyst", 5 - "Leptotene-Zygotene cyst", 6 - "Early Pachytene cyst", 7 - "Late Pachytene cyst", 8 - "Early Diplotene", 9 - "Stage 1 Follicle", 10 - "NC3"; 11 - "NC1", 12 - "NC2".

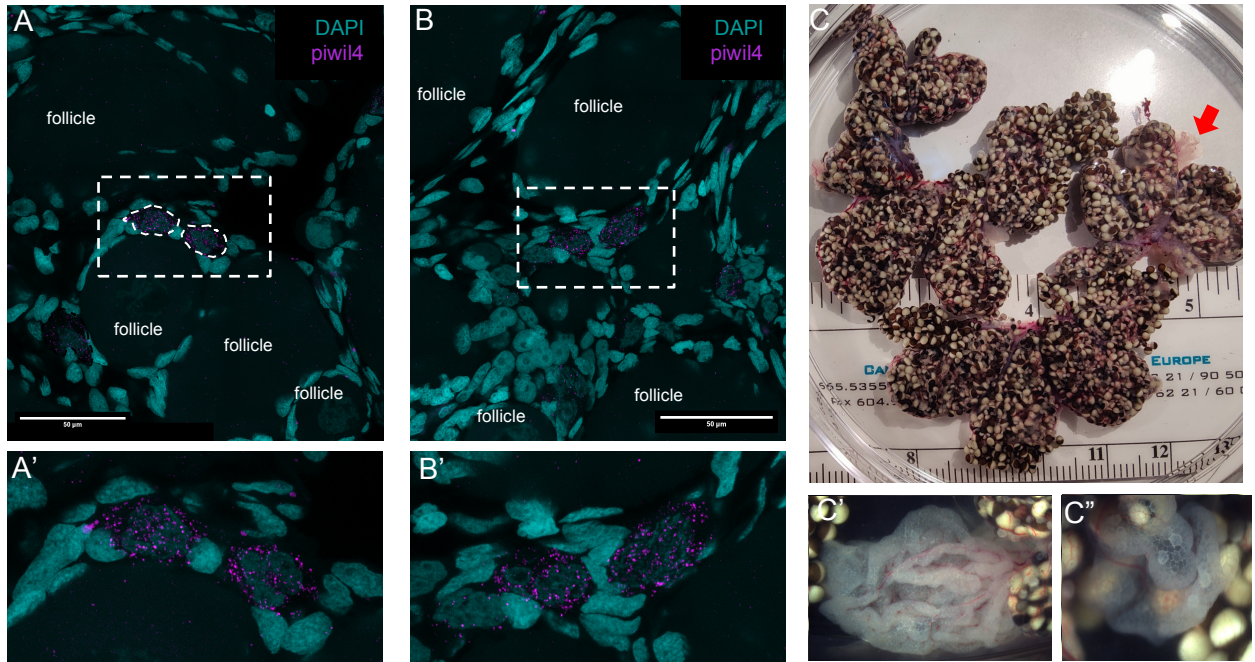

**Fig. S2. Germline stem cells in the adult *Xenopus* ovary.** **A–B** – Germline stem cells (GSCs) located on the epithelial surface of the adult *Xenopus* ovary, marked by *piwil4* RNA expression (magenta). The dashed boxes in A and B are shown as magnified images in A' and B'. **C** – Adult ovary pair approximately five years after partial ovariectomy. Red arrow indicates a regenerating ovarian lobe. **C'–C''** – Close-up of the regenerating lobe from panel C (red arrow), showing developing white-translucent follicles.

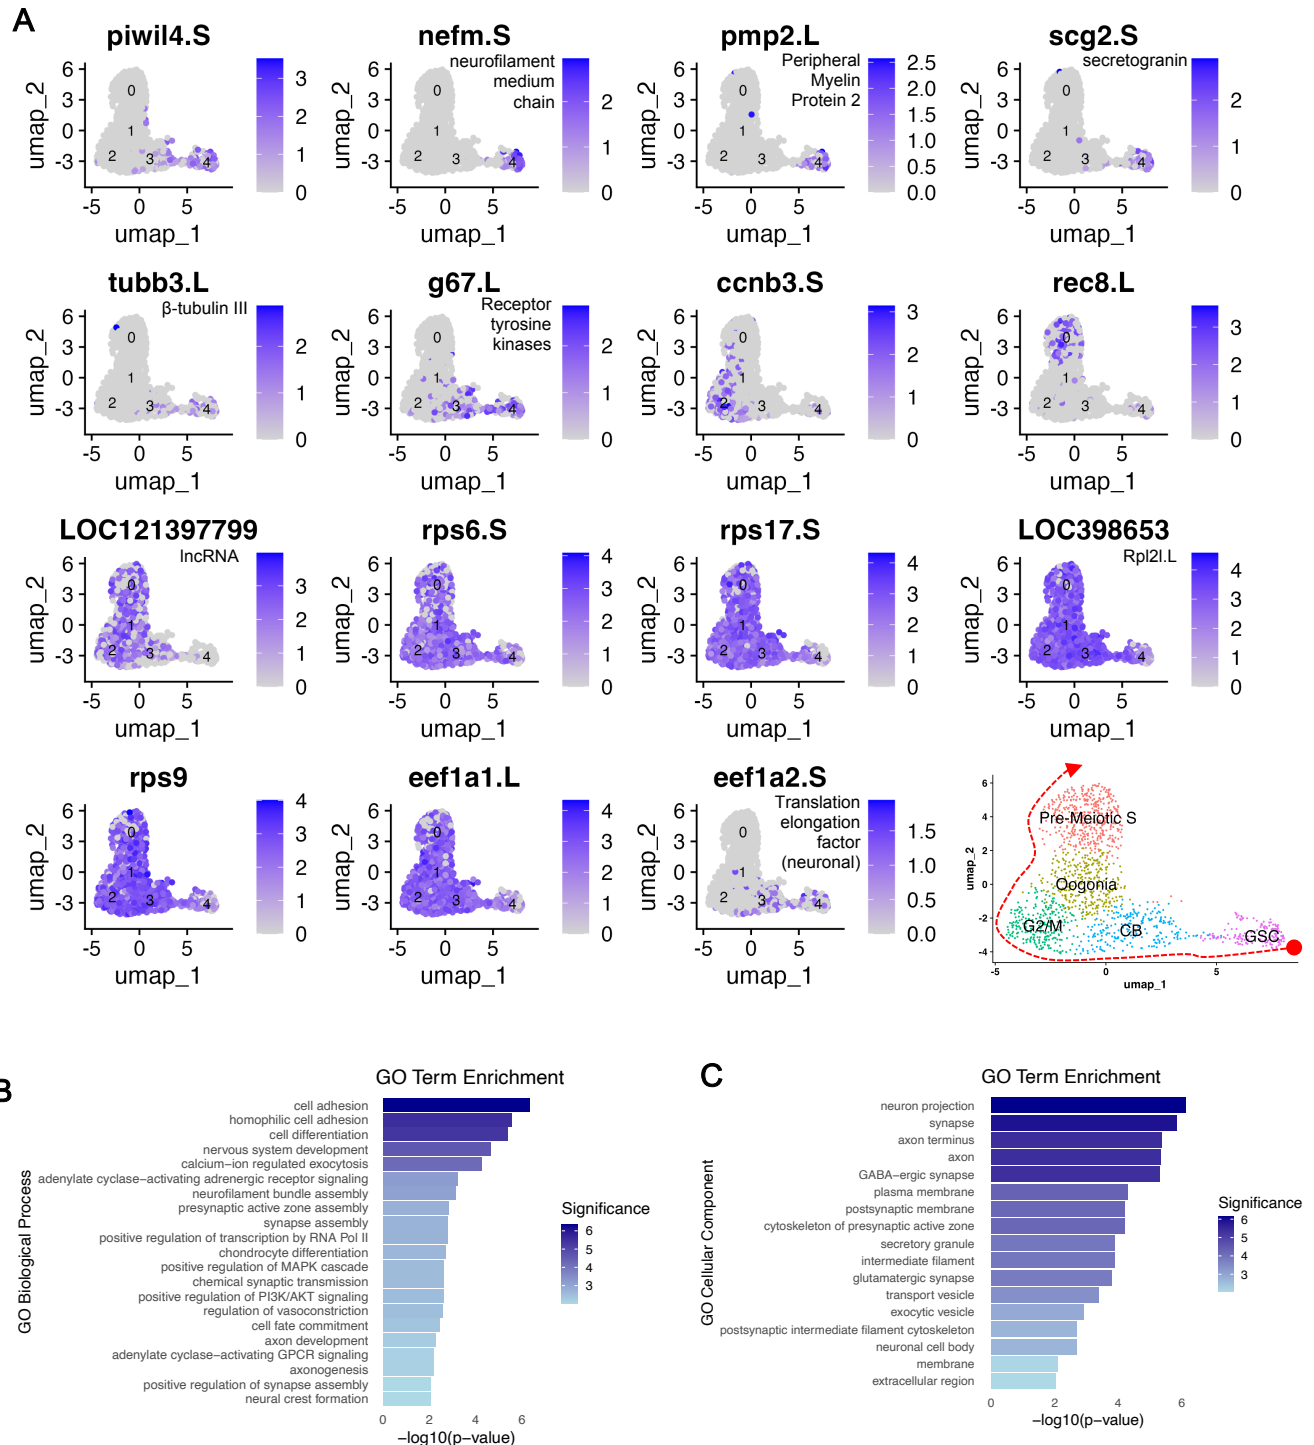

**Fig. S3. Expression features of early germline clusters from GSCs to pre-meiotic S-phase.** **A** – Early-stage germline clusters from Figure 1A (#1 – GSC, #2 – G2/M cyst, #3 – oogonia) were subsetted and re-clustered in Seurat. The quiescent GSC cluster (#4) expressed neuronal genes (*nefm.S*, *pmp2.L*, *scg2.S*, *tubb3.L*) alongside *piwil4.S*. 

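The early clusters were not clustered again here. The GSC-like cluster was compared with the pre-meiotic S-like and G2/M-like clusters combined, whose sums held 1746978, 1785392 and 910329 UMIs in ovaries 1, 2 and 3. *nefm.S* had a log2 fold change of 7.57 (standard error 0.343, adjusted p = 7.73e-11, higher in 3 of 3 ovaries), *scg2.S* 5.17 (standard error 0.440, adjusted p = 1.28e-07, higher in 3 of 3 ovaries) and *tubb3.L* 3.11 (standard error 0.365, adjusted p = 3.63e-06, higher in 3 of 3 ovaries). *pmp2.L*, at 6.80, is one of the markers that named the cluster.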

The

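In the comparison of the GSC-like cluster with the other early clusters, *rps9* had a log2 fold change of -2.12 (standard error 0.163, adjusted p = 5.23e-08) and *eef1a1.L* -1.76 (standard error 0.182, adjusted p = 1.03e-06). LOC398653 had -1.55 (standard error 0.180, adjusted p = 3.05e-06), *rps6.S* -0.98 (standard error 0.205, adjusted p = 8.95e-04) and LOC121397799 -4.32 (standard error 0.433, adjusted p = 7.26e-07). Each was lower in 3 of 3 ovaries. After the germline was integrated again, with a seed that merged the GSC-like cluster with neighboring cells, *rps6.S* (-0.36, adjusted p = 0.189) and LOC398653 (-0.28, adjusted p = 0.0987) were not called. Against all other germline cells outside the low-UMI clusters, the changes were -3.05 for *rps9*, -1.50 for *eef1a1.L*, -1.30 for LOC398653, -0.84 for *rps6.S* and -1.39 for LOC121397799, all of them called. There *rps6.S* lost its call without ovary 2 (-0.74, adjusted p = 0.169) or ovary 3 (-0.89, adjusted p = 0.0855) and with the deeper sums thinned (-0.42, adjusted p = 0.188), LOC398653 without ovary 2 (-1.16, adjusted p = 0.0618) and LOC121397799 without ovary 1 (-1.25, adjusted p = 0.0701). In the merged grouping only *rps9* of these genes was called. There *rps6.S* (-0.27, adjusted p = 0.387), LOC398653 (-0.09, adjusted p = 0.766) and *eef1a1.L* (-0.39, adjusted p = 0.206) kept their sign, and LOC121397799 changed its sign (1.01, adjusted p = 0.0513).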

putative cystoblast (CB) cluster (#3) showed upregulation of ribosomal genes (*rps6.S*, *rps17.S*, *rps9*, *LOC398653* [*rpl2.L*, 60S ribosomal protein], *eef1a1.L*) and the lncRNA *LOC121397799*, which were expressed at lower levels in GSCs (#4). 

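*eef1a2.S* had a level of 0.727 ± 0.0543 per 10000 UMIs (SD, n = 3 ovaries) in the GSC-like cluster, 0.160 ± 0.0509 in the pre-meiotic S-like cluster and 0.0909 ± 0.0301 in the G2/M-like cluster. The next highest germline cluster had 0.0152, and somatic cells had 0.0434 ± 0.0248. Its log2 fold change in the GSC-like cluster was 1.34 (standard error 0.275, adjusted p = 7.73e-04, higher in 3 of 3 ovaries) against the other early clusters and 4.08 (standard error 0.588, adjusted p = 4.96e-04, higher in 3 of 3 ovaries) against all other germline cells outside the low-UMI clusters.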

Notably, *eef1a2.S*, a neuronal-specific translation elongation factor, was restricted to clusters #4 and #3, suggesting a specialized translational program in early germ cell. Cluster #2 likely represents dividing oogonia, marked by *ccnb3* expression. Cluster #0 corresponds to pre-meiotic S-phase cells, characterized by *rec8.L* expression. Cluster #1 lacked significantly enriched unique markers and is likely composed of non-dividing interphase oogonia. **B–C** – GO term enrichment (NCBI DAVID) for Biological Process and Cellular Component categories based on the top 500 upregulated genes in the GSC cluster.

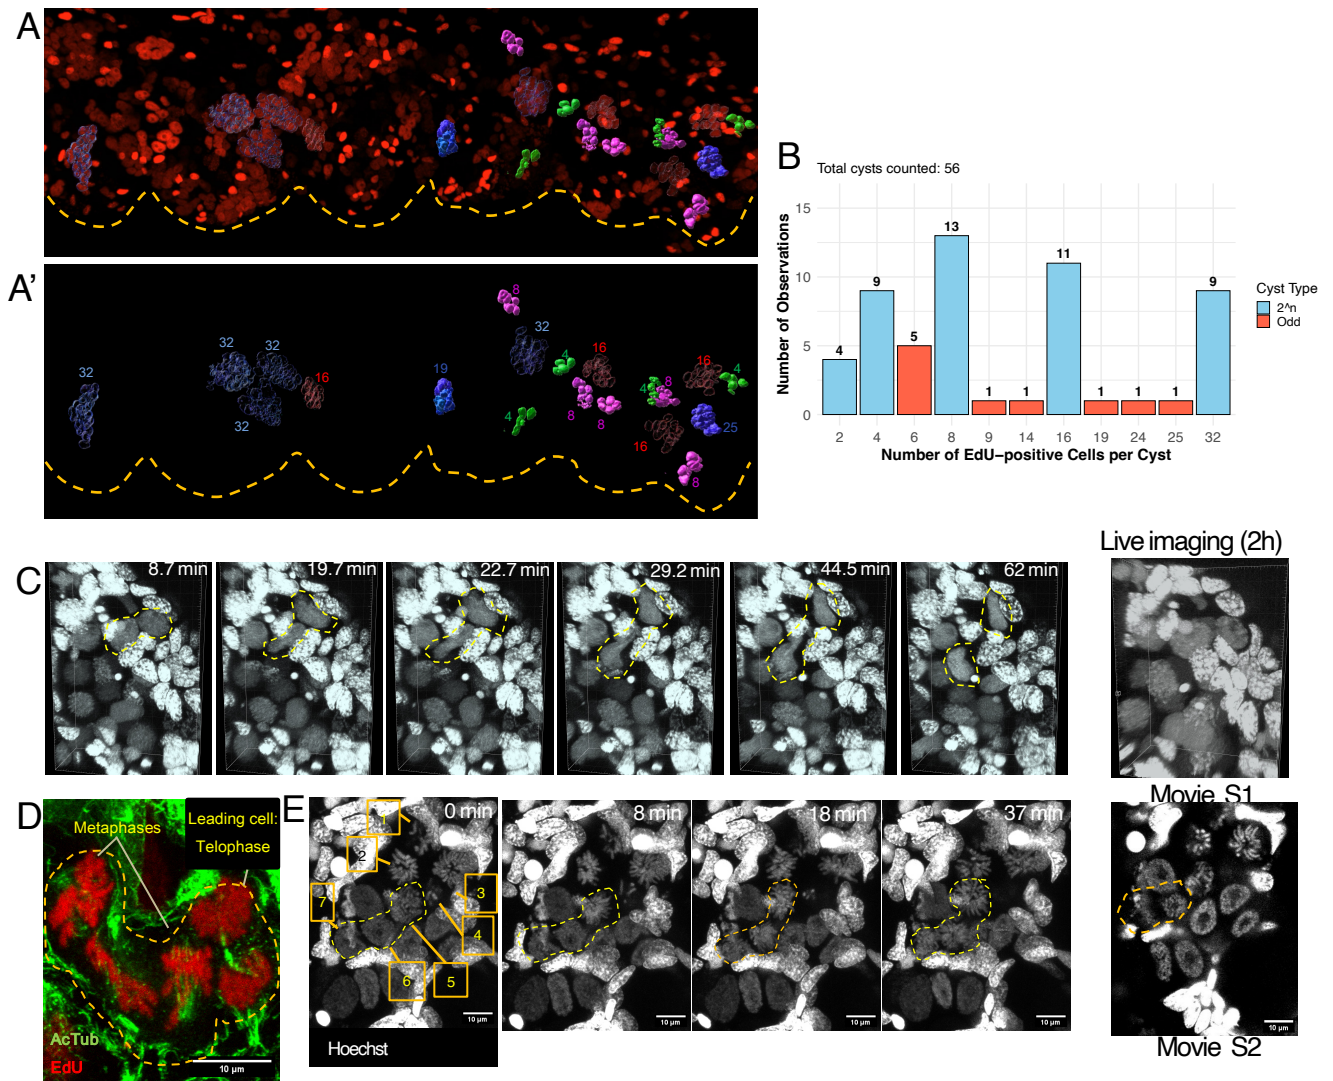

**Fig. S4. Cyst dynamics and asynchrony.** **A–A'** – Region of a juvenile *Xenopus* ovary with 6 lobes (dashed outline) after ~6 hours of EdU incubation (red). The full confocal z-stack is displayed in Imaris, showing the spatial arrangement of germline cysts. Some cysts were 3D reconstructed using the Imaris “Cell” module. **A'** – EdU-positive cysts were analyzed using Imaris “Cell” module to quantify the number of cells per cyst. **B** – A total of 56 cysts from multiple juvenile ovaries, including those shown in (A), were analyzed. **C** – Live imaging over 2 h (Movie S1) showing sister oogonia crawling within the ovary. Hoechst staining reveals germline nuclei as less intensely stained compared to somatic nuclei. **D** – Asynchronously dividing 4-cell cyst labeled with EdU (red) and

acetylated tubulin (green); the “leading” cell is in telophase with a visible midbody, while the remaining cystocytes are in metaphase. **E** – Live imaging over 2 h (Movie S2) shows asynchronous mitotic prophases within a germline cyst (Hoechst). Cells #1–4 are in mitotic prophase at 0 min; cell #5 enters prophase at 8 min; cells #6 and #7 enter at 18 min.

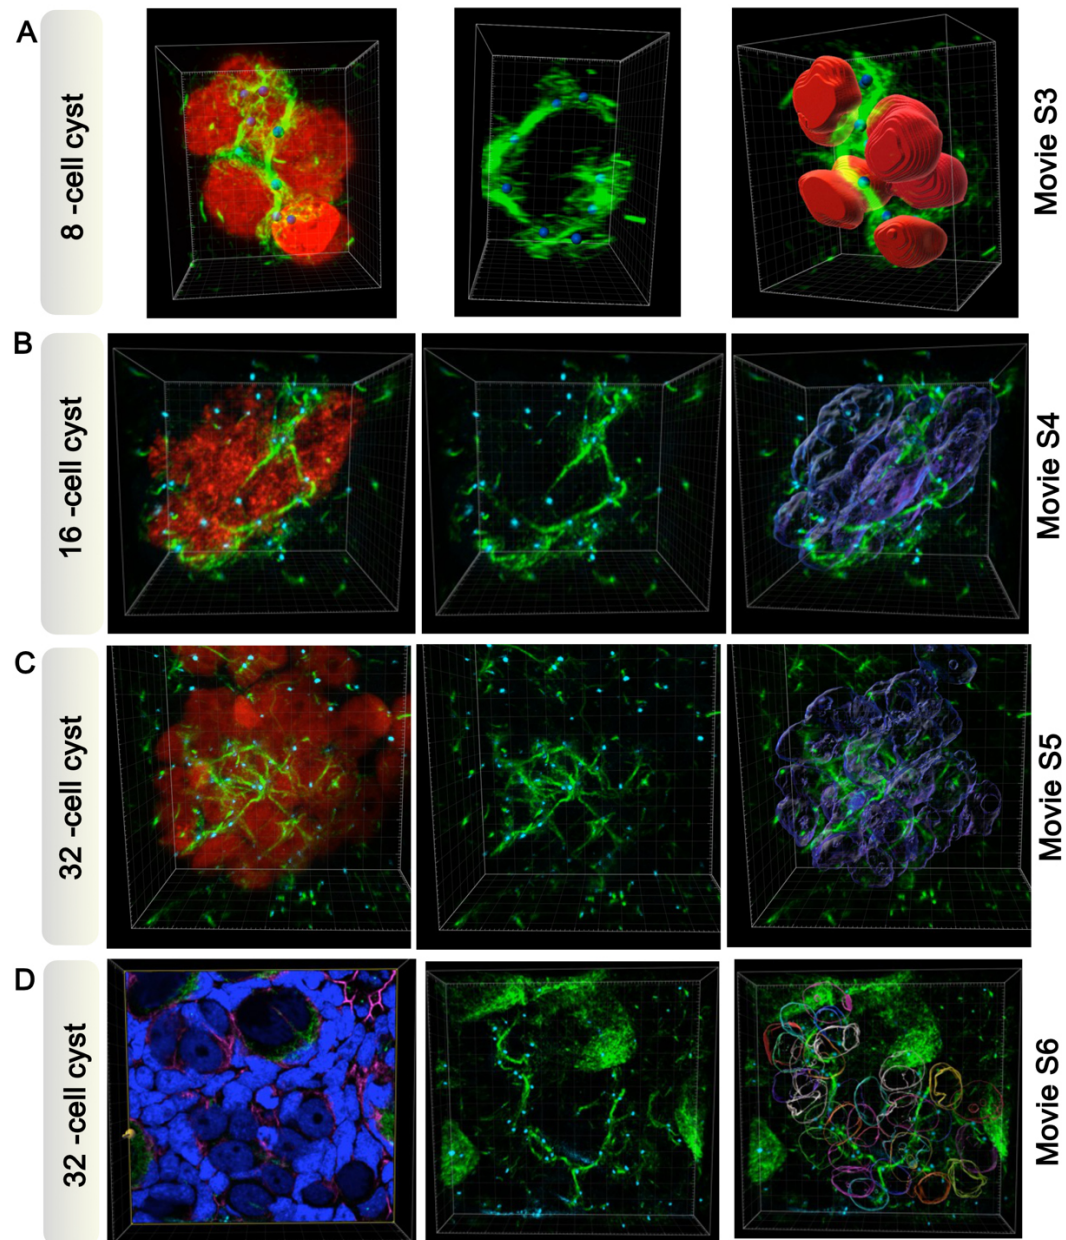

**Fig. S5. FLS in 8-, 16-, and 32-cell oögonia cysts visualized in Imaris as 3D (movies).**

**A–C** – 3D movies (S3–S6) of cysts with 8 (A), 16 (B), and 32 (C) cells labeled with EdU (red), acetylated microtubules (green), centrioles (cyan), and nuclear surfaces (red or blue). **D** – 32-cell cyst showing FLS visualized by acetylated tubulin (green), centrioles (cyan), cell membranes (magenta), DAPI (blue), and segmented nuclear surfaces (varied colors).

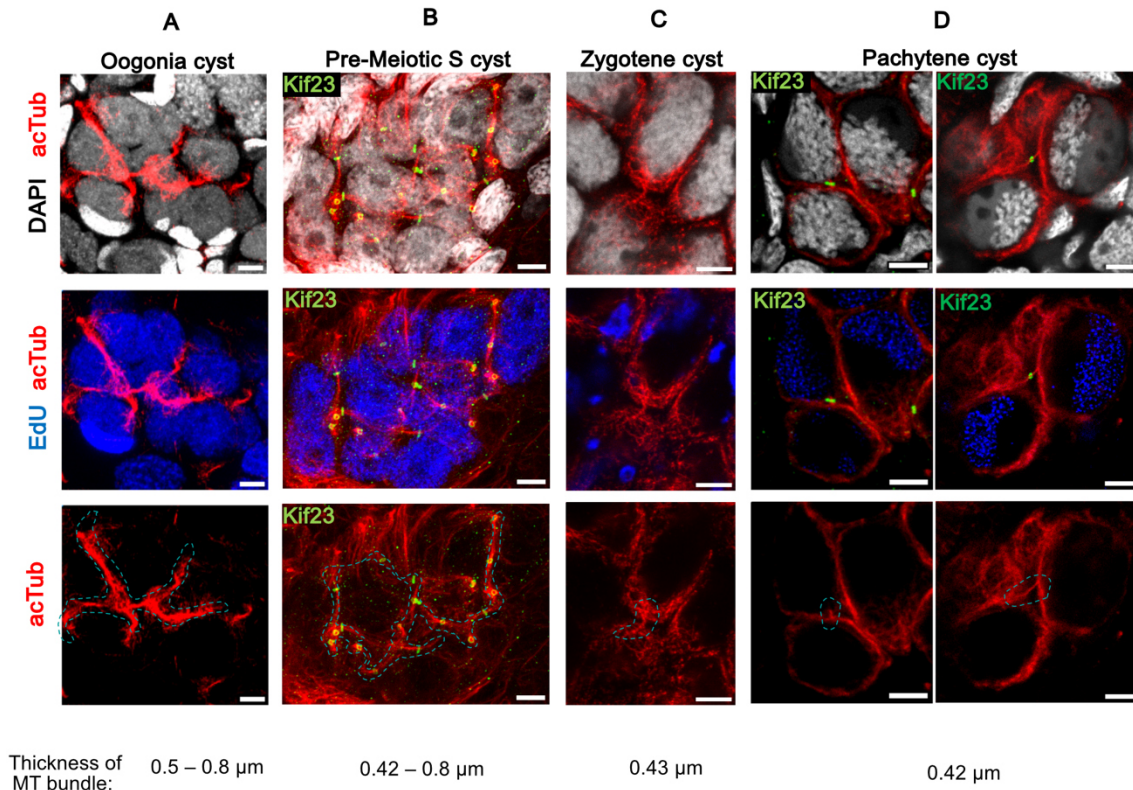

**Fig. S6. FLS during germline cyst development from oögonia to pachytene stages.**

The appearance of FLS changes across stages – from oögonia (**A**), pre-meiotic S (**B**), and zygotene (**C**) to pachytene (**D**) – but microtubule bundles spanning intercellular bridges remain similar in size, as ring canal diameter does not change significantly. Whole-mount ovaries were stained with EdU (blue), acetylated microtubules (red), Kif23 (green), and DAPI (gray). Scale bar 5  $\mu\text{m}$ .

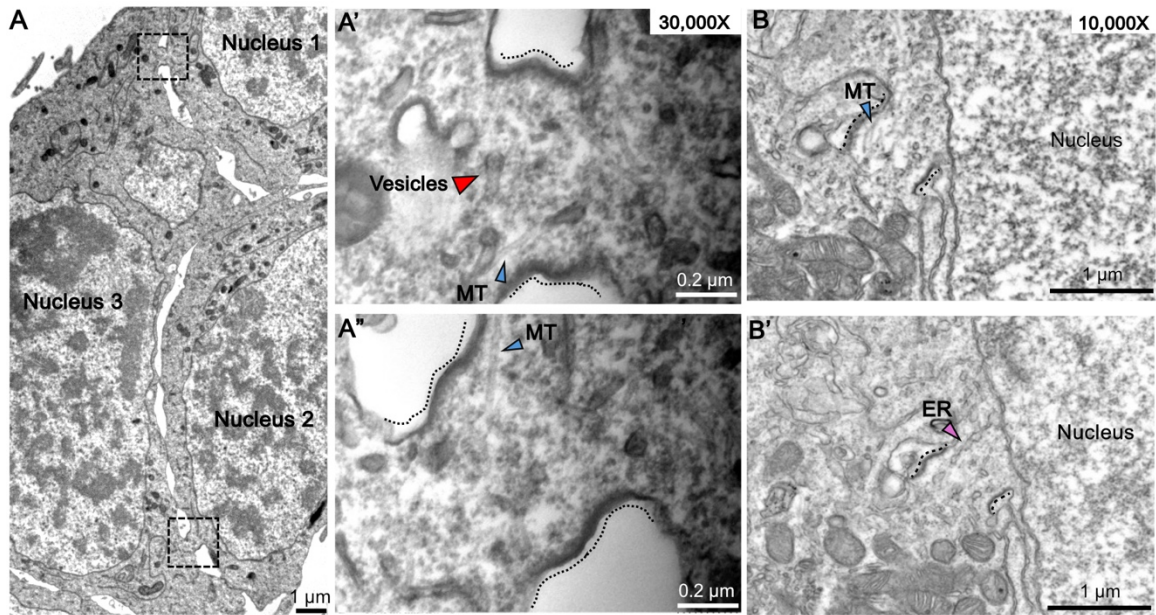

**Figure S7. Ring canals with microtubules, vesicles, and ER-like structures under electron microscopy.** **A** – Three meiotic sister cells connected via two ring canals (dashed boxes). **A'–A''** – Zoomed-in views of ring canals from panel A, showing microtubules (MT, blue arrowhead) and vesicles (red arrowhead) within the ring lumen (black dashed lines). **B–B'** – Serial sections of the same ring canal where on **B** – ring lumen filled with MTs and on **B''** – ER-like structure (pink arrowhead) passing through the ring canal (dashed line).

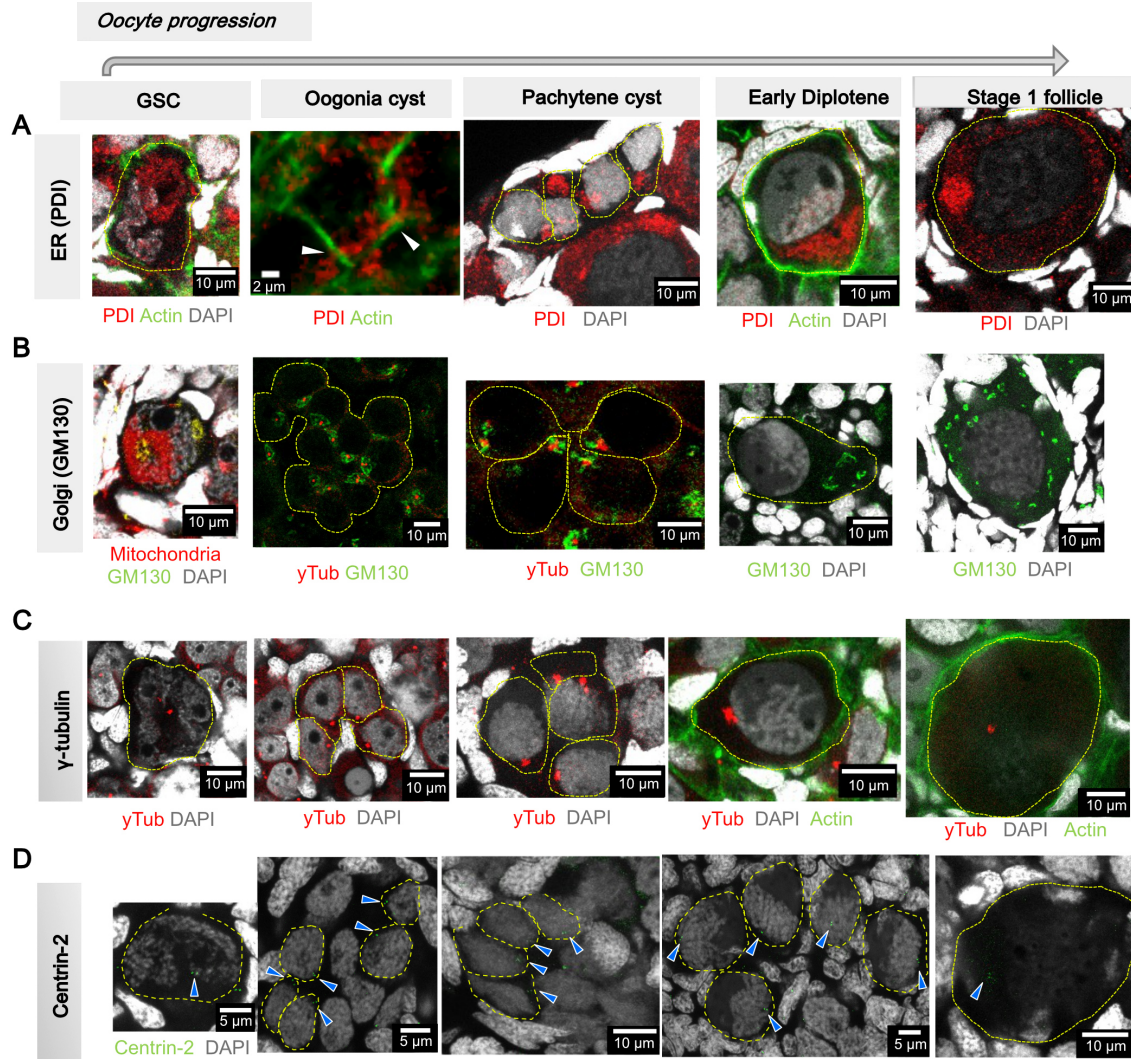

**Figure S8. Organelle dynamics during germline cyst development.** **A** – An enriched endoplasmic reticulum (ER) cluster, stained with PDI (red), is present in GSCs. In oogonial cysts ER often colocalizes with acetylated microtubules. In meiotic (pachytene) cysts and early diplotene, ER accumulates near the centrosome at the vegetal pole. In stage I follicles, ER localizes to the Balbiani body. DAPI (gray), ER (PDI, red), actin (Phalloidin, green). **B** – Golgi apparatus, stained with GM130, appears as a large ring in GSCs, and as centrosome-centered rings in each cystocyte of oogonia cysts, forming a rosette-like pattern. In pachytene cysts, Golgi structures increase in size. In early diplotene, they may appear fragmented, and by stage I, Golgi is dispersed throughout the

cytoplasm as small stacks. DAPI (gray), Golgi (GM130, green),  $\gamma$ -tubulin (red). **C** –  $\gamma$ -tubulin signal increases from GSCs through meiotic cyst stages, peaking in pachytene, and then declines in stage I follicles. DAPI (gray), Actin (green),  $\gamma$ -tubulin (red). **D** – Centrin-2 staining reveals two centriolar dots per germline cell across all stages (blue arrowheads), from GSCs to stage I follicles. DAPI (gray), Centrin-2 (green).

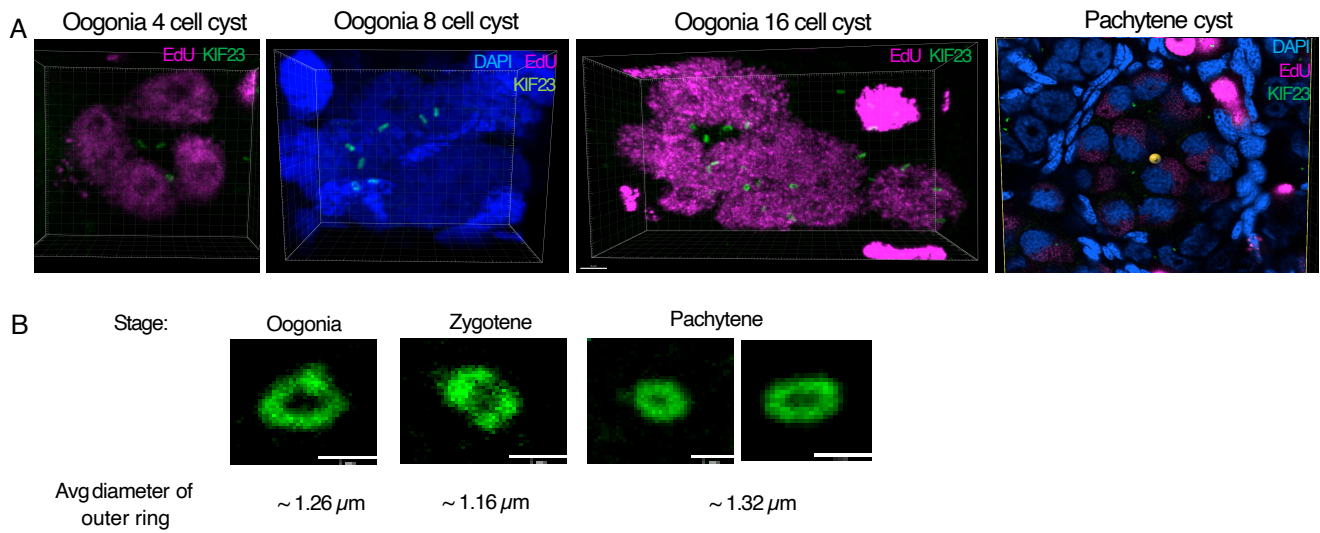

**Figure S9. Ring canals during different cyst stages (Movie S7).** **A** - Movies (S7) of z-stack of cysts labeled with EdU (magenta), Kif23 (green), DAPI (blue). **B** – Average diameter of single ring canals stained in green (Kif23) across different stages within a cyst. Scale bar 1  $\mu\text{m}$ .

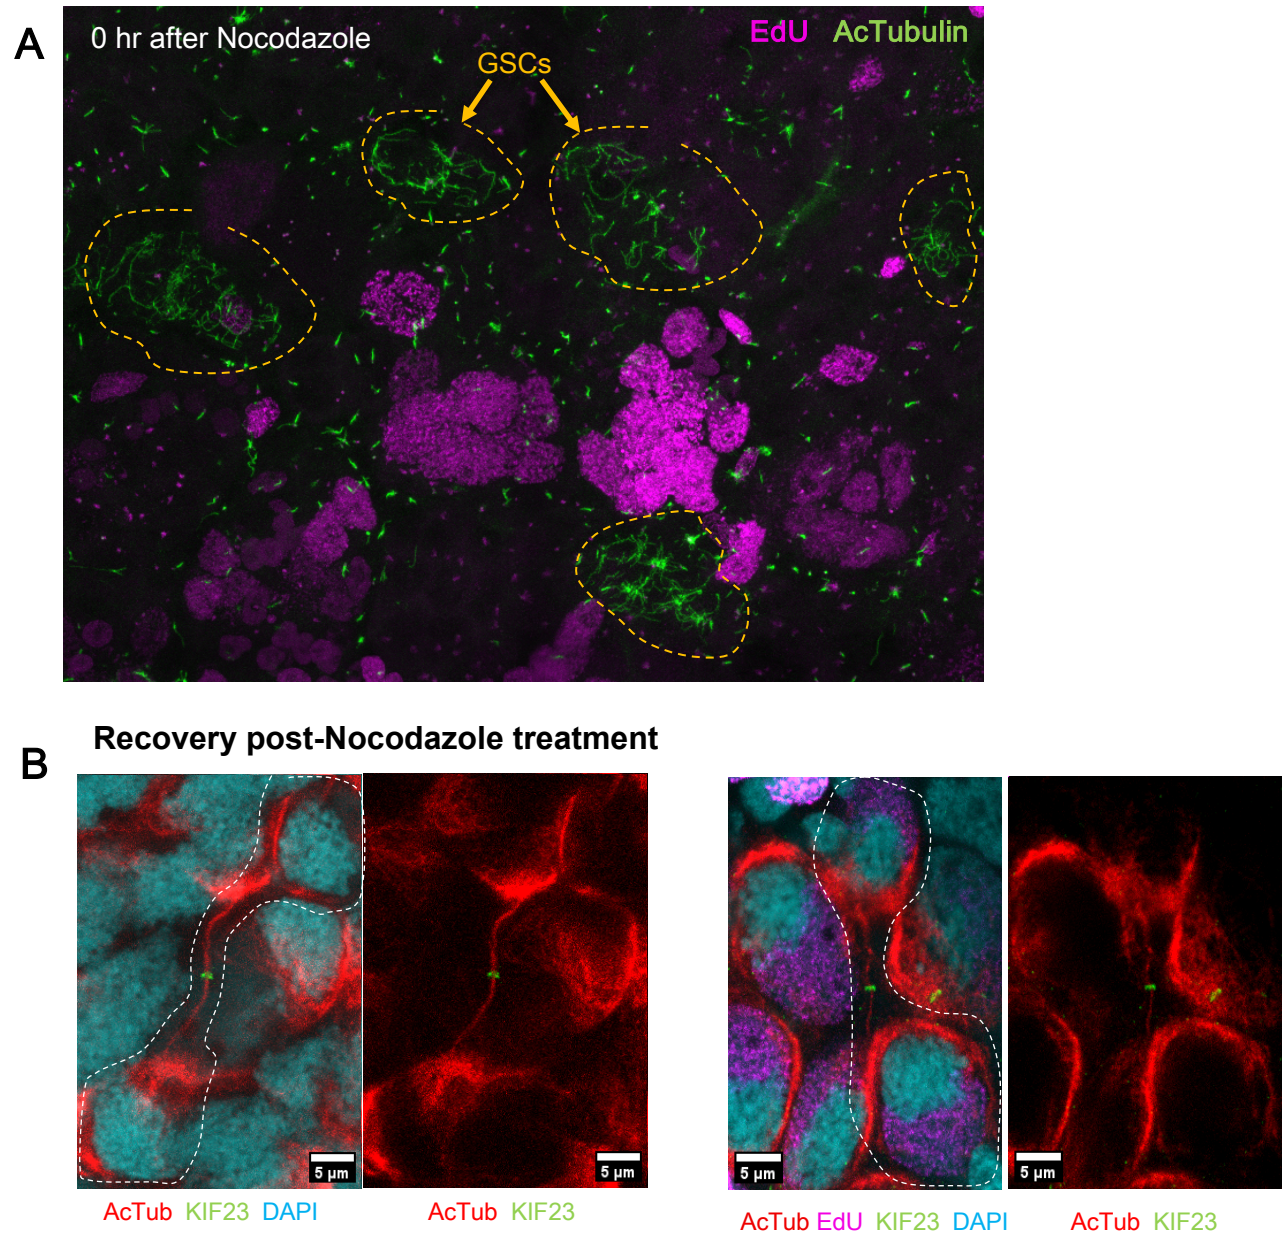

**Figure S10. Effect of Nocodazole treatment on cyst microtubules.** **A** – 0 hour after nocodazole: EdU (magenta), acetylated MT (green). GSCs with resistant MT are encircled with dashed lines (maximum projection of several optical sections). **B** – Showing recovered and highly elongated MT between two cystocytes within a cyst (encircled in white dashed lines).

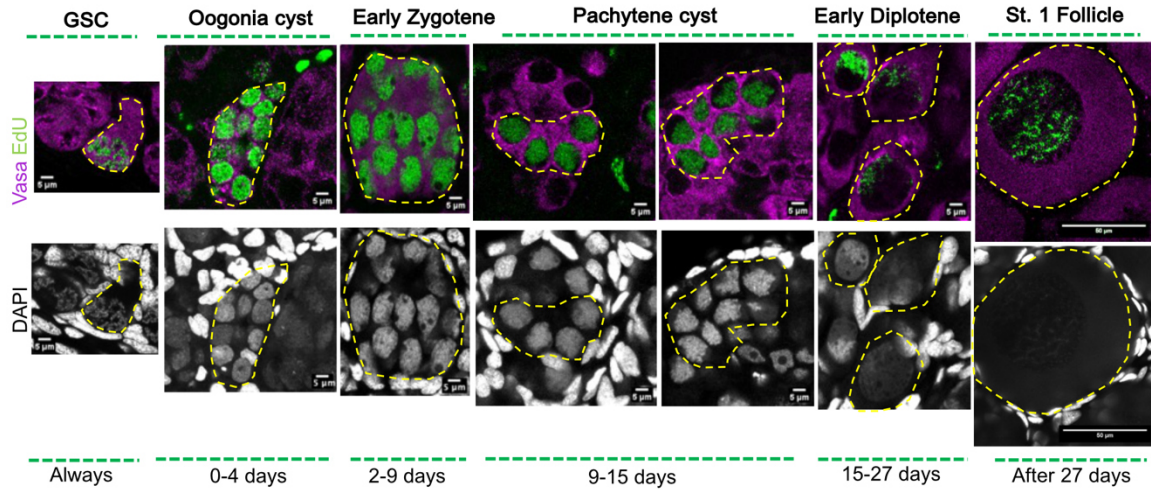

**Figure S11. Timeline of germline cyst development by EdU pulse.** Froglets were injected with EdU to understand the developmental timeline of germline cysts. As shown in figure, some of the GSCs are positive for EdU at any time point whereas some remains negative indicating active and quiescent stages of GSCs. Oogonial cysts appeared 0–4 days after the EdU pulse, leptotene–zygotene cysts at 2–9 days, pachytene cysts at 9–15 days, early diplotene cysts at 15–27 days, and stage I follicles after 27 days. EdU (green), Vasa (magenta), DAPI (gray).

2 day  
(1229:  
8 lobes)

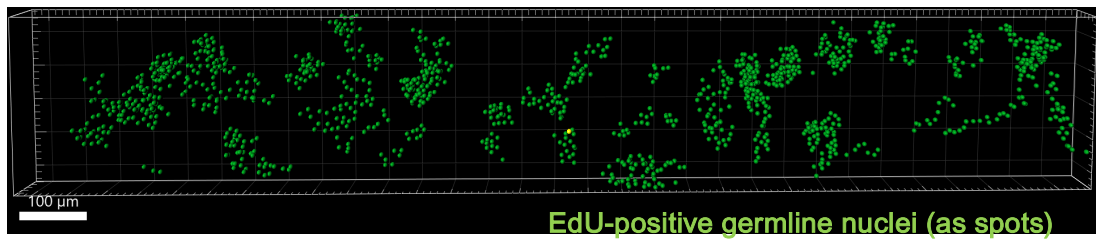

12 day  
(1235:  
20 lobes)

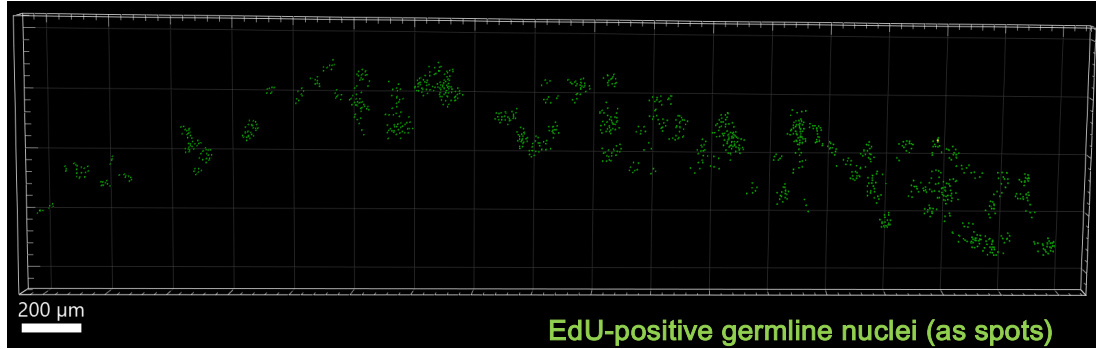

17 day  
(492;  
26 lobes)

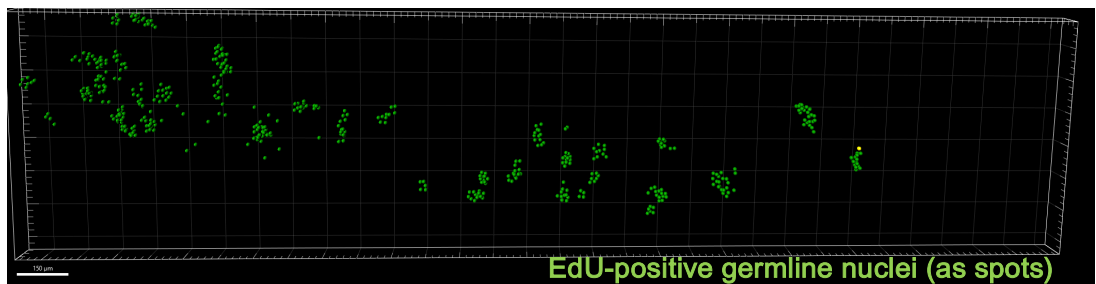

52 day  
(150:  
17 lobes)

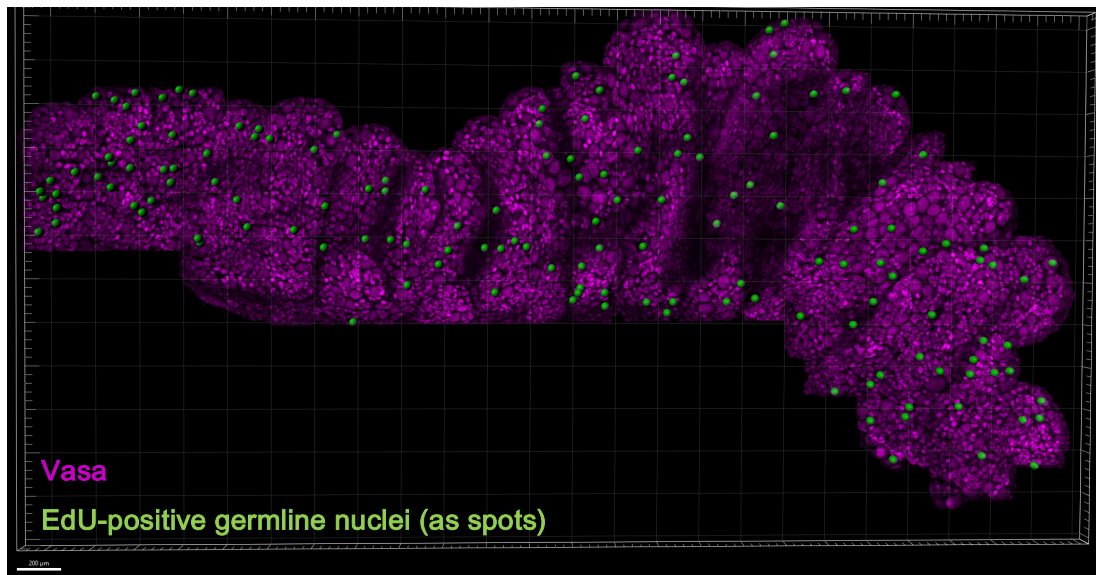

**Figure S12. Examples of quantification of EdU-positive germline nuclei from EdU-pulsed ovaries.** Using Imaris, the 'Spot' function was applied to manually count EdU-positive germline nuclei (green) in ovaries at various time points after the EdU pulse. Vasa (magenta).

## **Legends for Movies**

**Movie S1. Crawling-like movements within a germline cyst visualized by Hoechst staining.**

**Movie S2. Asynchronous mitotic prophase within a germline cyst.** The arrow indicates two cyst cells that enter mitotic prophase with a delay compared to the others. Hoechst staining.

**Movie S3. Fusome-like structure in 8-cell cyst.**

**Movie S4. Fusome-like structure in 16-cell cyst.**

**Movie S5. Fusome-like structure in 32-cell cyst.**

**Movie S6. Fusome-like structure in 32-cell cyst.**

**Movie S7. Ring canals in different cyst stages.**

## SI References

1. P. Tandon, Y. V. Miteva, L. M. Kuchenbrod, I. M. Cristea, F. L. Conlon, Tcf21 regulates the specification and maturation of proepicardial cells. *Development* **140**, 2409–2421 (2013).
2. H. L. Sive, R. M. Grainger, R. M. Harland, Isolation of *Xenopus* Oocytes. *Cold Spring Harb. Protoc.* **2010**, pdb.prot5534 (2010).
3. J. Guo, *et al.*, The adult human testis transcriptional cell atlas. *Cell Res.* **28**, 1141–1157 (2018).
4. Y. Liu, *et al.*, Single-cell transcriptome reveals insights into the development and function of the zebrafish ovary. *eLife* **11**, e76014 (2022).
5. C. Badouel, I. Chartrain, J. Blot, J.-P. Tassan, Maternal embryonic leucine zipper kinase is stabilized in mitosis by phosphorylation and is partially degraded upon mitotic exit. *Exp. Cell Res.* **316**, 2166–2173 (2010).
6. P. Lara-Gonzalez, *et al.*, Cyclin B3 is a dominant fast-acting cyclin that drives rapid early embryonic mitoses. *J. Cell Biol.* **223**, e202308034 (2024).
7. R. Feng, *et al.*, Retinoic acid homeostasis through *aldh1a2* and *cyp26a1* mediates meiotic entry in Nile tilapia (*Oreochromis niloticus*). *Sci. Rep.* **5**, 10131 (2015).
8. Y. Watanabe, S. Yokobayashi, M. Yamamoto, P. Nurse, Pre-meiotic S phase is linked to reductional chromosome segregation and recombination. *Nature* **409**, 359–363 (2001).
9. F. Carofiglio, *et al.*, Repair of exogenous DNA double-strand breaks promotes chromosome synapsis in SPO11-mutant mouse meiocytes, and is altered in the absence of HORMAD1. *DNA Repair* **63**, 25–38 (2018).
10. L. Liang, S. M. Soyal, J. Dean, FIG $\alpha$ , a germ cell specific transcription factor involved in the coordinate expression of the zona pellucida genes. *Development* **124**, 4939–4947 (1997).
11. M. Claußen, T. Pieler, Xvelo1 uses a novel 75-nucleotide signal sequence that drives vegetal localization along the late pathway in *Xenopus* oocytes. *Dev. Biol.* **266**, 270–284 (2004).
12. Divyanshi, J. Yang, Germ plasm dynamics during oogenesis and early embryonic development in *Xenopus* and zebrafish. <https://doi.org/10.1002/mrd.23718>.
13. F. Stennard, G. Carnac, J. B. Gurdon, The *Xenopus* T-box gene, Antipodean, encodes a vegetally localised maternal mRNA and can trigger mesoderm formation. *Development* **122**, 4179–4188 (1996).

How the deposited data were processed for this re-analysis (not part of the article)

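Ovaries of 3 juvenile wild-type *Xenopus laevis* of Nieuwkoop-Faber stages 62 to 66 were dissociated, and 1 single-cell library was made from each, so n is 3 throughout. The authors prepared the libraries with 10x Chromium GEM-X chemistry and counted UMIs per gene and cell barcode with Cell Ranger, which also called the barcodes that hold cells. The counts are as deposited by the authors and, per the file headers, are whole numbers with no normalization. None of the filters of the paper's Seurat analysis is in them. The genome build is not stated. The gene identifiers have the prefix of the Xenbase annotation of the v10.1 assembly and carry no positions, so no coordinates are given. Of the features, 44454 have a name. Those without one were left out. The totals were 54585110, 50307231 and 34060121 UMIs in 5987, 6302 and 6964 cells.

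The steps of the SI Appendix were followed where it states them. Seurat 5.3.0 in R 4.3.3 was used, while the SI Appendix names an earlier version. Cells with 100 to 8000 genes and at most 1.5% of UMIs from the 13 mitochondrial genes were kept. Counts were normalized to 10000 UMIs per cell and logged. Each ovary's 2000 variable genes were used for canonical correlation analysis. All cells were clustered on 20 dimensions at resolution 1, which is the value that the SI Appendix gives after integration. Germline clusters were those with a summed level of *ddx4* and *dazl* of at least 5 per 10000 UMIs, a limit set after the gap between the clusters was seen. Somatic markers had been set for this choice as well and were not used in it. Germline cells were clustered on 30 dimensions of the same reduction at resolution 0.5. All steps ran on a single processor thread.

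Germline clusters were named by the mean log2 excess of a list of marker genes over the other clusters. These lists, the tests, the alternatives and the rule for naming genes were set before the data were examined, apart from the choices named as made later. The low-UMI clusters have no markers in Table S1 and are given by number. They have a median of under 1000 UMIs per cell, or have *velo1.L* and *zp4.L* above the L-Z-like levels and 3 times their median is under that of the stage 1 follicle-like cluster. No low-UMI cluster met the rule set for the meiotic side, so the comparison of cluster 6 with the L-Z-like cluster was chosen after its levels were seen.

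UMI counts were summed over the cells of a cluster in each ovary, where it had at least 10 cells, and 3 sums were compared with 3. The test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization and filterByExpr, and p was adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Every adjusted p in the text is from this test unless DESeq2 is named. All p-values are two-sided. Sets of genes were tested with fry and with camera, at a preset correlation of 0.01, of limma 3.58.1. The genes named are those that the paper names for these data, some of which are left out. In each comparison the 5 with the largest fitted rise and the 5 with the largest fitted fall were added. These had to be called, have a mean of at least 20 counts per sum and change the same way in 3 of 3 ovaries. The text gives the largest of them. Ribosomal protein genes were the 144 features named rps or rpl. A fold against a group without counts is a lower bound computed against 3 counts. With 1 to 3 counts in a group the ratio of the shares of all UMIs is given with an exact counting interval, which covers counting error and not the spread between ovaries.

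The groups compared come from the same 3 ovaries, which pairs the sums. The deviations of the 2 sums of an ovary correlated weakly, at 0.0468 to 0.286 over all comparisons, so the pairing rests on the shared animal. The ovary as a replicate block was one of the alternatives. The others were DESeq2 1.42.0, no filter on low counts, leaving out each ovary, and thinning the deeper sum of each ovary to the shallower. The grouping was changed through resolutions 0.3 and 1.0, a repeated integration of the germline, a repeated integration without the named genes among the variable genes, and no integration. Cells were left out at a minimum of 500 genes or when called as doublets. Scrublet, as in scanpy 1.11.5 with an expected rate of 5%, marked 48, 6 and 32 cells of ovaries 1, 2 and 3. Leaving out the 5% of cells with the highest scores was added after these numbers were seen. The repeated integration with another seed was also added after the data were seen, since its grouping of the GSC-like cells changed with the seed and with the number of processor threads. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Matrix 1.6.5 and data.table 1.17.8.

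The test was also run on simulated sums with 200 genes changed, at the depth and spread of each comparison. The changed genes were drawn from those with a mean of at least 20 counts. For the GSC-like cluster (15835 genes) it found 1.90% of the genes changed 2-fold and 45.9% of those changed 4-fold, with 5 of 46 calls false. Against the other early clusters (9930 genes) it found 33.3% of the genes changed 2-fold and 86.0% of those changed 4-fold, with 4 of 126 calls false. For cluster 6 against the L-Z-like cluster (9593 genes) the shares were 16.3% of the genes changed 2-fold and 93.1% of those changed 4-fold, with 15 of 125 calls false. Against the stage 1 follicle-like cluster it found 2.83% of the genes changed 2-fold and 35.7% of those changed 4-fold, with 7 of 40 calls false, for cluster 5 (10031 genes). For cluster 6 (10221 genes) it found 2.80% of the genes changed 2-fold and 48.8% of those changed 4-fold, with 11 of 56 calls false. For cluster 10 (9331 genes) the shares were 0% of the genes changed 2-fold and 15.7% of those changed 4-fold, with 4 of 17 calls false. A gene that was not called can therefore have changed 2-fold. The EdU, OPP, imaging and mouse data were not analysed here.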

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

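Among the alternatives, leaving out the cells with the highest doublet scores, the repeated integration with another seed and the comparison of cluster 6 with the L-Z-like cluster were chosen only after the data were seen. For named genes in the comparisons, those left out of the text included, 2147 pairs of a gene and an alternative were computed: 2022 kept their direction and their side of the threshold, 96 lost their call, 25 gained one and 4 reversed. Most losses came from the repeated integration with another seed (19), the named genes left out of the variable genes (19), leaving out ovary 3 (16), the repeated integration (15) and leaving out ovary 2 (11). The minimum of 500 genes per cell and resolution 1.0 changed none of these calls.

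These results stayed within the SD of the 3 ovaries in every alternative tried for them. For the share of checks the limit was 1.5 times instead. The number of germline cells was 8190 and 7791 to 9049 in the alternatives. Its SD is that of the counts of single ovaries and not of the total. The share of germline cells in cluster 6 was 7.36% and 5.52 to 9.84%, and that in all low-UMI clusters 20.7% and 13.7 to 25.9%. The 13.7% is the share of cells with under 1000 UMIs, whatever their cluster. The share of checks in which a stage marker was highest in the cluster it was checked against was 62.5% and 47.9 to 71.9%. The median UMI count of the stage 1 follicle-like cluster over that of the L-Z-like cluster had a ratio of 10.4 and 7.75 to 11.3. Cells after filtering went from 17147 to 18907 without the mitochondrial filter and to 16598 with at least 500 genes per cell, since these settings keep more or fewer cells by construction. The 11 germline clusters became 17 at resolution 1.0 and 17 without integration.

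The 7242 genes changed in the GSC-like cluster were 3768 to 5186 in the fits that each left out 1 ovary, which have fewer samples. They were 3365 with the deeper sums thinned, which also leaves fewer genes to test. Against the other early clusters the 4843 genes were 3028 to 4900 without single ovaries and 3180 when thinned. In each of the other alternatives both counts stayed within 1.5 times. The median log2 fold change of the ribosomal protein genes, -1.14, was negative in every alternative run for it, from -1.46 to -0.70. Without single ovaries it ran from -1.46 to -1.06, and without ovary 2 it was -1.12 with p = 0.0568 by fry, which is not an exact test, and so not past the threshold. The 118 ribosomal protein genes called lower were 61 to 115 without single ovaries, 79 with the deeper sums thinned and 77 for the repeated integration with another seed. That grouping put 320 cells in the GSC-like cluster, against 162 in the main one and 124 in the repeated integration with its first seed. In it LOC121397799 reversed, from -1.39 to 1.01 on the log2 scale. The cause was not tested. The thread count also moved this grouping after the repeated integration.

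The 3405 genes changed in cluster 6 against the L-Z-like cluster were 2065 with DESeq2, 1109 to 4033 without single ovaries and 1650 at resolution 1.0. With the germline integrated again they were 1034, and 1003 with another seed. With the named genes left out of the variable genes they were 505, and without integration 261. Of these calls, 936, 913, 481 and 252 were among the 3405. The median ratio of the Table S2 genes was 0.218. It was 0.406 with the germline integrated again, 0.414 with another seed, 0.477 with the named genes left out, 0.455 without integration and 0.144 from cluster sums over the ovaries. Cluster 6 had a Jaccard overlap of 0.412 with the closest cluster of the repeated integration. *hbg1.L* reversed, from 4.84 on the log2 scale to -2.60 with the germline integrated again, -2.61 with another seed and -2.92 with the named genes left out. Beyond the other cells that these groupings place in the cluster, the cause was not tested. The scaling of DESeq2 moved the median log2 fold change of all genes to -0.23 here, from -0.10 to -0.20 for cluster 6 and from -0.14 to -0.30 for cluster 10 against the stage 1 follicle-like cluster.

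Against the stage 1 follicle-like cluster, the 59 genes changed in cluster 5 were 887 without the filter on low counts, 851 with the ovary as a replicate block, 0 to 278 without single ovaries, 147 with the deeper sums thinned and 31 without the highest doublet scores. They were 0 with the germline integrated again, 0 with another seed and 0 with the named genes left out of the variable genes, where 1583, 1541 and 1293 genes had an unadjusted p under 0.05. Without ovary 2 the count was 0, with 1765 at an unadjusted p under 0.05. The 2401 genes of cluster 6 were 4123 without the filter, 5450 with the replicate block, 808 to 4007 without single ovaries, 3638 with the germline integrated again and 4288 with the named genes left out. The 4406 of cluster 10 were 7663 without the filter, 945 to 4863 without single ovaries and 513 with the deeper sums thinned, which left 1761 genes to test. The cause was not tested, apart from the fewer ovaries and genes of some of these settings. Without integration the 3 comparisons were not run, because the stage 1 follicle-like cluster then had 6 cells in ovary 1 and 1 in ovary 2, under the minimum of 10.

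The ovary as a replicate block changed the calls of these named genes. It called *rab11fip1.L* higher in cluster 5 (log2 fold change 1.47, adjusted p = 0.0408) and *not.L* lower in cluster 10 (-2.55, adjusted p = 6.38e-04). In cluster 6 against the stage 1 follicle-like cluster it called *rab11fip1.S* (-1.06, adjusted p = 0.0248), *larp6.L* (-2.04, adjusted p = 4.26e-07) and *acp5.L* (-1.44, adjusted p = 0.0158) lower. It changed no other call of a gene named here. With the block fry, which is not an exact test, gave p = 0.0102 for the ribosomal protein genes.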

Differences from the paper's values

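No value that the paper states and that was also computed here, among the counts of cells and clusters, the shares of low-UMI cells, the 42sp ratios and the levels and ratios of Table S2, differed from it by both more than 1.5 times and more than the spread between ovaries. Low-UMI cluster 6 stands for NC1 in this comparison, a choice made after the data were seen, and no marker shows that it is the same cluster. With the germline integrated again, with the named genes left out of the variable genes or without integration, the ratios of most genes of Table S2 did differ from the paper's by both measures.

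The paper lists neuropeptide Y among the genes enriched in GSCs. Of its homeologs *npy.S* had no UMI in the GSC-like cluster, and *npy.L* was seen there in ovary 3 alone, at 0.0480 per 10000 UMIs. Both had too few counts to be tested.

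The paper states that *ddx25* is higher in NC2 and in NC3 than in stage 1 follicles, and that *rab11fip1* is higher as well. Which of clusters 5 and 10 is NC2 or NC3 is not known. *ddx25.L* was called in cluster 10 and not in cluster 5 (log2 fold change 1.53, adjusted p = 0.201). None of the alternatives set before the data were examined called it in cluster 5. Adjusted over the paper's list of higher genes alone, 3 of its 6 homeologs were called in cluster 5. The study chose this list on the same ovaries. In cluster 6, over all genes, 0 of the 6 were called higher and 1 was called lower. *rab11fip1.L* was not called in cluster 5 (1.69, adjusted p = 0.192) or cluster 10 (0.80, adjusted p = 0.220). It was called in cluster 5 without ovary 1 (2.14, adjusted p = 0.00226) and with the ovary as a replicate block (1.47, adjusted p = 0.0408), and in cluster 10 with the deeper sums thinned (1.72, adjusted p = 0.0130).

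The paper states that *acp5* and *not* are lower in these clusters. *acp5.L* was not called in cluster 5 (log2 fold change -0.84, adjusted p = 0.711), and in cluster 10 *acp5* had too few counts to be tested. *not.L* was not called in cluster 5 (-0.24, adjusted p = 0.929) or in cluster 10 (-2.76, adjusted p = 0.139). In cluster 10 it was called with the ovary as a replicate block (-2.55, adjusted p = 6.38e-04) and without the filter on low counts (-3.26, adjusted p = 1.94e-05). Cluster 6 stands for NC1 here, but no marker shows that it is that cluster. In cluster 6, 1 of the 3 homeologs tested, *not.L*, was called lower, and 3 were adjusted over the list alone. The study chose this list on the same ovaries. The call of *not.L* in cluster 6 was kept in 9 of the 13 other settings in which it was tested.

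The paper states that expression of *spo11*, *dmc1*, *sycp3*, *hormad1* and *syce2* is elevated during early pachytene. No separate early pachytene cluster was found, and all of these genes had a lower mean in the pachytene-like cluster than in the L-Z-like cluster. The levels per 10000 UMIs were 1.33 ± 0.521 against 1.65 ± 0.316 for *spo11.L*, 1.35 ± 0.00990 against 5.12 ± 0.532 for *dmc1.L*, 1.77 ± 0.280 against 4.72 ± 0.272 for *sycp3.L*, 5.33 ± 0.698 against 9.95 ± 0.658 for *hormad1.S* and 5.14 ± 0.694 against 6.67 ± 0.585 for *syce2.L* (SD, n = 3 ovaries). For *spo11.L* the difference was within the spread between ovaries. The pachytene markers had the higher mean log2 excess in the L-Z-like cluster, 1.72 against 1.33 in the pachytene-like cluster. Where cells of early pachytene fall is thus not known, and this comparison cannot decide the paper's statement. The levels are also shares of the UMIs of a cell. The median cell had 4928 UMIs in the pachytene-like cluster and 1941 in the L-Z-like cluster.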

Other observations

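The tests of RNA free in the suspension as the source of *42sp43.L* and *42sp50.L* and of the UMIs of clusters 5, 6 and 10, those of a mixture of clusters, of RNA lost from cells that keep the nucleus and of red blood cells were chosen only after the result was seen, as was the use of UMIs per droplet to judge droplets without a cell, of the paired shortfall and of the counting interval. All ovaries are of one condition, so no biological explanation was tested for any pattern below. The explanations below were found and tested on the same cells and are hypotheses.

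Low-UMI cluster 6 may hold cells of several stages that share a low UMI count. Its cells were set to the cluster with the closest profile, without the genes that the paper names, in a forced choice among 8 clusters. In ovaries 1, 2 and 3, 44.0, 53.4 and 22.2% were set to cluster 4, 32.0, 13.4 and 32.6% to the early diplotene-like cluster, 0, 26.8 and 18.1% to the pachytene-like cluster and 0, 4.72 and 14.1% to the L-Z-like cluster. Cells of known cluster that were held out and thinned to a like depth were set correctly in 96.5, 88.1 and 90.8% for the L-Z-like and 83.3, 88.4 and 81.6% for the early diplotene-like cluster. The other clusters, cluster 4 and the pachytene-like cluster among them, were not checked in this way. Among the cells of cluster 6 set to the L-Z-like cluster, the median ratio of the Table S2 genes to that cluster was 0.578 in ovary 2 and 0.674 in ovary 3, from 19 and 42 cells. Among those set to the early diplotene-like cluster it was 0.0317 and 0.0368. *42sp43.L* was at 48.7 and 61.4 per 10000 UMIs in the cells set to the early diplotene-like cluster, and at 0 and 6.32 in those set to the L-Z-like cluster. Ovary 1 had too few cells of either kind.

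The levels of the other clusters, mixed in these shares, give an expected median ratio of the Table S2 genes of 0.244 ± 0.0609 (SD, n = 3 ovaries), and 0.202 ± 0.0529 was observed. The observed ratio was the lower in 3 of 3 ovaries, by 0.0413 ± 0.0141 within an ovary (SD), and the ovaries had 10, 11 and 14 of the 15 genes below their expected level, in turn. For *42sp43.L* and *42sp50.L* together, 38.1 per 10000 UMIs were expected and 38.0 observed. This closeness comes from ovaries that differ in opposite directions. The observed level was 0.911, 1.36 and 0.938 of the expected one in ovaries 1, 2 and 3, and the difference within an ovary, expected minus observed, was 0.178 ± 5.75 (SD). Summed over the Table S2 genes, the observed level was 0.686, 0.815 and 0.705 of the expected one in ovaries 1, 2 and 3. For both *42sp* genes the difference is within its spread, which is consistent with a mixture of stages as a candidate source of their rise, and the excess in ovary 2 stays open. For the Table S2 genes the shortfall is beyond its own spread, so a mixture in these shares gives less of a fall than was observed. Whether a fall within each stage or errors in the shares, which come from a forced choice, make the rest stays open, and the cells set to the L-Z-like cluster are too few to decide.

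RNA free in the suspension was taken to enter all droplets alike, at the level of somatic droplets. That level was not shared by all droplets. L-Z-like droplets held 0.235, 0.233 and 1.12 *42sp43.L* and *42sp50.L* UMIs each in ovaries 1, 2 and 3. Somatic droplets held 0.489, 1.64 and 2.10. *42sp43.L* and *42sp50.L* UMIs per droplet were 12.5, 5.34 and 4.50 times those of somatic droplets in cluster 6 of ovaries 1, 2 and 3, 13.4, 7.64 and 3.26 times in cluster 5 and 22.6, 5.62 and 6.06 times in cluster 10. The Table S2 genes had 1.46, 1.55 and 3.06 times as many UMIs per droplet in cluster 6 as in somatic droplets. Free RNA at the somatic level thus does not explain the *42sp43.L* and *42sp50.L* UMIs of these clusters. Nor does it explain, as the only source, the UMIs in their droplets. For the Table S2 genes the part of free RNA stays open. In ovary 1 their ratio rests on 29 UMIs and has a 95% counting interval of 0.974 to 2.10. At the somatic level, a large part of their UMIs in cluster 6 of ovaries 1 and 2 could be free RNA. Whether that level applies to cluster 6 is not known. Genes of the somatic cells, a list of 100 taken from these libraries, had 19.8 ± 14.4% of their share in all UMIs in cluster 6, 30.0 ± 17.6% in cluster 5, 13.5 ± 10.2% in cluster 10 and 4.99 ± 2.92% in the L-Z-like cluster (SD, n = 3 ovaries). The GSC-like cluster, which is not a low-UMI cluster, had 13.7 ± 12.2%. A part of the UMIs in clusters 5, 6 and 10 and in the GSC-like cluster may thus be free RNA. Against droplets without a cell, the profile of cluster 6 was closer to a germline cluster than to all UMIs of its ovary, but by a correlation of only 0.0189, 0.0122 and 0.00320. The *42sp43.L* and *42sp50.L* UMIs per droplet argue against such droplets more strongly.

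Loss of RNA from cells that keep the nucleus could also lower the UMI count of cluster 6. The genes that lead cluster 10, taken as nuclear in this test, were 4.56, 1.10 and 1.06 times as high in cluster 6 as in the L-Z-like cluster in ovaries 1, 2 and 3, and mitochondrial UMIs were lower, at 0.254 ± 0.0735% against 0.456 ± 0.113%. The ratio of ovary 1 rests on 25 cells of cluster 6, and the other two are close to 1. Whether such a loss took place stays open, because intron reads were not counted apart.

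The neuronal genes of the GSC-like cluster could come from somatic cells or their RNA in the same droplets. All 21 tested genes had a higher level in the GSC-like cluster than in somatic cells in each of the 3 ovaries, which argues against this as their source. Nerve cells were not looked for as a cell type of their own.

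Haemoglobin genes, a list set by hand from which *hba-l5.L* was left out after it was seen to lead the stage 1 follicle-like cluster, had 5, 36 and 3170 UMIs in cluster 6 of ovaries 1, 2 and 3. In ovary 3, 15 of 298 cells held 98.9% of them. This is consistent with droplets that also hold a red blood cell as the source of the rise of *hbg1.L*.

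Each comparison of 3 sums with 3 has 10 splits, so the share of splits with as many called genes cannot fall under 0.1. For the GSC-like cluster against all other germline cells, 1 of the 10 splits of the 6 sums, the real one, gave as many genes. It was 1 of 10 against the other early clusters, 1 of 10 for cluster 6 against the L-Z-like cluster, and 1 of 10 for cluster 6 and 1 of 10 for cluster 10 against the stage 1 follicle-like cluster. For cluster 5, 3 of 10 splits gave as many as the 59 genes called, and the highest other split gave 693. Among the 4 splits that part every ovary, as the real one does, only the real one reached its count in each of the 6 comparisons. The others keep both sums of an ovary on one side.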
